# Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism

**DOI:** 10.1111/pbi.12508

**Published:** 2016-01-22

**Authors:** Saravanan Kumar, Mogilicherla Kanakachari, Dhandapani Gurusamy, Krishan Kumar, Prabhakaran Narayanasamy, Padmalatha Kethireddy Venkata, Amolkumar Solanke, Savita Gamanagatti, Vamadevaiah Hiremath, Ishwarappa S. Katageri, Sadhu Leelavathi, Polumetla Ananda Kumar, Vanga Siva Reddy

**Keywords:** *Gossypium hirsutum*, *Helicoverpa armigera*, biotic stress response, transcriptome, proteome, defence mechanism

## Abstract

Cotton bollworm, *Helicoverpa armigera*, is a major insect pest that feeds on cotton bolls causing extensive damage leading to crop and productivity loss. In spite of such a major impact, cotton plant response to bollworm infection is yet to be witnessed. In this context, we have studied the genome‐wide response of cotton bolls infested with bollworm using transcriptomic and proteomic approaches. Further, we have validated this data using semi‐quantitative real‐time PCR. Comparative analyses have revealed that 39% of the transcriptome and 35% of the proteome were differentially regulated during bollworm infestation. Around 36% of significantly regulated transcripts and 45% of differentially expressed proteins were found to be involved in signalling followed by redox regulation. Further analysis showed that defence‐related stress hormones and their lipid precursors, transcription factors, signalling molecules, etc. were stimulated, whereas the growth‐related counterparts were suppressed during bollworm infestation. Around 26% of the significantly up‐regulated proteins were defence molecules, while >50% of the significantly down‐regulated were related to photosynthesis and growth. Interestingly, the biosynthesis genes for synergistically regulated jasmonate, ethylene and suppressors of the antagonistic factor salicylate were found to be up‐regulated, suggesting a choice among stress‐responsive phytohormone regulation. Manual curation of the enzymes and TFs highlighted the components of retrograde signalling pathways. Our data suggest that a selective regulatory mechanism directs the reallocation of metabolic resources favouring defence over growth under bollworm infestation and these insights could be exploited to develop bollworm‐resistant cotton varieties.

## Introduction

Plants and insects have coexisted for about 350 million years leading to the evolution of both positive and negative interactions (Gatehouse, 2002). Positive interactions include insect‐mediated pollination, seed dispersion, etc. that offer mutual benefit to the insect and the host, while negative interactions include insect predation (Gatehouse, 2002) that often causes detrimental effects to the host. In view of the long standing relationship, it is quite obvious that plants have evolved a diverse set of stress‐specific constitutive and/or inducible defence mechanisms to resist and coexist with the insect pests (Gatehouse, 2002). The response pattern in both the mechanisms might either be activated locally at the infected site, systemically in the uninfected regions or by both the aforementioned through signalling molecules (Gatehouse, 2002). Signal perception and activation results in a vast cascade of events at cellular and molecular levels ultimately contributing to the defence mechanism. Specialized defence mechanisms that protect plants from insects include physical barriers such as cell wall and cuticle (Kempema *et al*., 2007), cellular processes including lignifications, cross‐linking of cell wall components, release of volatile and nonvolatile metabolites (Kempema *et al*., 2007) and molecular processes like activation of defence‐related genes and pathways (Ramirez *et al*., 2009; Ryan, 1990). In addition, hormones, transcription factors (TFs) and redox regulators play major role in stress response and defence signalling. Hormones are secondary signals that amplify primary elicitor signals during biotic stress (Yang *et al*., 1997). Salicylic acid (SA), ethylene (ET), jasmonic acid (JA) and systemin are the major phytohormones that are often quoted as stress‐specific signalling molecules (Arimura *et al*., 2005; Loake and Grant, 2007; Sun *et al*., 2011; Yang *et al*., 1997). Moran and Thompson (2001) suggested that there is a complex crosstalk among hormonal pathways that control the plant responses to wounds, insect pest and pathogen attacks. In addition to hormones, pathogen elicitors also activate TFs that interacts with the pathogen‐responsive cis elements present in the promoters of the defence‐related genes. Even a single pathogen elicitor is capable of activating multiple TFs that can interact with the cis elements present within the same or different promoter regions ultimately leading to stimulation of vast set of defence‐related genes and gene products (Yang *et al*., 1997). Oxidative burst is one of the major processes that occur during biotic stress condition (Lamb and Dixon, 1997). Maintenance of the redox balance within the plant cell plays a crucial role in modulating redox sensitive genes and proteins including many TFs (Torres, 2010). Release of reactive oxygen species (ROS) such as $O_{2}^{-}$ and H_2_O_2_ induces many defence‐related events including cell wall reinforcement through lignifications and cross‐linking of glycoproteins in the extracellular matrix, activation of defence‐related genes, molecules, etc. (Jabs *et al*., 1997). The above‐mentioned cascade of events demand and consume considerable amount of energy. During stress conditions, plant systems manage their biological energy and resources by either partitioning or favouring the molecular machineries towards defence and/or growth. As a result, most plants do survive insect predation; however, it is often accompanied by reduced growth and yield penalty depending on the site of insect predation.

Cotton (*Gossypium* spp.) is the leading contributor of natural fibre and is an important source of textile commodity, oil and protein meal (Han *et al*., 2004; Mei *et al*., 2004). Cotton bolls are crucial tissues that harbour lint (textile fibre) which is of huge economic value. The effect of insect pest infestation followed by secondary infection could lead up to 80% loss in cotton fibre production (Oerke, 2006). Around 1326 species of insects have been reported worldwide as cotton pests, and among them, bollworm (*Helicoverpa armigera*) is the major pest that directly feed and destroy the developing fibre tissue within the cotton bolls (Dua *et al*., 2006; Matthews, 1994). Biotic stress induced through insect pest attack regulates cellular events majorly driven by expression changes of genes and their associated pathways. Earlier efforts to understand plant diseases caused by insect, pathogen infestations have identified certain genes and pathways involved in the biotic stress tolerance in cotton (Artico *et al*., 2014; Dubey *et al*., 2013; Gao *et al*., 2013). Systems level analysis at the transcript and protein levels more often reveals the near‐complete status of an organism subjected to stress or disease conditions (Komatsu *et al*., 2009; Srivastava *et al*., 2013). Such analyses are yet to be employed to understand molecular and cellular mechanisms operational during cotton plant and bollworm interactions. Further understanding of these interactions using high‐throughput approaches might reveal stress‐induced responses and endogenous resistance mechanisms operational in the host. In this context, we have made an attempt to understand the mechanisms adapted by cotton plant during bollworm attack using both transcriptomic and proteomic tools. As bolls are the target site for fibre synthesis as well as bollworm feeding, we have performed comparative analyses of developing cotton bolls subjected to bollworm infestation. Our comprehensive genome‐wide analyses have revealed several new and interesting insights about cotton plant and bollworm interactions. Knowledge gained through this study could be further exploited to develop bollworm‐resistant cotton varieties.

## Results

### Differentially regulated transcripts and proteins in bollworm‐infested cotton bolls

Cotton plants were grown in the field conditions following common agronomic practices. Only bolls that were infected by cotton bollworm (*H. armigera*) insect larvae were used for further analysis (Figure 1a,b). To study the effect of insect stress in developing boll tissue, microarray‐based transcriptome profiling and two‐dimensional gel electrophoresis (2D PAGE) followed by MALDI TOF/TOF‐based proteome analyses were carried out at different developmental stages (Figure 1b,c). 

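Gene expression in bollworm-infested bolls (BS) and noninfested control bolls (CN) of cotton was measured on 24 Affymetrix Cotton GeneChip arrays, with 3 arrays for each of 8 groups, namely CN and BS at 0, 2, 5 and 10 dpa. Whole bolls were taken at 0 and 2 dpa and the infested portion at 5 and 10 dpa, so tissue and stage changed together. At 10 dpa the larva had been taken off after 5 days and the bolls had grown on for 10 days by the methods (at most 10 by the labels), so this stage also differs from the others in the time without a larva. By the methods, with larvae put on at pollination, the infested bolls of this stage would be older than 10 dpa. The methods give no separate collection time for its CN bolls, so a difference in age between CN and BS stays open. The deposited values are log2 expression values that the authors made from the scanned intensities by RMA in GeneSpring GX, and each of the 24132 rows has a median over the arrays within 0.0001 of 0, so they show changes of a transcript between arrays and not its abundance. The medians over probe sets of replicates 1 to 3 were 0.026, 0.03 and 0.051 (CN) and −0.011, −0.031 and −0.012 (BS) at 0 dpa, −0.004, −0.008 and −0.02 and 0.01, 0.028 and 0.014 at 2 dpa, 0.021, 0.022 and 0.013 and −0.049, −0.055 and −0.023 at 5 dpa, and −0.022, −0.018 and −0.009 and 0.044, 0.039 and 0.023 at 10 dpa. The level of a probe set before the centring is not known from the values. Quantile normalization, given below as an alternative, was applied to these centred values and gives every array the same distribution. The SD over probe sets was 0.35 in 2 dpa CN replicate 1 and 1.07 in 10 dpa BS replicate 2. It therefore widens the former and narrows the latter by construction, and calls under it show only what an equal spread would change. The 103 AFFX control and 52 RPTR reporter probe sets were set aside and 23977 probe sets were tested. A linear model with a mean for each of the 8 groups was fitted with limma 3.58.1, the spread was moderated over 16 residual and 3.53 prior degrees of freedom, and BS minus CN was tested within each stage with Benjamini-Hochberg adjustment over all probe sets. DETs were called with the thresholds of the paper, an adjusted p of at most 0.01 and a fold change of at least 3. Counts of genes in a list or family are counts of probe sets, so more than 1 can belong to the same gene. The log2 fold changes given for genes are BS minus CN, each ± its standard error with n = 3 arrays per group. The median SD of a probe set within a group was between 0.074 and 0.111 on the log2 scale, and the number of arrays limits the precision, since the smallest 2-sided p that an exact permutation test of 3 arrays against 3 can reach is 0.1. Each replicate is described as a pool of bolls from 5 plants, and the small spread leaves open how much of the variation between plants the standard errors cover. Replicate numbers do not pair a CN with a BS array, and no pairing was used. The 22 hybridization control probe sets, which detect a spike added after labelling, were higher in BS by 0.55, 0.89, 0.74 and 0.70 log2 units at 0, 2, 5 and 10 dpa, and the 36 poly-A control probe sets, which detect a spike added before labelling, by 1.31, 2.11, 1.94 and 1.02. Centring the arrays on the hybridization controls, chosen after seeing the data, moved the median fold change of all probe sets by −0.55, −0.89, −0.74 and −0.70 log2 units, and centring on the poly-A controls left 306, 77, 334 and 1035 up-regulated DETs beside 7236, 19688, 18514 and 6345 down-regulated. Directions are therefore those of the values as the authors normalised them.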

Labelled mRNA was hybridized to Affymetrix cotton GeneChip Genome array. Identified transcripts with a false discovery rate (FDR) adjusted *P* value ≤0.01 and fold change ≥3 were considered as differentially expressed transcripts (DETs) (Figure 1d; Table S1). 

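Single transcripts for storage, cell surface and DNA replication proteins changed at one stage or another of boll development. A cotton late embryogenesis abundant storage protein had a log2 fold change of 8.95 ± 0.12 at 10 dpa (n = 3 arrays per group), whereas arabinogalactan protein 2, a cell surface proteoglycan, fell by 9.33 ± 0.09. A DNA replication licensing factor fell at 2 dpa (−5.97 ± 0.09), and VEIN PATTERNING 1 rose at 5 dpa (8.28 ± 0.08). Of 23977 probe sets, 5654 (23.6%) were DETs in at least 1 stage, 2698 of them up-regulated and 3030 down-regulated in at least 1 stage, with 74 in both sets. The 4 stages held 10217 calls in all, and a DET changed by a median of 2.25, 2.21, 2.21 and 2.50 log2 units at 0, 2, 5 and 10 dpa. CN and BS arrays did not overlap for 59.4%, 68.6%, 67.3% and 75.6% of the probe sets, where 10% would be apart by chance with 3 arrays against 3. A fold change of at least 2 in place of 3 gave 9609 DETs, and no fold threshold gave 19518.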

In total, 8694 transcripts comprising 39% of the total transcripts present on the cotton GeneChip showed differential expression under bollworm infestation. Transcripts were annotated using the Arabidopsis TAIR protein database version 10 through BLASTX with *E* value cut‐off ≤e‐10. Identification of transcripts related to TFs, phytohormones and signal transduction were attained using Arabidopsis transcription factor and Arabidopsis hormone databases, respectively, as mentioned in Materials and methods. Classification of DETs under different functional categories was attained using MIPS functional catalogue. Gene expression patterns in response to bollworm infestation were classified using hierarchical clustering (Figure 1e). Differentially expressed transcripts showing consistent up‐ and down‐regulation among boll developmental stages are tabulated (Figure 2a,b; Tables S4 and S5).

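Transcripts raised at every stage included a U-box protein, a class of ubiquitin ligases, with log2 fold changes of 4.46 ± 0.11, 4.05, 4.23 and 6.15 at 0, 2, 5 and 10 dpa (n = 3 arrays per group). A phosphoric monoester hydrolase rose by a near constant amount, 4.46 ± 0.13 at 0 dpa and 4.12 ± 0.13 at 10 dpa. Transcripts lowered at every stage included the G-box binding factor GBF6, which had −2.78 ± 0.15 at 0 dpa and −7.15 ± 0.15 at 10 dpa, and a delta-8 sphingolipid desaturase, an enzyme of membrane lipid synthesis, which had −2.36 ± 0.09 and −6.72 ± 0.09. In all, 348 probe sets were up-regulated and 76 down-regulated at all 4 stages. Of the 329 probe sets of Table S4, 321 were up-regulated at all 4 stages, and of the 83 of Table S5, 71 were down-regulated at all 4, in tables that the study drew from these same arrays. Quantile normalization gave 198 consistently down-regulated probe sets, and centring on the hybridization controls gave 117 consistently up-regulated and 615 consistently down-regulated. When 2 dpa was left out, 636 probe sets were up-regulated at 0, 5 and 10 dpa.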

**Figure 1:**
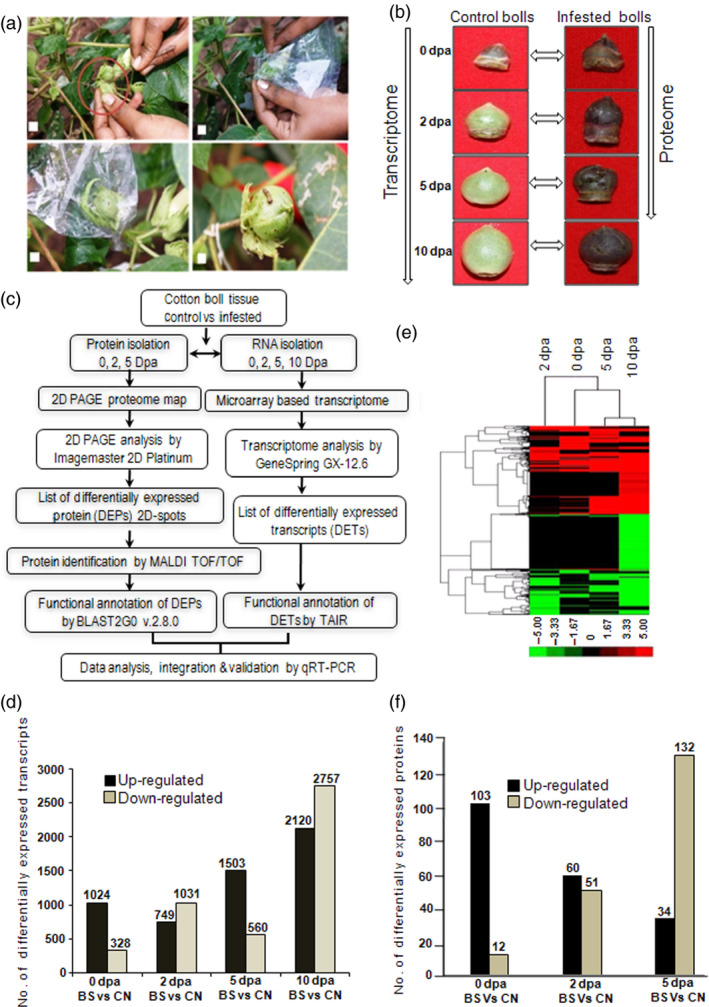
Bollworm infested biotic stress induction in cotton bolls, G. hirsutum L. cv. Bikaneri Narma. (a) Method of biotic stress induction in cotton bolls under field conditions. (b) Boll developmental stages of control (CN) and bollworm infected tissues (BS) used in the current study (0, 2, 5 and 10 dpa/days post anthesis). (c) Schematic overview of proteome and transcriptome data generation and analyses workflow. (d) Number of differentially expressed transcripts (DETs) during boll development stages under BS as compared to their respective stages of CN. (e) Cluster analysis showing the differentially expressed transcripts related to biotic stress. (f) Number of differentially expressed proteins (DEPs) during boll development stages under BS as compared to their respective stages of CN.

**Figure 2:**
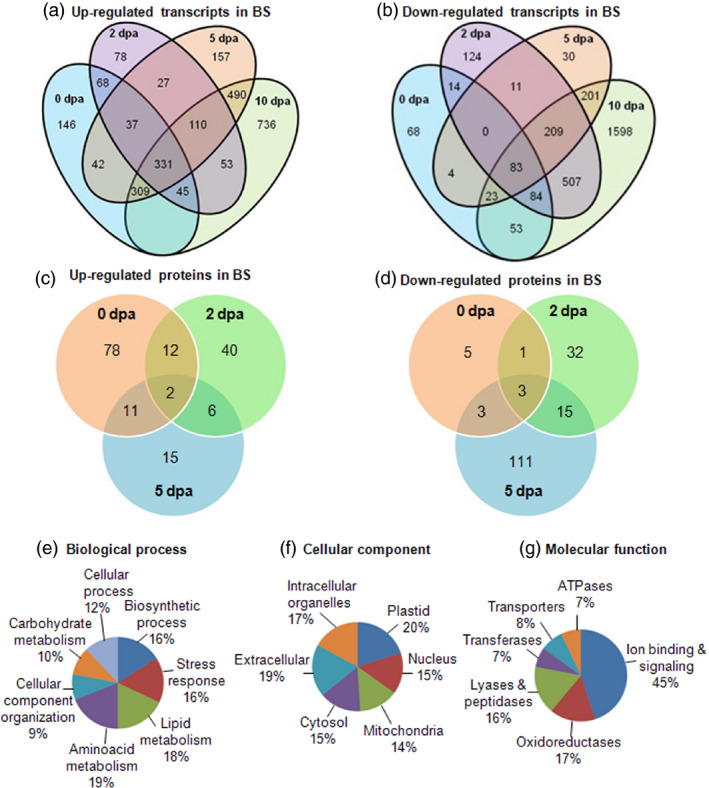
Diagrammatic view of the up‐ and down‐regulated transcripts (a, b) and proteins (c, d) among the boll developmental stages under bollworm infestation in comparison with their respective controls. Gene Ontology‐based annotation and classification of the differentially expressed proteins into the (e) biological process, (f) cellular component and (g) molecular function categories.

Two‐dimensional gel electrophoresis (2D PAGE)‐based proteome analysis of bollworm‐infested (biotic stress‐induced BS) and noninfested (control, CN) cotton bolls showed an average of 393 reproducibly detected protein spots across developmental stages (0, 2 and 5 dpa) (Figures 3a–c and S1a–c). At least two independent replicate gels were generated per sample (Control, CN vs bollworm infested, BS). Only those spots that were reproducibly detected were further considered for comparative analysis. Quantification of the protein spots was attained using the per cent volume criterion that corresponds to the expression level of the detected spot regions. Protein spots showing fold change of ±1.5 with a *P* value <0.5 as mentioned in Materials and methods were considered as differentially expressed spots. Comparative analysis revealed that around 35% of the detected spots (137 spots) were differentially expressed (±1.5‐fold), and among them, 98 spots were identified using MALDI TOF/TOF (Table S14). Further Gene Ontology (GO)‐based annotation and functional classification of the DEPs under various categories were attained using BLAST2GO platform version 2.7 (Figure 2e,f).

**Figure 3:**
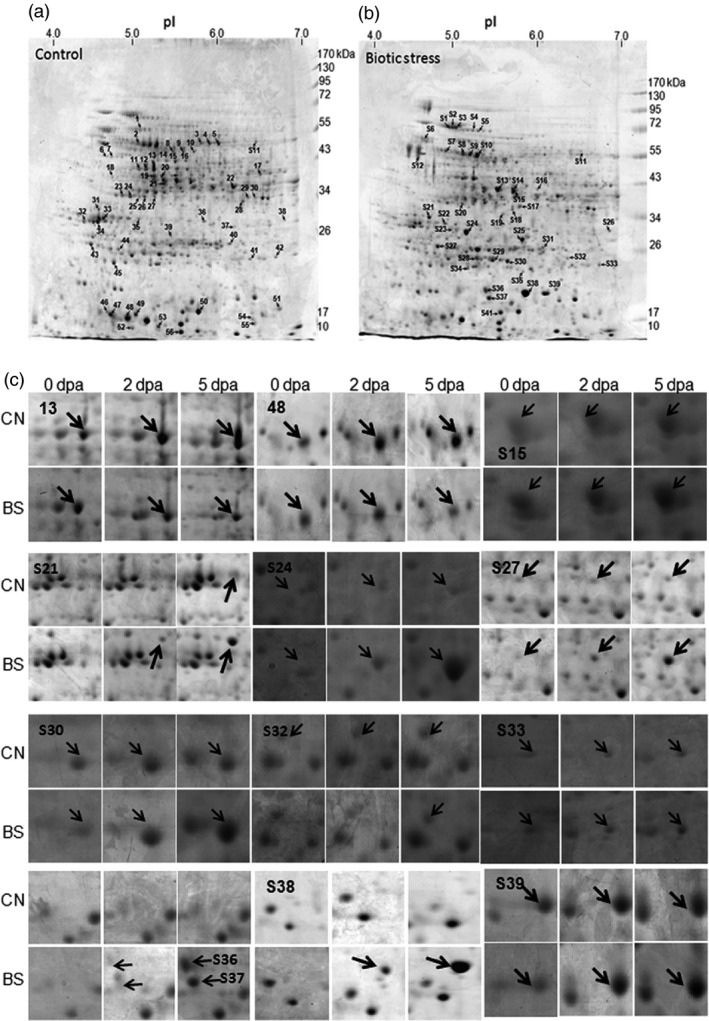
Representative Coomassie stained 2D PAGE proteome profile of Control, CN (a) and Boll worm infested, BS (b) cotton bolls. Annotated 2D spots corresponding to the differentially expressed proteins identified using MALDI TOF/TOF. Detailed list of identified proteins are tabulated in Table S14. (c) 2D Spot profile of representative proteins showing differential expression under bollworm infestation in comparison with their respective control bolls during boll developmental stages (0, 2, 5 dpa). 2D PAGE proteome profile of infested and control bolls during developmental stages are presented in Figure S1.

Comparative analysis of the transcriptome and proteome data sets highlighted 37 overlapping unique accessions that were quantified at both the transcript and protein levels (Table S15). Among them, only 10 genes (accessions) were found to have similar expression pattern in at least one of the developmental stages that were analysed in this study. Such poor corelation among the transcriptome and proteome data sets could either be attributed to the post‐transcriptional regulation of the identified genes or be the experimental limitations associated with the transcript and protein turnover measurements.

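The transcripts that passed the DET thresholds together with a protein fold of 1.5 or more in the same direction encoded a chaperonin, malate dehydrogenase, carbonic anhydrase 2, chitinase, a class 10 PR protein and a trypsin inhibitor. Carbonic anhydrase 2, which interconverts carbon dioxide and bicarbonate, rose at 2 dpa (3.55 ± 0.14, n = 3 arrays per group) and at 5 dpa (2.93 ± 0.14). Of 2 class 10 PR protein probe sets 1 was a DET at 5 dpa and not at 0 or 2 dpa (at 5 dpa 1.91 ± 0.05), and the other was raised at 0 dpa (1.72 ± 0.10) and not at 5 dpa (−0.06 ± 0.10), where the paper's protein fold is 2.44. Over the 37 pairs of Table S15, which map to 35 probe sets, 27 had a protein value other than 0 at 0 dpa, 32 at 2 dpa and 37 at 5 dpa, and of these 7, 18 and 25 had the same sign in transcript and protein. With both thresholds 1, 3 and 5 pairs changed alike at these stages and 1, 1 and 3 changed in opposite directions. The pairs that changed alike came from 6 probe sets. The protein folds are the paper's, no protein data were reanalysed, and a pair with a protein value of 0 cannot have a like sign.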

### Bollworm infestation induces early and consistent response in developing cotton bolls

Analysis of the transcriptome and proteome profile of the bolls that were subjected for only 8 h of bollworm infestation (0 dpa) showed 1352 (15.55%) DETs and 115 (36.37%) DEPs (Figure 1d,f). Majority of those transcripts (75.73%) and proteins (89.5%) were exclusively up‐regulated in biotic stress‐induced bolls (BS) at 0 dpa (Figure 1d,f and 4). 

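An expansin-like and a peroxidase transcript rose most after the shortest exposure. At 0 dpa a peroxidase, an enzyme that uses hydrogen peroxide in the cell wall, had a log2 fold change of 8.66 ± 0.12 (adjusted p = 4.0e-22 from limma, n = 3 arrays per group), and expansin-like B1 had 8.69 ± 0.13. A dirigent-type disease resistance-responsive protein rose by 6.16 ± 0.10. The largest decrease was that of the fibre protein GLP1, at −4.72 ± 0.09, and a phosphate-responsive 1 family protein had −4.09 ± 0.15. In all 1311 probe sets were DETs at 0 dpa, which is 23.2% of the DETs in at least 1 stage. Of them, 104 were up-regulated and 56 down-regulated at this stage only.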

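Up-regulation at 0 dpa reached laccase 14, a wall oxidase, at 4.09 ± 0.13 (n = 3 arrays per group), the ethylene response factor ATEBP, at 5.56 ± 0.11, and calmodulin 1, a calcium sensor, at 3.08 ± 0.12. Haemoglobin 2 fell by 3.34 ± 0.12 log2 units and the growth-related EXL5 by 3.17 ± 0.06. At this stage 1005 DETs were up-regulated and 306 down-regulated, so that 76.66% were up-regulated. The share depended on the scaling, with 55.59% (1144 up-regulated and 914 down-regulated) after quantile normalization and 37.05% (625 and 1062) after centring on the hybridization controls. The median fold change of all probe sets was −0.084 log2 units.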

Cluster analysis of the DETs and DEPs revealed that the gene expression pattern gradually changed upon boll development (Figure 5a,b). 

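Wall and membrane lipid transcripts were among those that responded differently at the later stages. Pectate lyase, which cuts wall pectin, was raised at 0 dpa (2.41 ± 0.16, n = 3 arrays per group) and lowered at 10 dpa (−6.39 ± 0.16). The fatty acid elongase HOS3-1 was unchanged at 0 dpa (0.02 ± 0.11) and fell at 5 dpa (−2.61 ± 0.11) and 10 dpa (−8.52 ± 0.11). In tests of the difference between stages with the same thresholds, BS minus CN was more positive at 10 than at 0 dpa for 1258 probe sets and more negative for 2092. Between 0 and 2 dpa it became more positive for 164 and more negative for 858, between 2 and 5 dpa for 1010 and 248, and between 5 and 10 dpa for 450 and 1450. Across all probe sets, which are not independent replicates, the fold changes of a pair of stages correlated with r between 0.64 (0 and 10 dpa) and 0.80 (5 and 10 dpa). Of the probe sets up-regulated at 0 dpa, 506 were also up-regulated at 2 dpa, 714 at 5 dpa and 725 at 10 dpa, where independent lists would share 33.6, 64.3 and 90.1. After quantile normalization 634 probe sets were more positive and 962 more negative at 10 than at 0 dpa.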

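At 2 dpa expansin A10, which loosens the wall during elongation, fell by 5.86 ± 0.12 log2 units and an anion exchange family protein by 5.67 ± 0.12 (n = 3 arrays per group). At 5 dpa the polygalacturonase QRT2, which degrades pectin, rose by 7.44 ± 0.10, and at 10 dpa lipid transfer protein 3 rose by 7.90 ± 0.12. Up-regulated and down-regulated DETs numbered 801 and 1070 at 2 dpa (42.81% up-regulated), 1533 and 589 at 5 dpa (72.24%), and 2150 and 2763 at 10 dpa (43.76%). After quantile normalization these were 1186 and 1328 (47.18%), 1496 and 1297 (53.56%), and 1367 and 1352 (50.28%), so the majority at 10 dpa changed sides. Centring on the hybridization controls left 281 and 3553 (7.33%), 829 and 3019 (21.54%), and 1262 and 4952 (20.31%). In the 2 dpa CN group 308 probe sets were higher than in both the 0 and the 5 dpa CN groups by the same thresholds, which lowers the BS minus CN values of these probe sets at 2 dpa.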

Briefly, 42.07% of 2‐dpa, 72.85% of 5‐dpa, 43.46% of 10‐dpa transcripts were up‐regulated, while 54.05% of 2 dpa and only 25.75% of 5 dpa proteins were up‐regulated in BS‐induced bolls (Figure 1d,f). 

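ASN1 and HSPRO2 had larger rises at 5 and 10 dpa than at 0 dpa. Asparagine synthase ASN1, which stores nitrogen in asparagine, had a log2 fold change of 2.57 ± 0.13 at 0 dpa, 8.46 ± 0.13 at 5 dpa and 8.89 ± 0.13 at 10 dpa (n = 3 arrays per group). The nematode resistance orthologue HSPRO2 had 3.41 ± 0.12, 6.19 ± 0.12 and 8.05 ± 0.12 at these stages, and the cell death regulator MYB108 rose by 5.45 ± 0.13 at 5 dpa and 7.02 ± 0.13 at 10 dpa. Of 7 asparagine synthase probe sets 6 were up-regulated at 0, 5 and 10 dpa, and none at 2 dpa, while 1 was down-regulated at 0 and 2 dpa. Against the mean of the 0 and 5 dpa CN groups, a comparison chosen after seeing the data, an ASN1 probe set was 7.63 log2 units higher in 2 dpa BS, while it was not a DET against its own control (−0.33 ± 0.16). With this comparator 1532 probe sets were up-regulated and 1515 down-regulated at 2 dpa. The 5 and 10 dpa lists of up-regulated probe sets shared 1267, where independent lists would share 137.5.

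**Figure D1:**
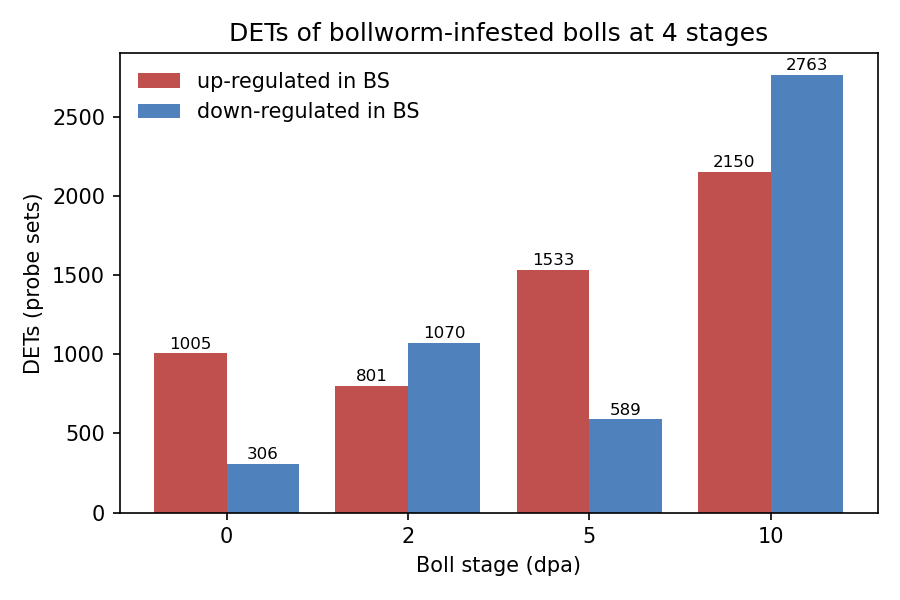
Numbers of up-regulated and down-regulated DETs at 0, 2, 5 and 10 dpa (BS against CN, 3 arrays per group). The largest bars are those of 10 dpa, with 2150 up-regulated and 2763 down-regulated probe sets.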

Analysis of the transcriptome data sets revealed an increase in the number of up‐regulated transcripts at 5 and 10 dpa (Figure 1d). However, such pattern was not observed at protein levels as the proteome profile showed a steady decline towards development (0–5 dpa, Figure 1f). In support of such drastic decline in transcript and protein populations, infested bolls showed compromised growth in terms of size accompanied by infection‐related symptoms such as browning and rotting (Figure 1b). The discrepancies among transcriptome and proteome pattern on the one hand and growth of infested boll on the other suggest that the plant system's continuous effort to encounter pest attack at transcript level is somehow not been translated to the protein level. Nevertheless, the above‐mentioned discrepancies can also be attributed to the limitations associated with transcript and protein quantitation procedures.

**Figure 4:**
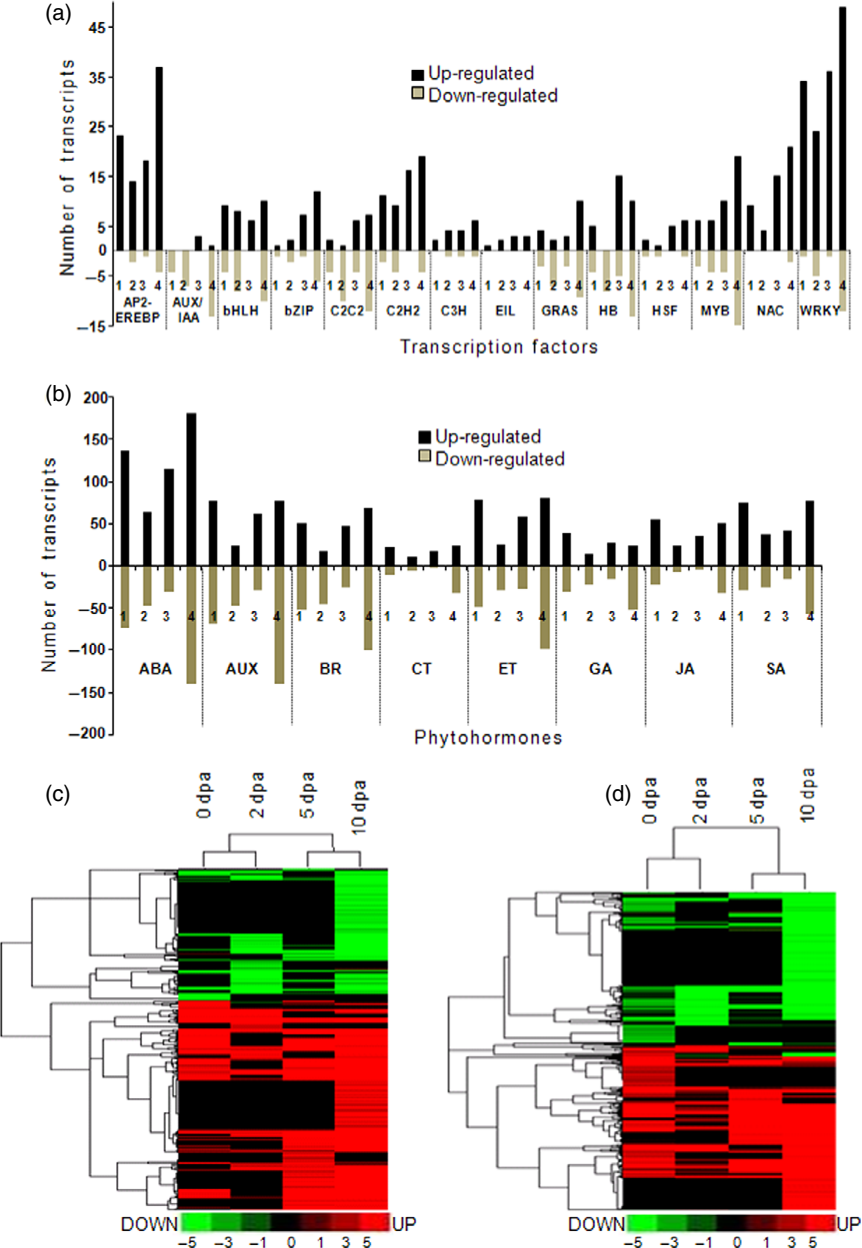
Differentially expressed transcription factors (a) and phytohormone (b) under bollworm infestation as compared to their respective control. Numbers 1–4 represents different stages; (1)—0 dpa, (2)—2 dpa, (3)—5 dpa and (4)—10 dpa. Cluster analysis performed using log_2_‐transformed fold change values showing the differentially expressed transcripts related to transcription factors (c) and phytohormones (d) at boll developmental stages. Putative transcription factors and phytohormones at each stage are presented in Tables S2 and S3.

**Figure 5:**
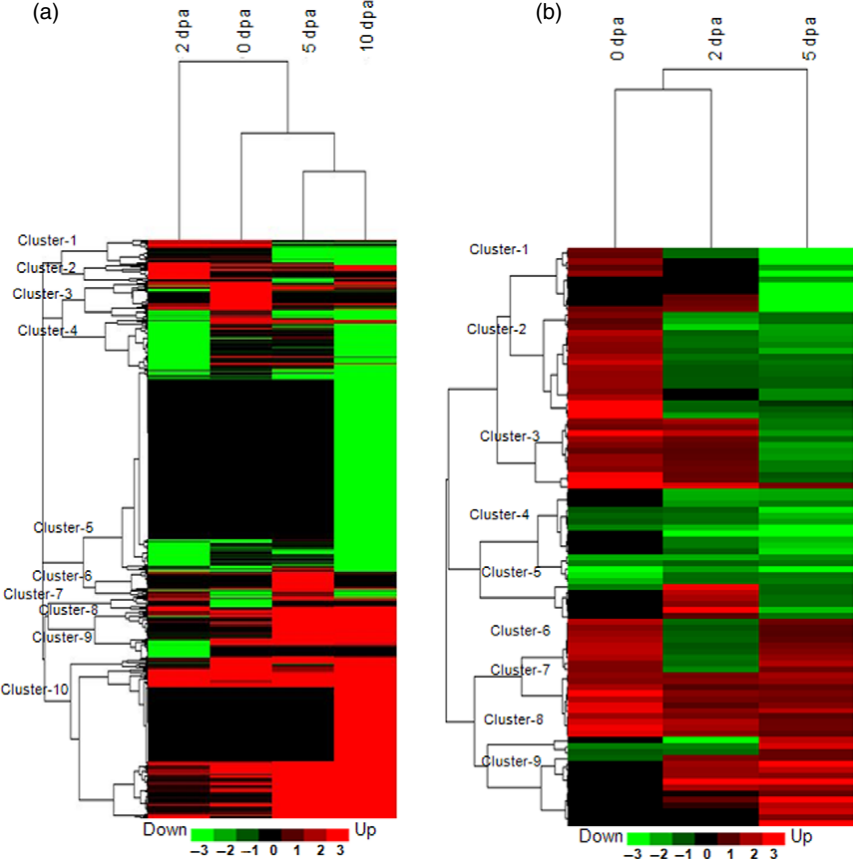
Heat map view of the cluster analysis depicting the expression pattern of differentially expressed transcripts (DETs) (a) and differentially expressed proteins (DEPs) (b). Hierarchical cluster analyses of DETs (fold change ±3) and DEPs (fold change ±1.5) under biotic stress as compared to their respective control samples during fibre development stages (0, 2, 5 and 10 dpa). List of Affymetrix cotton probe set IDs, and fold change for transcripts present in each cluster are presented in Table S16. List of Spot IDs, protein accessions and fold change for proteins are presented in Table S17. The hierarchical clustering was performed using complete linkage method with Euclidean distance based on fold change data compared to control samples using Cluster 3.0.

### Defence signalling involves major reprogramming of metabolic and biosynthetic pathways

Gene Ontology‐based functional annotation revealed that 62% of the DEPs were enzymes involved in regulating metabolic processes such as carbohydrate (10%), amino acid (19%) and lipid (18%) metabolisms (Figure 2e). Cellular component‐based classification showed that DEPs were distributed among plastid (20%), mitochondria (14%), nucleus (15%), extracellular (19%) and cytosolic (15%) localizations (Figure 2f). Molecular function‐based classification showed that majority of the DEPs were involved in signalling (45%) and redox regulation (17%) (Figure 2g). 

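Calcium signalling and wall transcripts were among those raised at every stage. The pinoid-binding calcium sensor PBP1 had log2 fold changes of 4.86 ± 0.12 at 0 dpa and 3.81 ± 0.12 at 10 dpa (n = 3 arrays per group), and a pectinesterase, which modifies wall pectin, had 3.48 ± 0.11 and 4.12 ± 0.11. A subtilase fell by 4.25 ± 0.17 log2 units at 2 dpa, and the calmodulin-binding IQD11 by 3.81 ± 0.19. Among the 89 probe sets of Table 1, 70 were up-regulated at 0, 2 and 5 dpa and 69 at 10 dpa, while 18, 19, 19 and 19 were down-regulated. At all 4 stages together 69 were up-regulated and 18 down-regulated. The table was selected by the study on these arrays, and no enrichment was tested because an annotation of all probe sets was not used here.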

Significantly enriched pathways corresponding to up‐ and down‐regulated transcripts are presented in Table 1. 

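AZI1 and haemoglobin 1 moved in opposite directions at 10 dpa. AZI1, a lipid transfer protein of systemic immunity, was not a DET at 0 dpa (−0.31 ± 0.12, n = 3 arrays per group) and fell at 10 dpa (−7.23 ± 0.12), whereas haemoglobin 1, which scavenges nitric oxide, was raised at 0 dpa (3.45 ± 0.13) and at 10 dpa (4.80 ± 0.13). Of the DETs, 1534 were down-regulated and 723 up-regulated at 10 dpa only. Control bolls changed 674 probe sets between 0 and 2 dpa, 768 between 2 and 5 dpa and 467 between 5 and 10 dpa. Across these probe sets the change in BS had a slope on the change in CN of 0.245, 0.176 and 0.216 for the 3 steps (jackknife standard errors of 0.006, 0.007 and 0.011). The relation differed between sets, since from 2 to 5 dpa the probe sets rising in CN had median changes of 2.15 log2 units in CN and 0.96 in BS, and those falling in CN −2.27 and 0.05. As 308 probe sets that rose and fell again in CN belong to both of the first 2 steps, the slopes are not those of development alone. Quantile normalization lowered the slopes of the first 2 steps to 0.146 and 0.068, and over all probe sets the slope of the last step was 0.125.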

Hierarchical clustering clearly showed that there were certain population of transcripts and proteins that were down‐regulated upon development and certain others that were consistently up‐regulated across the developmental stages (Figure 5a,b). To explain the reprogramming pattern, we have focussed on the key metabolic pathways that showed major differences in terms of their expression exclusively during biotic stress conditions. Differentially expressed transcripts and DEPs related to trehalose, raffinose, malate, starch and cell wall metabolism majorly accounted for the carbohydrate metabolism (Table S9). Briefly, up‐regulated transcripts related to trehalose phosphate synthase (TPS) and trehalose phosphatase (TPP) that are involved in trehalose biosynthesis (Tables 2 and S9) were identified in this study (Wingler, 2002). 

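Trehalose biosynthesis transcripts rose in infested bolls. A trehalose phosphate synthase, which makes the signalling sugar trehalose 6-phosphate, had log2 fold changes of 4.19 ± 0.08, 5.98 ± 0.08 and 6.27 ± 0.08 at 0, 5 and 10 dpa (n = 3 arrays per group, adjusted p at 10 dpa = 2.1e-23 from limma). At 2 dpa it did not reach a fold of 3. A trehalose phosphate phosphatase rose by 4.38 ± 0.07 at 0 dpa and 4.74 ± 0.07 at 10 dpa, and another by 4.66 ± 0.11 at 10 dpa. Of 6 synthase probe sets, 4, 2, 5 and 5 were up-regulated at the 4 stages, while TPS5 was down-regulated at 2 dpa (−1.90 ± 0.07) and at 10 dpa. In the list of 13 trehalose and galactinol probe sets 10, 7, 10 and 11 were up-regulated and 0, 1, 0 and 1 down-regulated, with the same counts when adjusted over the list alone. The study chose these genes on these samples, so the counts are not independent evidence of direction.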

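Galactinol synthase makes the galactosyl donor for raffinose sugars, and several of its transcripts were higher in infested bolls at every stage. The probe set of galactinol synthase 2 had log2 fold changes of 1.91 ± 0.10, 5.03, 3.20 and 6.28 at 0, 2, 5 and 10 dpa (n = 3 arrays per group). A galactinol synthase 1 probe set had 4.23 ± 0.12, 2.18, 3.15 and 2.49, and another rose from 3.26 ± 0.13 at 0 dpa to 5.95 ± 0.13 at 10 dpa. A further galactinol synthase 1 probe set passed the thresholds at 0 dpa only (2.79 ± 0.15). After centring on the hybridization controls the rise of galactinol synthase 2 at 0 dpa and that of the former galactinol synthase 1 probe set at 2 dpa no longer reached a fold of 3.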

Two unique isoforms of galactinol synthases (GolS) involved in galactinol synthesis were found to be consistently up‐regulated in our data set (Tables 2, S4, and S9). 

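Malate synthase, the glyoxylate cycle enzyme that forms malate from acetyl-CoA, had log2 fold changes of 2.28 ± 0.11 at 0 dpa, 7.11 ± 0.11 at 5 dpa and 8.60 ± 0.11 at 10 dpa (n = 3 arrays per group). At 2 dpa it was not a DET (−1.51 ± 0.11), in a stage where the CN value was 1.98 against −2.74 in 0 dpa CN. Malate dehydrogenase was lowered at 0 dpa (−1.74 ± 0.07), 2 dpa (−1.83 ± 0.07) and 10 dpa (−4.77 ± 0.07) and did not reach a fold of 3 at 5 dpa (−1.49 ± 0.07). The peroxisomal malate dehydrogenase PMDH2 fell at 10 dpa only (−3.74 ± 0.18), while a lactate/malate dehydrogenase family protein rose at 0, 2 and 10 dpa (at 10 dpa 2.55 ± 0.09). The isocitrate lyase of the same cycle fell at 0 dpa (−2.44 ± 0.14) and 10 dpa (−5.53 ± 0.14).

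**Figure D2:**
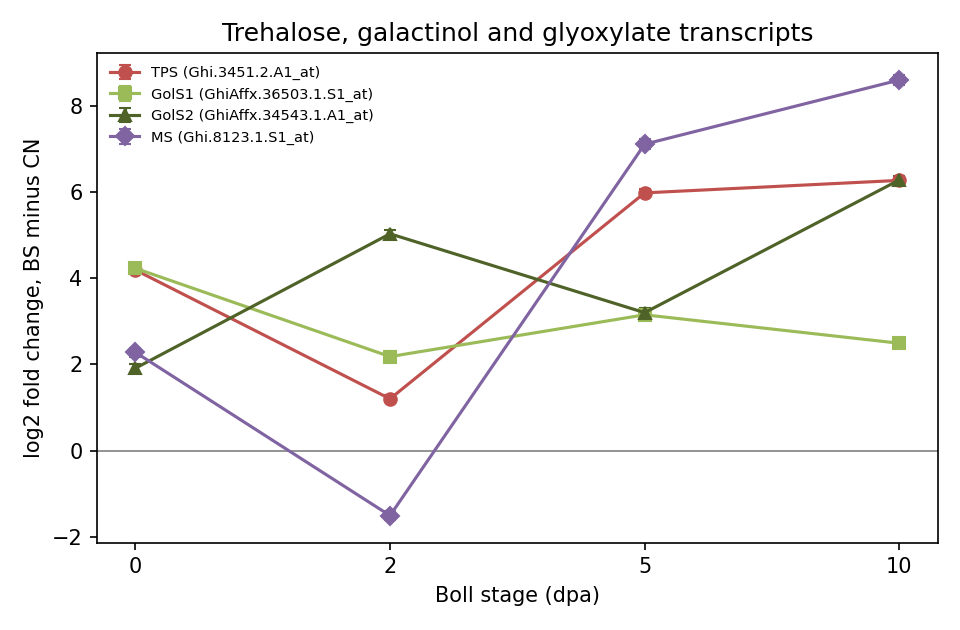
Log2 fold changes (BS minus CN) of trehalose phosphate synthase, galactinol synthase 1 and 2 and malate synthase at 0, 2, 5 and 10 dpa, with bars for the standard error (3 arrays per group). At 2 dpa the malate synthase value lies below 0 and that of trehalose phosphate synthase does not reach a fold of 3.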

Further, our study also showed the up‐regulated transcripts of malate synthase (MS) and down‐regulated malate dehydrogenase (MDH) transcripts and proteins (Tables S9 and S14). Malate synthase is involved in the synthesis of malate, whereas MDH catalyses the oxidation of malate to pyruvate and CO_2_. The above‐mentioned pattern in turn correlates with stress‐responsive accumulation of trehalose, raffinose and malate in the infested bolls. In plants, synthesis and degradation of nonstructural carbohydrates (NSCs) such as starch plays a major role in the regulation of carbon source availability during growth and unfavourable conditions (Sulpice *et al*., 2009). 

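Starch synthesis transcripts were lowered, mainly at 0 and 10 dpa. The large subunit of ADP-glucose pyrophosphorylase (APL4), which supplies ADP-glucose for starch, had log2 fold changes of −2.26 ± 0.07 at 0 dpa and −5.32 ± 0.07 at 10 dpa (n = 3 arrays per group). Starch synthase III fell at 0 dpa (−2.11 ± 0.07) and 10 dpa (−2.45 ± 0.07), and a putative starch synthase at 10 dpa (−3.75 ± 0.05). The fall of starch synthase III at 10 dpa did not pass after quantile normalization. No probe set could be assigned to the starch degradation genes from the tables.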

Data curation revealed the down‐regulated transcripts involved in starch biosynthesis such as starch synthase, ADP‐glucose pyrophosphorylase (AGPase) and up‐regulated enzymes of starch degradation pathway such as starch excess 1 and starch binding domain‐containing glycoside hydrolase (Yano *et al*., 2005) (Table 2, S1). Further analysis showed the down‐regulated group of carbohydrate active enzymes (CAZymes) that catalyse cell wall metabolism‐related processes such as loosening, elongation, grafting and maturation (Table S7). 

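Wall proteins of fibre and boll growth were lowered, above all at 10 dpa, while single wall enzymes were raised. The fasciclin-like arabinogalactan protein FLA1, a wall adhesion protein, had log2 fold changes of −1.91 ± 0.18, −1.90 ± 0.18 and −5.59 ± 0.18 at 0, 5 and 10 dpa (n = 3 arrays per group). Its fall at 2 dpa was larger than those at 0 and 5 dpa. The cellulose synthase CESA8, which makes secondary walls, fell at 10 dpa only (−6.79 ± 0.13), and the xyloglucan hydrolase XTH9 fell at 10 dpa (−5.73 ± 0.07) after smaller falls at 2 and 5 dpa. By contrast a beta-galactosidase rose by 7.49 ± 0.10 and the xyloglucan endotransglycosylase XTR4 by 6.48 ± 0.08 at 5 dpa. Of the 116 probe sets of Table S7, 9, 7, 18 and 19 were up-regulated and 14, 45, 35 and 92 down-regulated at the 4 stages. Of 17 fasciclin-like and other arabinogalactan genes 0, 0, 2 and 0 were up-regulated and 4, 6, 9 and 17 down-regulated, and the counts adjusted over the list alone were identical. Both sets come from tables of DETs that the study built on these arrays, and so carry no independent evidence of direction.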

Analysis of nitrogen, amino acid and protein metabolism genes revealed that glutamine metabolism was up‐regulated and ubiquitin cascade‐related genes were differentially regulated. Pathway curation revealed that glutamine synthase isoform 1 (GS1), glutamate dehydrogenase (GDH) and nitrate reductase (NiR) involved in nitrogen metabolism were found to be up‐regulated (Tables S4 and S14). 

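Nitrogen genes did not move together. A nitrate reductase probe set, for the enzyme that reduces nitrate to nitrite, rose at all stages, with log2 fold changes of 2.63 ± 0.13 at 0 dpa and 6.04 ± 0.13 at 10 dpa (n = 3 arrays per group). Nitrate reductase 2 fell at 10 dpa (−3.52 ± 0.07), and so did nitrate reductase 1 (−2.35 ± 0.08). A glutamate dehydrogenase, which links glutamate to respiration, rose by 3.23 ± 0.07 at 5 dpa and 3.01 ± 0.07 at 10 dpa, while GDH2 fell by 2.01 ± 0.11 log2 units at 0 dpa and 2.56 ± 0.11 at 10 dpa. Glutamine synthase, which assimilates ammonium, was not a DET at 0, 2 or 5 dpa (at 5 dpa −0.66 ± 0.15) and was lowered at 10 dpa (−1.94 ± 0.15), a fall that did not pass after quantile normalization. Of 7 nitrate or nitrite reductase probe sets 1, 2, 2 and 1 were up-regulated and 0, 1, 1 and 4 down-regulated at the 4 stages.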

In case of ubiquitin cascade, we observed that ubiquitin ligase (E3) was up‐regulated, whereas ubiquitin conjugating enzyme (E2) was down‐regulated in BS condition at transcript and protein levels (Tables S4, S11, and S14). This in turn suggests the onset of rate limiting pattern or controlled proteolysis through ubiquitin‐mediated protein degradation during stress. In addition to the metabolic enzymes, we also observed up‐regulated members of both sugar and amino acid transporters throughout the developmental stages suggesting active transportation processes (Table S12). 

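Ubiquitin ligase and conjugating enzyme transcripts moved in both directions. An F-box protein, the substrate receptor of a ligase complex, had log2 fold changes of 3.67 ± 0.12 at 0 dpa and 5.33 ± 0.12 at 10 dpa (n = 3 arrays per group), and the U-box ligase PUB17, needed for cell death in immunity, had 2.81 ± 0.11 at 5 dpa. The conjugating enzyme UBC20, which acts in the cell cycle, fell at 2 dpa (−3.20 ± 0.08) and 10 dpa (−5.20 ± 0.08), while UBC28 rose at 5 dpa (3.31 ± 0.08). Of 44 E3 ligase probe sets 17, 16, 18 and 22 were up-regulated and 1, 6, 7 and 16 down-regulated at the 4 stages, a balance that turned at 2 dpa (5 and 9) and 10 dpa (15 and 17) when arrays were centred on the hybridization controls. Of 4 E2 probe sets 1, 0, 2 and 1 were up-regulated and 0, 1, 0 and 2 down-regulated. Both sets gave the same counts when adjusted over the list alone, and both were compiled from the study's own DETs, so their directions are not independent evidence.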

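Some amino acid and sugar carriers were raised and others lowered. The proline transporter ProT2 had log2 fold changes of 2.75 ± 0.09 at 0 dpa and 6.04 ± 0.09 at 5 dpa (n = 3 arrays per group), and the cationic amino acid transporter AAT1 had 6.31 ± 0.09 at 10 dpa. The sugar porter MSS1, which takes up hexoses, rose at all stages, from 1.85 ± 0.16 at 0 dpa to 6.36 ± 0.16 at 10 dpa, and sugar transporter STP1 by 3.51 ± 0.05 at 5 dpa. The MSS1 rise at 0 dpa did not reach a fold of 3 with arrays centred on the hybridization controls. A monosaccharide transporter fell at 10 dpa (−2.31 ± 0.07), as did the glucose 6-phosphate translocator GPT2 (−4.30 ± 0.06). Of the 42 transporter probe sets of Table S12, 9, 5, 17 and 19 were up-regulated and 2, 11, 3 and 14 down-regulated at 0, 2, 5 and 10 dpa, in a table the study assembled from these arrays.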

Further, our study also revealed that fatty acid and lipid metabolism‐related genes were differentially regulated (Table S10). Pathway mapping and curation suggested stimulation as well as repression of different lipid precursor pathways. 

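Several phospholipases and lipid-degrading enzymes were raised in infested bolls. Phospholipase D gamma 2, which releases phosphatidic acid, had log2 fold changes of 2.22 ± 0.07 at 0 dpa and 4.06 ± 0.07 at 10 dpa (n = 3 arrays per group), and the triacylglycerol lipase SDP1 had 2.74 ± 0.06 and 5.15 ± 0.06. A phospholipase C rose by 4.40 ± 0.10 at 5 dpa, and the acyl-activating enzyme AAE7 by 4.42 ± 0.11. At 5 dpa 3-ketoacyl-CoA synthase 6 (−3.16 ± 0.23) and the reductase GLOSSY8 (−2.06 ± 0.11), both of wax synthesis, were lowered. Phospholipase D delta isoform 1a was lowered at 10 dpa (−2.60 ± 0.05). Among the 44 lipid probe sets of Table S10, chosen by the study from its DETs, 9, 10, 18 and 25 were up-regulated and 4, 7, 11 and 18 down-regulated at 0, 2, 5 and 10 dpa.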

Briefly, majority of the up‐regulated genes were involved in glycolipid and phospholipid metabolism including enzymes related to α‐linolenic acid metabolism that ultimately lead to JA biosynthesis (Tables S10 and S14). On the other hand, we observed that down‐regulated genes such as 3‐oxo‐5‐alpha‐steroid 4‐dehydrogenase (DET 2) and 24‐sterol C‐methyltransferase (SMT2‐2) were involved in sterol biosynthesis. 

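The sterol methyltransferase SMT2, which directs carbon to the plant sterol sitosterol, had log2 fold changes of −1.88 ± 0.17, −3.02 ± 0.17 and −2.96 ± 0.17 at 0, 2 and 10 dpa (n = 3 arrays per group). A further SMT2 probe set was lower still at 2 dpa (−3.96 ± 0.12). Of 3 SMT2 probe sets 2, 2, 1 and 3 were down-regulated at the 4 stages and none was up-regulated. The DET2 reductase, an enzyme of BR synthesis, was not a DET at 0 dpa (−0.69 ± 0.08) and fell at 5 dpa (−1.96 ± 0.08) and 10 dpa (−3.17 ± 0.08). Both DET2 probe sets were down-regulated at 5 and 10 dpa, the other with −2.39 ± 0.11 at 5 dpa.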

Sterols are membrane lipids that serve as precursor molecules for brassinosteroid (BR) biosynthesis (Table S10).

**Table 1:** Significantly regulated metabolic pathways under biotic stress

Bin no.	Probe set ID	Cotton gene accessions	Arabidopsis ortholog ID	Gene function	Boll developmental stages (log 2‐transformed fold change values)			
					0 dpa	2 dpa	5 dpa	10 dpa
Cell wall								
10.1.2	ghiaffx.19354.1.s1_s_at	DW488498.1	AT4G10960	UGE5 (UDP‐d‐glucose/UDP‐d‐galactose 4‐epimerase 5)	35.22	3.95	5.46	10.6
10.1.30.3	ghiaffx.59913.1.a1_s_at	DW501774.1	AT3G01640	GHMP kinase family protein	6.05	3.93	3.41	10.81
10.2	ghi.3263.1.a1_at	DT467895		CSLE6—Cellulose synthase‐like family E	67.36	14.35	3.28	23.75
10.5.1.1	ghi.2198.1.s1_s_at	DT550268	AT5G55730	FLA1 (Fasciclin‐like arabinogalactan 1)	−46.39	−4.13	−15.9	−3.85
10.6.3	gra.2038.1.a1_s_at	CO124831	AT1G49320	BURP domain‐containing protein	−13.63	−3.18	−5.12	−3.59
10.6.3	ghi.7933.1.s1_at	AF410458.1	AT3G07970	QRT2 (QUARTET 2); polygalacturonase	8.16	33.95	3.78	198.2
10.6.3	ghi.4648.2.a1_s_at	AY464057.1	AT1G49320	BURP domain‐containing protein	−11.98	−3.17	−4.78	−3.57
10.7	ghi.10493.1.s1_s_at	DT466412	AT5G57560	TCH4 (Touch 4)	12.36	7.98	4.52	7.42
10.7	ghi.6188.1.a1_at	CO493635	AT2G39700	ATEXPA4 (Arabidopsis thaliana Expansin A4)	−76.94	−3.49	−4.22	−3.12
10.7	graaffx.27319.1.s1_s_at	CO089724	AT2G36870	Xyloglucan: xyloglucosyl transferase	−20.46	−7.63	−9.77	−3.68
10.8.1	ghi.3458.1.a1_at	DT465599	AT1G02810	Pectinesterase family protein	15.41	12.31	14.09	11.89
Secondary metabolism								
16.1.5	ghi.3337.1.a1_at	DT467161		DT467161; DB_XREF = GH_CHX19P12.r	20.89	12.27	10.09	20.18
16.2	ghi.5889.2.s1_s_at	Ghi.5889	AT3G26040	Transferase family protein	−32.25	−4.95	−9.9	−7.21
16.2	graaffx.15820.1.s1_s_at	CO123702	AT5G23940	EMB3009 (embryo defective 3009)	−15.72	−3.68	−5.99	−7.07
16.7	ghi.9734.1.s1_at	AW186914	AT5G55340	Long‐chain alcohol O‐fatty‐acyltransferase family protein	−20.5	−4.1	−4.88	−11.25
16.1	ghiaffx.2668.1.a1_at	DT463855	AT5G05390	LAC12 (laccase 12)	117.15	28.42	6.33	23.95
16.1	ghi.3427.1.a1_s_at	DT465993	AT5G09360	LAC14 (laccase 14)	13.57	21.96	8.45	7.89
16.1	ghi.9266.1.a1_at	DT468530	AT4G39830	l‐ascorbate oxidase	17.25	4.82	5.36	5.68
Hormone signalling								
17.2.3	gra.275.1.s1_s_at	CO090219	AT1G60710	ATB2; oxidoreductase	25.46	5.4	4.28	13.3
17.1.3	ghi.2169.1.a1_at	DT468931	AT5G13200	GRAM domain‐containing protein/ABA‐responsive protein‐related	130.07	11.99	10.05	19.8
17.5.1	graaffx.20159.1.a1_s_at	CO110779	AT1G05010	ACO4, 1‐aminocyclopropane‐1‐carboxylate oxidase	29.6	4.69	18.42	13.57
17.5.1	ghiaffx.4691.1.a1_at	DW517948.1	AT1G78440	ATGA2OX1 (gibberellin 2‐oxidase 1)	14.1	26.98	14.1	18.17
17.5.1	ghi.6898.1.s1_at	CA992714	AT5G24530	DMR6 (Downy mildew‐resistant 6)	20.92	3.44	3.17	6
17.5.1.1	ghi.5451.1.s1_at	DQ122174.1	AT4G11280	ACS6 (1‐Aminocyclopropane‐1‐carboxylic acid (ACC) synthase 6)	17.73	29.71	5.56	44.56
17.5.2	ghiaffx.39399.1.s1_at	DW499761.1	AT5G47220	ERF2 (ethylene‐responsive element binding factor 2)	18.53	9.83	6.81	12.43
17.8.1	ghiaffx.43038.1.s1_at	DW497938.1	AT1G19640	JMT (Jasmonic acid carboxyl methyltransferase)	10.54	36.36	18.85	14.13
17.7.1.2	ghi.1739.4.s1_x_at	DT464580	AT1G17420	LOX3; lipoxygenase	22.56	7.96	14.44	7.55
17.7.1.2	gra.38.1.s1_s_at	CO123081	AT3G45140	LOX2 (Lipoxygenase 2)	11.39	5.32	15.23	5.91
17.7.2	ghi.10327.1.s1_s_at	CO123081	AT1G19180	JAZ1 (Jasmonate zim‐domain protein 1)	65.2	4.87	5.13	14.28
Respiratory function								
20.1.1	ghi.9151.2.s1_at	DT049218	AT5G51060	RHD2 (Root hair defective 2)	11.00	10.03	8.79	4.52
Defence genes								
20.1.7	ghiaffx.8053.1.a1_at	DW518810.1	AT1G64160	Disease resistance‐responsive family protein/Dirigent family protein	10.77	77.58	5.85	7.53
20.1.7.6.1	ghiaffx.61299.1.s1_at	DW508705.1	AT1G17860	Trypsin and protease inhibitor family protein/Kunitz family protein	45.7	24.03	14.33	153.28
Heat‐shock proteins								
20.2.1	graaffx.28942.1.s1_s_at	CO085044	AT4G36990	HSF4 (Heat‐shock factor 4)	13.22	3.58	4.07	5.71
20.2.1	ghiaffx.11624.1.s1_s_at	DW505128.1	AT4G27670	HSP21 (Heat‐shock protein 21)	3.18	3.84	3.79	10.39
20.2.1	ghi.10640.1.s1_s_at	DN780720	AT3G12580	HSP70 (Heat‐shock protein 70)	5.7	3.17	6.44	14.67
20.2.1	ghi.9308.1.s1_at	DT527234	AT5G59720	HSP18.2 (Heat‐shock protein 18.2)	4.47	5.41	7.22	15.12
Redox regulators								
21.3	ghi.8085.1.s1_at	AF329368.1	AT2G16060	AHB1 (Arabidopsis haemoglobin 1)	26.19	12.11	20.59	4.35
21.3	garaffx.24390.1.s1_s_at	BF273948	AT3G10520	AHB2 (Arabidopsis haemoglobin 2)	−8.71	−10.68	−4.49	−3.05
21.4	ghiaffx.62078.1.s1_at	DW517172.1	AT1G28480	GRX480; Electron carrier/Protein disulphide oxidoreductase	4.03	4.43	3	7.31
26.12	ghi.7950.1.s1_at	AY366083.1	AT5G06720	Peroxidase	61.08	400.1	3.34	16.95
26.9	ghiaffx.2752.1.s1_at	CA993163	AT2G29420	ATGSTU7 (Arabidopsis thaliana glutathione s‐transferase tau 7)	91.46	8.58	12.83	9.66
Transcription factors								
27.3.3	ghi.10443.1.s1_at	DT049130	AT1G19210	AP2 domain‐containing transcription factor	8.38	14.35	19.22	3.42
27.3.3	gbaaffx.196.1.a1_s_at	AY572462.1	AT3G16770	ATEBP (Ethylene‐responsive element binding protein)	45.61	58.16	10.37	21.92
27.3.3	ghiaffx.25508.1.s1_at	DW496030.1	AT5G50080	ERF110, DNA binding/Transcription factor	183.63	28.72	49.8	15.07
27.3.35	ghiaffx.4349.1.a1_s_at	DW509077.1	AT3G62420	ATBZIP53 (Basic region/Leucine zipper motif 53)	6.93	4.37	3.72	6.81
27.3.35	ghi.5267.1.a1_at	DT046626	AT4G34590	GBF6 (G‐Box binding factor 6)	−144	−7.71	−23	−5.66
27.3.25	ghiaffx.8694.1.s1_a_at	DW499451.1	AT4G05100	AtMYB74 (Myb domain protein 74)	233.09	28.85	14.35	77.79
27.3.25	ghi.10620.1.s1_at	DT465545	AT4G37260	MYB73 (Myb domain protein 73)	12.84	10.67	3.75	8.2
27.3.32	gra.1530.2.s1_s_at	CO125258	AT2G03340	WRKY3; Transcription factor	12.89	3.59	3.8	9.18
27.3.32	ghi.9240.1.s1_s_at	DT468893	AT2G38470	WRKY33; Transcription factor	14.81	3.33	5.33	5.47
27.3.32	ghi.9192.1.s1_s_at	DT468825	AT1G80840	WRKY40; Transcription factor	8.88	11.55	4.95	4.86
27.3.32	ghiaffx.30199.1.s1_at	DW506814.1	AT2G47260	WRKY23; Transcription factor	43.52	30.64	3.93	22.82
27.3.32	ghiaffx.6177.1.s1_at	DW505740.1	AT5G13080	WRKY75; Transcription factor	3.91	4.33	3.28	4.62
27.3.32	ghi.9182.3.s1_at	DT461494	AT1G62300	WRKY6; Transcription factor	59.11	8.2	5.34	14.9
Protein degradation								
29.5.1	gra.1032.1.s1_s_at	CO123218	AT5G67360	ARA12; Serine‐type endopeptidase	−7.45	−3.52	−6.69	−3.79
29.5.1	ghiaffx.53444.1.a1_s_at	DW229324.1	AT2G05920	Subtilase family protein	−47.35	−3.35	−17.5	−3.71
29.5.4	ghi.7891.1.s1_s_at	DT462224	AT1G03220	Extracellular dermal glycoprotein	322.82	34.58	9.5	54.08
29.5.4	ghi.10117.2.a1_s_at	DT462947	AT1G44130	Nucellin protein	7.56	7.06	4.6	3.93
29.5.7	ghi.6869.1.a1_at	CA992801	AT1G70170	MMP (Matrix metalloproteinase)	37.2	3.78	3.15	13.9
29.5.7	ghi.6849.1.a1_at	CA992877	AT5G15250	FTSH6 (FTSH protease 6)	42.13	4.35	4.19	31.63
29.5.9	ghiaffx.12228.1.s1_at	DW512183.1	AT2G46620	AAA type ATPase family protein	18.34	3.48	3.78	12.66
29.5.11.4.2	ghi.6875.2.a1_at	DT466966	AT3G02840	Immediate–early fungal elicitor family protein	43.34	7.19	21.82	14.16
29.5.11.4.2	ghiaffx.13045.1.s1_at	DW226240.1	AT1G29340	PUB17 (Plant U‐box 17)	16.02	3.63	5.23	7.17
29.5.11.4.2	ghi.6875.1.s1_at	CA992786	AT1G66160	U‐box domain‐containing protein	26.45	3.69	9.54	9.73
29.5.11.4.2	ghiaffx.15780.1.a1_s_at	DW224570.1	AT4G03510	RMA1; protein binding/Ubiquitin‐protein ligase/Zinc ion binding	13.96	3.93	6.46	9.12
29.5.11.4.2	ghi.2766.2.s1_s_at	DT550860	AT3G05200	ATL6; protein binding/Zinc ion binding	6	5.23	3.45	4.26
29.5.11.4.2	ghi.4550.1.a1_at	DT051102	AT5G42200	Zinc finger (C3HC4‐type RING finger) family protein	15.82	7.93	3.08	21.12
29.5.11.4.2	ghi.965.2.s1_at	DT467116	AT2G37150	Zinc finger (C3HC4‐type RING finger) family protein	4.48	3.46	3.25	5.48
29.5.11.4.3.2	ghi.8366.1.s1_s_at	DT462696	AT1G30200	F‐box family protein	37.35	15.69	15.9	16.16
Signalling								
30.1.1	ghi.10316.1.s1_s_at	DT051688	AT2G35150	EXL1 (Exordium‐like 1)	−83.47	−3.57	−8.79	−6.26
30.1.1	gra.1243.1.s1_s_at	CO123292	AT2G17230	EXL5 (Exordium‐like 5)	−66.14	−9.46	−11.3	−3.47
30.1.1	ghiaffx.45244.1.s1_x_at	DT051989	AT5G51550	EXL3 (Exordium‐like 3)	−29.46	−5.73	−15.9	−5.58
30.2.3	ghi.8869.1.s1_s_at	DT457129	AT2G26730	Leucine‐rich repeat transmembrane protein kinase	−18.69	−3.85	−13.9	−6.78
30.2.11	ghi.5385.1.s1_s_at	DT047980	AT5G66330	Leucine‐rich repeat family protein	−24.57	−7.2	−26.1	−3.48
30.2.17	ghiaffx.15325.1.s1_at	DT466359	AT2G38090	MYB family transcription factor	4.07	12.7	11.78	4.74
30.2.17	graaffx.26883.1.a1_s_at	CO090919	AT1G56130	Leucine‐rich repeat family protein/Protein kinase family protein	14.95	9.38	4.26	4.78
30.2.20	ghiaffx.24594.1.s1_at	DT466937	AT1G18390	ATP binding/protein tyrosine kinase	7.52	7.5	4.9	4.09
30.2.23	ghi.9233.1.a1_at	DT465825	AT1G11050	Protein kinase family protein	43.61	9.59	6.17	8.26
30.3	ghiaffx.25338.1.a1_at	DW515811.1	AT5G37780	CAM1 (Calmodulin 1)	15.32	8.21	10.95	4.95
30.3	ghiaffx.12687.1.a1_at	DW489633.1	AT2G41860	CPK14; ATP binding/Protein tyrosine kinase	4.24	4.07	7.55	3.22
30.3	ghiaffx.40480.2.s1_at	DW497946.1	AT5G24270	SOS3 (Salt overly sensitive 3)	8.35	4.03	4.02	6.62
30.3	ghi.4855.1.a1_at	CA993640	AT5G49480	ATCP1 (Ca^2+^‐binding protein 1)	13.48	3.85	3.21	7.31
30.3	ghi.1114.1.s1_s_at	DN817396	AT5G39670	Calcium‐binding EF‐hand family protein	49	14.56	4.36	9.21
30.3	ghi.3763.1.a1_s_at	DT461952	AT3G63380	Calcium‐transporting ATPase, plasma membrane‐type	7.63	8.69	3.3	4.96
30.3	ghiaffx.42473.1.s1_at	DW508297.1	AT5G13460	IQD11 (IQ domain 11); Calmodulin–binding	−17.58	−3.82	−12.7	−7.35
30.3	ghi.2692.1.s1_at	DT465311	AT2G15760	Calmodulin‐binding protein	13.32	6.84	3.88	4.16
30.3	ghiaffx.6766.1.s1_at	DW504268.1	AT5G54490	PBP1 (Pinoid‐binding protein 1)	13.38	34.38	19.25	11.08
30.6	ghi.6088.2.s1_at	DT467539	AT3G45640	ATMPK3 (Arabidopsis thaliana mitogen‐activated protein kinase 3)	54.54	9.53	3.27	21.63
30.8	ghiaffx.23436.1.s1_x_at	DR455118	AT5G67070	RALFL34 (Ralf‐like 34)	−18.79	−3.06	−6.19	−7.91

**Table 2:** Expression pattern and biological role of crucial genes identified in the bollworm‐infested cotton bolls through transcriptome and proteome approaches

S no.	Accession	Transcript ID/Protein ID	Expression pattern (fold change values)				Biological significance
			0 dpa	2 dpa	5 dpa	10 dpa	
Carbohydrate metabolism—Stabilizers & osmoprotectants							
01	AY628139.1	Trehalose 6‐phosphate synthase (TPS)	4.79	–	10.26	9.43	Trehalose biosynthesis. Stabilization of macromolecular structures
02	DT462221		3.57	4.32	10.51	13.89	
03	DT465672		18.25	–	58.87	82.78	
04	DT464172	Trehalose‐6‐phosphate phosphatase (TPP)	–	–	3.12	25.58	
05	DW238688.1	Galactinol synthase 1 (GolS)	23.33	4.21	8.38	5.78	Raffinose biosynthesis. Raffinose–osmoprotectants
06	DW227458.1	Galactinol synthase 2 (GolS)	3.98	29.09	7.78	84.01	
07	X52305.1	Malate synthase	5.77	–	134.42	355.63	Malate biosynthesis
08	DW232960.1	Malate dehydrogenase	−3.54	−3.22	–	25.44	
	gi¦11133373^a^	Malate dehydrogenase	−7.356	−1.868	−5.188	–	
09	DT455780	Starch synthase III	−4.55	–	–	−5.64	Starch synthesis. Starch‐carbon source during unfavourable conditions
10	DN760794	Putative starch synthase	–	–	–	−14.69	
11	CO121872	Starch Excess 1 (SEX‐1)	–	–	−3.27	–	
12	DW501538.1	Starch binding Glycoside hydrolase	–	–	4.24	6.70	
Amino acid metabolism—Stress‐specific protein isoforms, nitrogen mobilization							
13	gi¦211906462^a^ CA993194	Glutamine synthase	–	1.76	1.61	−5.280	Biotic stress‐specific protein isoform GS1 (Figure 3c, spot 15)
14	gi¦121334^a^	Glutamine synthetase PR‐1 (GS1)	1.53	1.54	1.72	–	
15	gi¦99698^a^	Glutamate‐ammonia ligase	2.1002	1.3649	1.2754	–	
16	DT462524	Glutamate dehydrogenase (GDH)	3.72	3.22	9.32	8.51	
17	CO085887	Nitrate reductase (NiR)	6.91	10.53	18.72	70.65	
Lipid metabolism–Phytohormone biosynthesis							
18	DT047194	Allene Oxide synthase (AOS)	3.57	5.11	4.13	–	α‐Linolenic acid metabolism. Jasmonic acid biosynthesis
20	gi¦40643247^a^	Allene oxide cyclase (AOC)	8.10	2.59	1.36	–	
21	DQ116446.1	3‐oxo‐5‐alpha‐steroid 4‐dehydrogenase (DET2)	–	–	−3.83	−9.09	Brassinosteroid biosynthesis
22	AJ513325		–	–	−5.14	−5.23	
23	DT564348	Sterol methyl transferase (SMT‐2)	−6.84	−14.19	−3.02	−14.51	
24	CO122079	Zeaxanthin epoxidase	−3.21	–	–	–	ABA biosynthesis
25	DQ122174.1	Aminocyclopropane‐1‐carboxylate synthase (ACC)	29.71	5.56	44.57	17.73	Ethylene biosynthesis
Retrograde signalling components and salicylic acid suppressors							
26	DT462103	WRKY 40	124.03	61.51	1.29	29.29	Re Retrograde signalling (Mitochondria)
27	DT466107	Alternative Oxidase (AOX)	33.53	3.66	19.82	94.72	
28	CA993875	Pentatricopeptide repeat containing protein (GUN1)	14.25	63.25	21.79	59.99	Retrograde signalling (Chloroplast)
29	DT468893	WRKY 33	3.33	5.33	5.48	14.81	Suppressors of Salicylic Acid
30	DW506256.1	Ethylene insensitive 3 (EIN 3)	3.15	4.24	7.72	13.69	
31	DW241764.1	Enhanced Disease Resistance 1(EDR1)	–	–	–	3.49	
32	CO085044	Heat‐shock transcription factor (HSf‐1)	3.59	4.07	5.71	13.23	Regulator of GolS
Defence molecules							
33	DT554033	Chitinase	40.76	21.29	8.05	49.51	Defence, (Figure 3c, spot 27)
34	gi¦1729760^a^	Chitinase	–	1.73	2.28	–	
35	DN780414	Osmotin	75.69	–	32.98	382.36	
36	gi¦595836886^a^	Osmotin	4.47	−1.1568	1.58	–	
37	CF932178	Pathogenesis‐related protein 4 (PR 4)	11.19	3.87	5.12	29.86	
38	gi¦10505374^a^	Pathogenesis‐related protein 10 (PR 10)	Protein spot detected only under biotic stress condition				Figure 3c, spots 36, 37

Fold change values with −ve sign indicate down‐regulation.

–: No fold change value was determined.

a Protein IDs and expression values obtained from proteome analysis.

### Repression of chloroplast, mitochondrial metabolism and cellular growth is evident during stress

In this study, the redundant expression pattern observed in majority of the metabolic pathways included both up‐ and down‐regulated genes. However, in case of photosynthesis, most of the DETs and proteins were found to be majorly down‐regulated throughout the developmental stages. 

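Photosynthesis transcripts were mostly lower in BS, and more of them passed the DET thresholds at 2 and 10 dpa than at 0 and 5 dpa. The light-harvesting protein LHCB5, an antenna of photosystem II, had log2 fold changes of −2.62 ± 0.06 at 2 dpa and −2.71 ± 0.06 at 10 dpa, but −0.72 ± 0.06 at 0 dpa and −0.70 ± 0.06 at 5 dpa, which did not reach a fold of 3 (n = 3 arrays per group). LHCB4.3 fell at 10 dpa (−4.64 ± 0.17), and photosystem I subunit VI at 2 dpa (−2.21 ± 0.05) and 10 dpa (−2.52 ± 0.05). The ATP synthase beta chain 1 had −2.70 ± 0.12 at 2 dpa, while a chlorophyll a/b binding protein, CAB1, rose by 3.35 ± 0.06 at 0 dpa and 3.58 ± 0.06 at 5 dpa. Of 28 photosystem, light-harvesting and related genes 2, 0, 2 and 1 were up-regulated and 1, 20, 4 and 23 down-regulated (the same when adjusted over the list alone), and at 0 dpa the balance turned to down-regulation after quantile normalization (2 and 7) and after hybridization control centring (1 and 6). Quantile normalization left 10 down-regulated at 10 dpa, the hybridization control centring made it 15 at 5 dpa, and with an adjusted p of at most 0.05 and any fold 20 were lower at 0 dpa and 25 at 5 dpa. Of the 42 probe sets of Table S8, 3, 0, 5 and 3 were up-regulated and 2, 12, 3 and 32 down-regulated. As the study picked both sets on these samples, the directions are no independent evidence.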

Briefly, genes related to photosystem I, II, ATP synthase, light harvesting complex, chlorophyll binding proteins, etc. were consistently down‐regulated under BS condition (Tables S8 and S14). Also genes encoding enzymes involved in carbon fixation including ribulose‐1, 5‐bisphosphosphate carboxylase/oxygenase (RuBisCO) and members of tricarboxylic acid cycle were found to be down‐regulated (Table S8). However, we observed transcripts related to pentatricopeptide repeat containing protein (GUN1) were up‐regulated (Tables S2 and S11; Figure 6). 

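Several carbon fixation and citrate cycle enzymes were lowered. Aconitase, which isomerises citrate, had log2 fold changes of −2.43 ± 0.15 at 0 dpa and −2.52 ± 0.15 at 10 dpa (n = 3 arrays per group), and the phosphoenolpyruvate carboxylase PEPC2 fell at 0 dpa (−2.70 ± 0.05). Carbonic anhydrase 1, which supplies carbon dioxide near RuBisCO, fell at 10 dpa (−4.39 ± 0.11). Fructose-bisphosphate aldolase fell at 2 dpa (−3.23 ± 0.10) and 10 dpa (−3.66 ± 0.10). RuBisCO activase rose at 0 dpa (2.02 ± 0.13) and 5 dpa (2.08 ± 0.13), but neither rise reached a fold of 3 with arrays centred on the hybridization controls. Of 19 carpel wall photosynthesis genes 3, 1, 3 and 2 were up-regulated and 1, 9, 2 and 15 down-regulated (identical when adjusted over the list alone), and the hybridization control centring turned 0 dpa (1 and 2) and 5 dpa (2 and 6) to down-regulation. Quantile normalization left 5 down-regulated at 10 dpa and 8 at 2 dpa. These genes were taken from the study's tables of the same samples, which gives no independent evidence of direction.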

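GUN1, a chloroplast protein of retrograde signalling to the nucleus, was represented by 1 probe set, raised at all 4 stages. Its log2 fold change was 3.75 ± 0.17 at 0 dpa, 6.06 ± 0.17 at 2 dpa, 4.43 ± 0.17 at 5 dpa and 5.75 ± 0.17 at 10 dpa (n = 3 arrays per group), and the 2 dpa value was the largest rise of that stage (adjusted p = 1.9e-17 from limma). Another pentatricopeptide repeat protein, of a family that processes organelle RNA, fell at 2 dpa (−1.67 ± 0.07) and 10 dpa (−2.31 ± 0.07), the latter not after quantile normalization. Of 7 probe sets named as GUN1 or pentatricopeptide repeat proteins 1, 1, 1 and 2 were up-regulated and 0, 2, 0 and 5 down-regulated at the 4 stages.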

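Alternative oxidase, which passes electrons from ubiquinone to oxygen without pumping protons, had log2 fold changes of 4.86 ± 0.15, 4.45 ± 0.15 and 6.69 ± 0.15 at 0, 5 and 10 dpa (n = 3 arrays per group). At 2 dpa its rise of 1.95 ± 0.15 was lost after centring on the hybridization controls, and the other oxidase probe set was raised at 10 dpa (5.76 ± 0.15) and not at 0 dpa (0.89 ± 0.15). The mitochondrial glycoprotein MAM33 fell at 2 dpa (−1.96 ± 0.08). The mitochondrial phosphate transporter also fell at 2 dpa (−2.10 ± 0.08) and 10 dpa (−2.07 ± 0.08). The g subunit of mitochondrial ATP synthase was lowered at 10 dpa only (−1.85 ± 0.06).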

Further, transcripts related to mitochondria such as ATP synthase (mitochondrial), phosphate transporter, mitochondria‐associated membrane glycoprotein (MAM33), etc. were found to be down‐regulated (Tables S9 and S12), while transcripts related to mitochondrial alternative oxidase (AOX) involved in alternative respiratory pathway were found to be consistently up‐regulated (Tables 2 and S1) (Vanlerberghe and McIntosh, 1997). In addition, cellular growth‐related genes such as cytoskeleton proteins, annexins, profilins and expansins were found to be down‐regulated upon development (Tables S7 and S14). 

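Tubulin and actin transcripts fell, and 40 of 45 were down-regulated at 10 dpa. Beta-tubulin 1, a microtubule subunit of elongating cells, had log2 fold changes of −3.32 ± 0.14 at 0 dpa and −7.56 ± 0.14 at 10 dpa (n = 3 arrays per group), and actin 3 had −2.97 ± 0.08 at 5 dpa. Annexin 1, a calcium-binding membrane protein, fell at 2 dpa (−2.17 ± 0.09), 5 dpa (−2.46 ± 0.09) and 10 dpa (−4.31 ± 0.09), and profilin, which binds actin monomers, at 10 dpa only (−5.82 ± 0.12). Expansin A4 was lowered at 0 dpa (−1.71 ± 0.08) and 10 dpa (−6.36 ± 0.08). Of the 45 tubulin and actin probe sets 0, 0, 0 and 1 were up-regulated and 5, 16, 19 and 40 down-regulated at 0, 2, 5 and 10 dpa, with 16, 35, 39 and 42 down-regulated under centring on the hybridization controls and 15 at 0 dpa under quantile normalization. Of 27 expansins 6, 5, 7 and 3 were up-regulated and 6, 9, 4 and 16 down-regulated, where centring on the hybridization controls turned 5 dpa to down-regulation (4 and 12). The counts adjusted over the list alone did not differ, and since the study took these genes from its own DETs they are not independent evidence of direction.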

Analysis of cell cycle and DNA replication‐related genes revealed that members of cyclin‐dependent protein kinase family, cell division‐related proteins, histones, DNA replication factors, etc. were down‐regulated in BS‐induced bolls (Table S7).

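Histone and DNA replication transcripts were lowered mainly at 2 and 10 dpa. Histone H2A, which packs newly replicated DNA, had log2 fold changes of −4.85 ± 0.10 at 2 dpa and −5.94 ± 0.10 at 10 dpa, against −0.99 ± 0.10 at 0 dpa, where it was not a DET (n = 3 arrays per group). Cyclin D3;1, which drives entry into the cell cycle, fell at 0 dpa (−1.79 ± 0.10), 2 dpa (−4.75 ± 0.10) and 10 dpa (−3.97 ± 0.10). A minichromosome maintenance protein had −5.52 ± 0.14 at 2 dpa, and proliferating cell nuclear antigen 2 −3.92 ± 0.09. CDKA;1 was not a DET at any stage (at 10 dpa −1.54 ± 0.10). Of 21 histones 0, 0, 0 and 1 were up-regulated and 0, 19, 6 and 17 down-regulated, and of 27 cyclins and DNA replication genes 0, 1, 3 and 3 were up-regulated and 2, 19, 10 and 19 down-regulated. At 5 dpa the centring on the hybridization controls made these 18 histones and 19 cyclins and DNA replication genes down-regulated. Adjusted over the list alone the counts were equal to these, and the lists hold genes that the study selected on these arrays, which rules them out as independent evidence of direction.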

**Figure 6:**
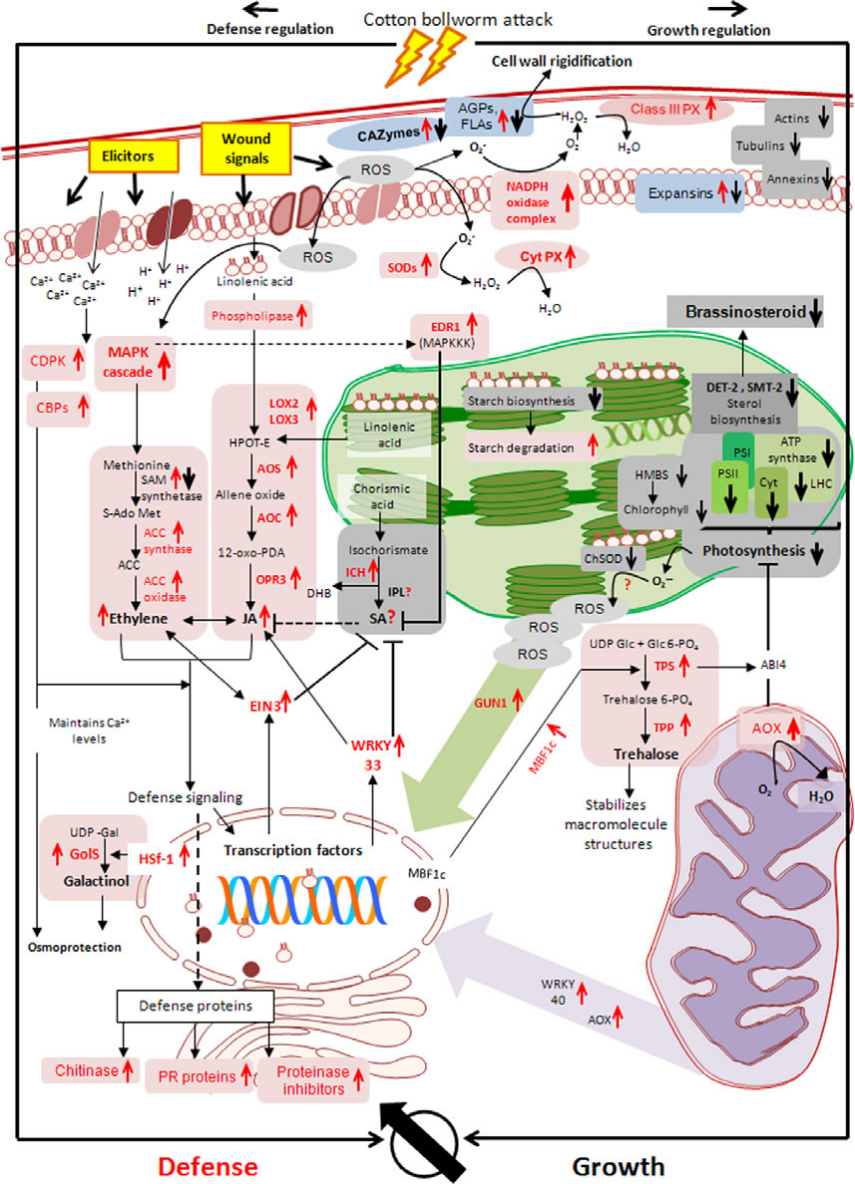
Putative model depicting the regulation of molecular events in cotton bolls subjected to bollworm infestation. Genes related to the redox regulation—peroxidase (PX), super oxide dismutase (SODs), metabolic process—trehalose phosphate synthase (TPS), trehalose phosphate phosphatase (TPP), galactinol synthase (GolS), signalling cascades—calcium‐dependent protein kinase (CDPK), calcium‐binding proteins (CBPs), mitogen‐activated protein kinase (MAPK), enhanced disease resistance 1 (EDR1), phytohormone synthesis—lipoxygenase (LOX2, LOX3), allene oxide synthase (AOS), allene oxide cyclase (AOC), 12‐oxo‐phytodienoic acid reductase (OPR3), S‐adenosylmethionine synthetase (SAM), 1‐aminocyclopropane‐1‐carboxylate (ACC) synthase/oxidase, isochorismatase hydralase (ICH), isochorismate pyruvate lyase (IPL), 3‐oxo‐5‐alpha‐steroid 4‐dehydrogenase (DET 2), 24‐sterol C‐methyltransferase (SMT2‐2), transcription factors—ethylene insensitive 3(EIN3), heat‐shock transcription factor (HSf‐1), multiprotein bridging factor 1c (MBF1c), retrograde signalling—alternative oxidase (AOX), pentatricopeptide repeat containing protein (GUN1), defence—pathogenesis‐related (PR) protein, photosynthesis—photosystem (PS I, PS II), cytochrome complex (Cyt), light harvesting complex (LHC), hydroxy methyl bilane synthase (HMBS) and growth—carbohydrate active enzymes (CAZymes) are annotated along with their expression pattern. Upward pointing arrow indicates up‐regulation and downward pointing arrow indicates down‐regulation of respective genes. The overall pattern suggests the selective regulation of signalling cascades favouring defence over growth in bollworm‐infested cotton bolls.

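A regulator of stress responses was raised and transcripts of growth were lowered in the same bolls. The NAC factor ANAC047, a regulator of senescence and stress, had log2 fold changes of 6.37 ± 0.12 at 0 dpa and 7.61 ± 0.12 at 10 dpa (n = 3 arrays per group), while alpha-tubulin 3 fell at 2 dpa (−4.38 ± 0.13) and 10 dpa (−6.10 ± 0.13). The 40S ribosomal protein S2 also fell at 2 dpa (−2.34 ± 0.06) and 10 dpa (−2.95 ± 0.06). Of 43 cytosolic ribosomal protein genes 1, 2, 1 and 3 were up-regulated and 0, 10, 6 and 36 down-regulated at the 4 stages (no different when adjusted over the list alone), in a list from the study's own tables and so not independent evidence. The down-regulated numbers depended on scaling, with 0, 14, 23 and 6 after quantile normalization and 38 at 2 dpa and 36 at 5 dpa after centring on the hybridization controls. From the signalling, hormone, defence, redox, photosynthesis and wall genes drawn in the model of its Figure 6, the paper proposes that signalling in infested bolls was regulated selectively in favour of defence over growth.

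**Figure D3:**
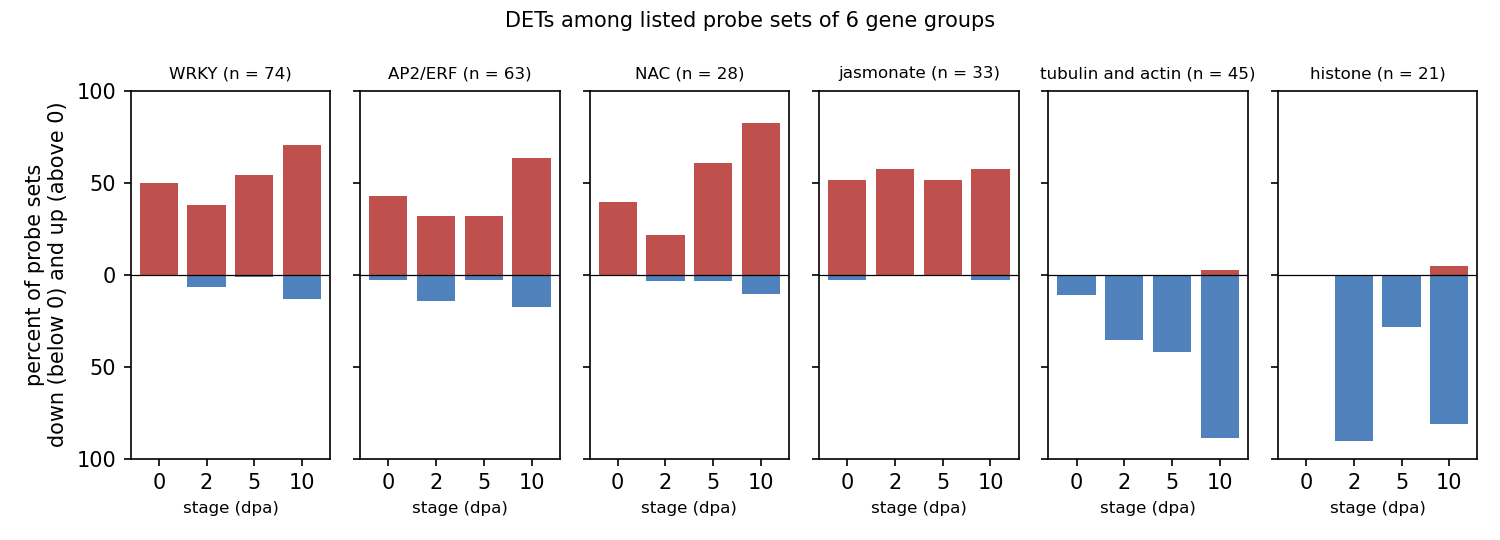
Percent of the listed probe sets that were up-regulated and down-regulated at 0, 2, 5 and 10 dpa in 6 gene groups, namely WRKY, AP2/ERF and NAC transcription factors, jasmonate genes, tubulins and actins, and histones (BS against CN, 3 arrays per group). The transcription factor and jasmonate groups lie mostly on the up-regulated side and the tubulin, actin and histone groups on the down-regulated side.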

### Calcium and redox signalling pathways are stimulated to regulate host response

Calcium (Ca^2+^) is often quoted as the second important messenger that activates signalling cascades in response to various stimuli including biotic stress (Sanders *et al*., 2002). 

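Transcripts of calcium sensors and kinases had more rises than falls at each stage. An EF-hand calcium-binding protein had log2 fold changes of 3.74 ± 0.10 at 0 dpa and 5.51 ± 0.10 at 10 dpa (n = 3 arrays per group), and a calmodulin-binding protein had 2.75 ± 0.12 and 3.73 ± 0.12. The plasma membrane calcium-transporting ATPase, which pumps calcium out of the cytosol, rose by 2.89 ± 0.10 at 0 dpa and 2.43 ± 0.10 at 5 dpa. The calcineurin B-like protein SOS3, a sensor of salt stress, rose by 2.74 ± 0.12 at 5 dpa and 3.03 ± 0.12 at 10 dpa. Of 84 genes of calcium sensors, calcium-dependent kinases and MAP kinases 39, 24, 43 and 51 were up-regulated and 2, 10, 5 and 20 down-regulated at 0, 2, 5 and 10 dpa, with the balance turned at 2 dpa (5 and 21) under centring on the hybridization controls. The counts were unchanged when adjusted over the list alone. The study named these genes from the same arrays, so they give no independent evidence of direction.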

Genes encoding Ca^2+^/calmodulin‐binding proteins, calcineurin B‐like proteins, Ca^2+^ binding EF‐hand family proteins, Ca^2+^‐dependent ATPases were found to be up‐regulated under BS conditions (Tables 1 and S14). Protein kinase cascades account for the major contributors of induced immunity in plants. 

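The mitogen-activated protein kinase MPK3, which acts in immune signalling, had log2 fold changes of 5.06 ± 0.07 at 0 dpa, 5.53 ± 0.07 at 5 dpa and 6.23 ± 0.07 at 10 dpa (n = 3 arrays per group). Against 2 dpa CN the value of this probe set (0.94 ± 0.07) did not reach a fold of 3, whereas the MPK3 probe set of Table 1 did (1.72 ± 0.15), and the former had a CN value of −0.12 at 2 dpa and −4.99 at 0 dpa. The latter no longer reached a fold of 3 at 2 dpa with arrays centred on the hybridization controls. The calcium-dependent protein kinase CPK14 was raised at 2 dpa (3.07 ± 0.12). MPK11, a close relative of MPK4, went the other way and fell at 2 dpa (−4.51 ± 0.12) and 10 dpa (−4.72 ± 0.12).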

In this study, we observed the up‐regulation of two major stress‐activated protein kinases such as calcium‐dependent protein kinases and mitogen‐activated protein kinases. Also, other kinases such as SNF1(sucrose nonfermenting)‐related protein kinase, calcineurin B‐like interacting protein kinase‐6 (CIPK6), ankyrin protein kinases were found to be significantly up‐regulated in BS condition. 

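CIPK6, a kinase activated by calcineurin B-like sensors, had log2 fold changes of 2.58 ± 0.06 at 0 dpa, 3.38 ± 0.06 at 5 dpa and 2.48 ± 0.06 at 10 dpa (n = 3 arrays per group). The SNF1-related kinase OST1, which acts downstream of ABA in stomatal closure, was not a DET at 0 dpa (0.96 ± 0.08) and rose at 5 dpa (2.79 ± 0.08) and 10 dpa (4.13 ± 0.08). The related kinase SNRK2-3 passed at 10 dpa only (2.22 ± 0.12), and not after quantile normalization. CIPK20 fell at 2 dpa (−2.47 ± 0.09).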

The above‐mentioned Ca^2+^ signalling molecules can be broadly classified into nonenzymatic sensor proteins and enzymatic proteins. These proteins together constitute a network that not only maintains the intracellular calcium levels but are also involved in other signalling events including protein activation. Among the Ca^2+^‐dependent enzymes, majority were observed to be kinases involved in phosphorylation reaction that determines the activity of substrate protein molecules. So we further analysed the data sets for kinase substrates and the pathways regulated by these kinases during stress. Interestingly, we observed CDPK‐activated protein substrates such as NADPH oxidases and oxidoreductases that were up‐regulated during later stages of development (10dpa) (Dubiella *et al*., 2013). 

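The NADPH oxidase RHD2, which makes superoxide at the cell surface, was raised throughout, with log2 fold changes of 3.09 ± 0.09 at 0 dpa, 3.16 ± 0.09 at 2 dpa and 3.40 ± 0.09 at 10 dpa (n = 3 arrays per group). The oxidase RBOHF, known from immune signalling, was not a DET before 10 dpa (at 0 dpa −0.31 ± 0.05) and fell at 10 dpa (−3.77 ± 0.05). The aldo-keto oxidoreductase ATB2 rose at 5 dpa (3.87 ± 0.11) and 10 dpa (4.74 ± 0.11). L-ascorbate oxidase, an apoplastic enzyme, rose at 10 dpa (4.18 ± 0.18).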

Manual curation of data sets revealed that members of peroxidases, superoxide dismutases (SODs), glutathione S‐transferases (GSTs), etc. were found to be differentially regulated at transcript and protein levels (Tables S13 and S14). These enzymes are actively involved in the ROS metabolism leading to detoxification reactions and activation of downstream signalling cascades.

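Glutathione S-transferases and peroxidases split between rising and falling members. The transferase GSTU7, which conjugates glutathione to toxic compounds, rose at all stages, with log2 fold changes of 3.27 ± 0.12 at 0 dpa and 6.39 ± 0.12 at 10 dpa (n = 3 arrays per group), whereas GSTU19 fell at 2 dpa (−2.05 ± 0.10) and 10 dpa (−3.26 ± 0.10). A peroxidase superfamily protein fell at 10 dpa (−5.18 ± 0.14). Chloroplast copper/zinc superoxide dismutase, which removes superoxide, was lowered at 2 dpa (−1.61 ± 0.05) and 10 dpa (−1.71 ± 0.05), and neither fall passed after quantile normalization. Of 13 glutathione S-transferases 4, 3, 5 and 8 were up-regulated and 0, 3, 2 and 3 down-regulated, and of 22 peroxidases 8, 5, 4 and 6 were up-regulated and 1, 2, 4 and 9 down-regulated, with the balance of peroxidases at 2 dpa turned (1 and 8) by centring on the hybridization controls. The same counts came out when adjusted over the list alone. Of the 30 probe sets of Table S13, 2, 3, 11 and 12 were up-regulated and 1, 5, 2 and 12 down-regulated, and like both lists the table was selected by the study on these samples.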

### Transcription factor analysis revealed components of stress, retrograde signalling and suppressors of SA

Analysis of the transcriptome data revealed 1048 differentially expressed TFs accounting for 12% of the DETs under BS conditions (Table S2). Further, around 8.1% (705) of the up‐regulated and 3.94% (343) of the down‐regulated transcripts correspond to transcription factor families (TFs). 

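Transcription factors were raised more often than lowered. WRKY40, a regulator of defence genes, had log2 fold changes of 6.75 ± 0.12 at 0 dpa and 6.01 ± 0.12 at 2 dpa (n = 3 arrays per group), and the scarecrow-like factor SCL14, which activates detoxification genes, had 5.46 ± 0.10 at 0 dpa. A bHLH factor fell by 5.21 ± 0.10 log2 units at 2 dpa. Table S2 holds 1048 entries over the 4 stages, from 523 distinct probe sets. Of these 514 were DETs in at least 1 stage, which is 9.1% of all DETs. Summed over the stages there were 706 up-regulated and 341 down-regulated calls, with 46 probe sets up-regulated and 8 down-regulated at all 4 stages.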

Stress‐responsive TFs belonging to WRKY, AP2‐EREBP, NAC, bHLH, MYB, C2H2 and ethylene insensitive three families were found to be up‐regulated (Figure 4a). 

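Large rises were spread over several families of regulators. ERF110, an ethylene response factor, had log2 fold changes of 4.88 ± 0.17 at 0 dpa and 7.58 ± 0.17 at 10 dpa (n = 3 arrays per group), MYB74 had 4.77 ± 0.13 and 7.89 ± 0.13, and a bHLH factor had 5.20 ± 0.13 and 3.77 ± 0.13. Of 63 AP2/ERF genes 27, 20, 20 and 40 were up-regulated and 2, 9, 2 and 11 down-regulated at 0, 2, 5 and 10 dpa, and of 28 NAC genes 11, 6, 17 and 23 were up-regulated and 0, 1, 1 and 3 down-regulated, and centring on the hybridization controls turned both at 2 dpa (11 and 12 for AP2/ERF, 2 and 4 for NAC). Of 56 MYB genes 9, 9, 16 and 27 were up-regulated and 4, 7, 8 and 20 down-regulated, a balance that this centring turned at every stage (5 and 10, 3 and 17, 8 and 14, 14 and 24). Of 33 bHLH genes 11, 10, 7 and 11 were up-regulated and 5, 10, 1 and 13 down-regulated, with 10 dpa turned by quantile normalization (8 and 4) and 5 dpa by the hybridization controls (3 and 8). The counts were the same when adjusted over the list alone. For C2H2 factors 53 calls were up-regulated and 11 down-regulated over the stages, and for 3 EIL probe sets 9 and 0. All these genes were picked by the study from these samples, so no list is independent evidence of direction.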

Further, a number of development‐related TFs belonging to AUX/IAA, C2C2, GRAS and HB families were down‐regulated during boll developmental stages (Figure 4a). 

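AUX/IAA regulators had more falls than rises at 0, 2 and 10 dpa, homeobox regulators at 2 and 10 dpa, and GRAS factors at 2 dpa only. The AUX/IAA protein PAP2, a repressor of auxin response, had log2 fold changes of −2.35 ± 0.07 at 0 dpa, −4.55 ± 0.07 at 2 dpa and −4.15 ± 0.07 at 10 dpa (n = 3 arrays per group). The GRAS factor SCARECROW fell at 0 dpa (−1.83 ± 0.08) and 2 dpa (−3.31 ± 0.08), and the homeobox factor ATHB13 at 2 dpa (−4.18 ± 0.14), while the homeobox factor BLH1 rose at 5 dpa (6.00 ± 0.08). Of 19 AUX/IAA genes 1, 1, 3 and 1 were up-regulated and 5, 6, 0 and 13 down-regulated, turned at 5 dpa by centring on the hybridization controls (0 and 3), and quantile normalization left 5 down-regulated at 10 dpa. Of 54 homeobox genes 10, 2, 19 and 17 were up-regulated and 6, 15, 8 and 22 down-regulated, where 0 dpa turned under quantile normalization (12 and 13) and 0 and 5 dpa under the hybridization controls (5 and 15, 9 and 13). Of 20 GRAS genes 4, 2, 4 and 10 were up-regulated and 3, 7, 3 and 9 down-regulated, where 5 dpa turned under quantile normalization (4 and 5) and 0, 5 and 10 dpa under the hybridization controls (3 and 5, 2 and 7, 8 and 9). Counts adjusted over the list alone were equal. Over the stages C2C2-Dof factors had 8 calls up-regulated and 14 down-regulated, C2C2-GATA 4 and 8, and C2C2-YABBY 0 and 8, all from the study's own selection on these arrays and thus not independent evidence of direction.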

Among the TFs, WRKY family accounted for about 13% of differentially expressed TFs in all of the analysed developmental stages (0–10 dpa). 

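WRKY23, one of the factors that bind the W-box of defence gene promoters, had log2 fold changes of 4.79 ± 0.09 at 0 dpa, 4.53 ± 0.09 at 5 dpa and 5.54 ± 0.09 at 10 dpa (n = 3 arrays per group). WRKY6, which acts in senescence, rose at each stage, from 2.84 ± 0.08 at 0 dpa to 5.95 ± 0.08 at 10 dpa. The family held 69 of the 523 distinct probe sets of Table S2 (13.2%), with 145 up-regulated and 16 down-regulated calls over the stages and 14 probe sets up-regulated at all 4. Of 74 WRKY probe sets from all tables 37, 28, 40 and 52 were up-regulated and 0, 5, 1 and 10 down-regulated, and centring on the hybridization controls turned 2 dpa (13 and 15). Adjusted over the list alone these counts stayed as they were. They describe genes the study chose on these samples and are not independent evidence of direction.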

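The ethylene-responsive element binding protein ERF6, an AP2-EREBP factor, had log2 fold changes of 5.65 ± 0.10 at 0 dpa and 5.70 ± 0.10 at 10 dpa (n = 3 arrays per group). The NAC factor RD26, induced by dehydration and JA, had 5.71 ± 0.10 at 5 dpa and 7.68 ± 0.10 at 10 dpa. MYB73, a stress-responsive repressor, had 3.26 ± 0.09 at 0 dpa. By share of the distinct transcription factor probe sets, AP2-EREBP had 47 (9.0%), MYB 38 (7.3%), HB 33 (6.3%), C2H2 27 (5.2%), bHLH 26 (5.0%) and NAC 23 (4.4%). Calls summed over the stages were 95 up-regulated and 7 down-regulated for AP2-EREBP, 49 and 2 for NAC, and 41 and 25 for MYB.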

Following WRKY, AP2‐EREBP, NAC and MYB TFs were found to be relatively more in the transcriptome data set. Among the stress‐related TFs, AP2‐EREBP plays a central role in the abscisic acid (ABA)‐dependent stress signalling pathways. Literature survey and manual curation of the TFs composition and regulation pattern revealed that the TFs such as WRKY 40, NAC along with AOXs as mentioned elsewhere constitutively account for the components of mitochondrial retrograde signalling pathways (Sophia *et al*., 2013; Van Aken *et al*., 2013). 

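A second WRKY40 probe set had log2 fold changes of 3.40 ± 0.11 at 0 dpa and 3.16 ± 0.11 at 10 dpa, and another had 3.14 ± 0.08 and 3.80 ± 0.08 (n = 3 arrays per group). Of 6 WRKY40 probe sets 5, 3, 5 and 6 were up-regulated at 0, 2, 5 and 10 dpa and none was down-regulated. The NAC factor ATAF1, a stress regulator, rose at every stage, with 3.35 ± 0.06 at 0 dpa and 2.70 ± 0.06 at 2 dpa. ANAC090, which restrains SA-driven senescence, rose by 5.44 ± 0.12 at 0 dpa and 5.63 ± 0.12 at 2 dpa.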

Further analysis revealed the up‐regulated members of WRKY33 and EIN3 that act as suppressors of SA.

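WRKY33, needed for defence against necrotrophs, rose at all stages, with log2 fold changes of 2.49 ± 0.04 at 2 dpa, 2.47 ± 0.04 at 5 dpa and 3.86 ± 0.04 at 10 dpa (n = 3 arrays per group). EIN3, the transcription factor at the end of ethylene signalling, rose by 3.01 ± 0.07 at 5 dpa and 3.79 ± 0.07 at 10 dpa. The EIN3-binding F-box protein EBF1, which degrades EIN3, was raised as well (2.58 ± 0.07 at 0 dpa and 2.89 ± 0.07 at 10 dpa).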

### Bollworm attack induces synthesis of synergistically regulated phytohormones

Phytohormone‐related DETs constituted for about 64.5% of 0 dpa and <25% of 2, 5 and 10 dpa. 

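Among hormone-related transcripts at 0 dpa, jasmonic acid carboxyl methyltransferase, which makes methyl jasmonate, had a log2 fold change of 5.26 ± 0.07 and gibberellin 2-oxidase 1, which inactivates gibberellin, had 4.63 ± 0.15 (n = 3 arrays per group). A gibberellin-regulated family protein fell by 3.53 ± 0.10 log2 units. Table S3 lists 872 entries at 0 dpa, of which 406 have a listed fold under 3 and 455 passed the DET thresholds. These make up 34.7% of the 0 dpa DETs. At 10 dpa the table could be read only in part.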

Classification and annotation of phytohormone‐related transcripts showed that around 24% of them were related to ABA followed by auxin (AUX/IAA), ethylene (ET), BR, SA, gibberellic acid (GA), JA and cytokinin. 

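Hormone-related transcripts of several classes changed, with more rises than falls over the stages for ABA, ET, SA, JA and cytokinin. A GRAM domain protein, responsive to ABA, had log2 fold changes of 3.46 ± 0.11 at 0 dpa and 7.03 ± 0.11 at 10 dpa (n = 3 arrays per group). Of 1269 distinct probe sets of Table S3, 310 (24.4%) were assigned to ABA, 227 (17.9%) to auxin, 185 (14.6%) to ET, 156 (12.3%) to BR, 147 (11.6%) to SA, 102 (8.0%) to JA, 93 (7.3%) to GA and 49 (3.9%) to cytokinin. Calls summed over the stages were 425 up-regulated and 208 down-regulated for ABA, 207 and 209 for auxin, 210 and 145 for ET, and 163 and 172 for BR. They were 217 and 102 for SA, 140 and 44 for JA, 91 and 95 for GA, and 70 and 28 for cytokinin. The classes do not overlap in the entries read, the table was built by the study on these arrays, and 386 of its 1238 entries at 10 dpa could be read, so transcripts that stand only in the unread part are left out.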

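Zeaxanthin epoxidase, which converts zeaxanthin to violaxanthin, passed the DET thresholds at 0 dpa only, with a log2 fold change of −1.63 ± 0.16 (n = 3 arrays per group). That call was lost when each array was centred on its median (−1.58), without 0 dpa CN replicate 3 (−1.57) and without 0 dpa BS replicate 3 (−1.49). At 2, 5 and 10 dpa the probe set was lower in BS by a fold under 3 (−1.19 ± 0.16, −1.41 ± 0.16 and −1.14 ± 0.16). Its adjusted p at 10 dpa was 1.1e-06 from limma.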

Manual curation revealed that transcripts corresponding to zeaxanthin epoxidase that catalyses the first step of ABA biosynthesis were found to be down‐regulated (Table S3) (Marin *et al*., 1996). 

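CYP79B2 and WEI8, enzymes of auxin synthesis, were lowered at 10 dpa. The cytochrome P450 CYP79B2, which makes indole-3-acetaldoxime from tryptophan, had log2 fold changes of −1.89 ± 0.10 at 2 dpa, −3.38 ± 0.10 at 5 dpa and −4.21 ± 0.10 at 10 dpa (n = 3 arrays per group), and another CYP79B2 probe set had −2.64 ± 0.15 at 5 dpa. The tryptophan aminotransferase WEI8 was not a DET at 0 dpa (0.19 ± 0.15) and fell at 10 dpa (−3.13 ± 0.15). Aldehyde dehydrogenases split, with ALDH3H1 lowered at 10 dpa (−1.93 ± 0.14, not after quantile normalization) and ALDH7B4, a stress-induced detoxifying enzyme, raised at 5 dpa (3.08 ± 0.15) and 10 dpa (3.36 ± 0.15).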

Transcripts corresponding to tryptophan aminotransferase (TAA1), aldehyde dehydrogenase of indole 3‐pyruvic acid pathway (IPA) and cytochrome P450 enzyme‐CYP79B2 of the indole‐3‐acetaldoxime pathway (IAOX) were found to be down‐regulated. In addition, flavin monooxygenase (YUC), tryptophan decarboxylase of the indole‐3‐acetamide (IAM) pathway, transcripts related to nitrilases were found to be up‐regulated (Table S3). 

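YUC5, a flavin monooxygenase that completes auxin synthesis, was not a DET at 0 dpa (0.27 ± 0.14) and rose at 5 dpa (2.15 ± 0.14) and 10 dpa (3.14 ± 0.14, log2 fold changes with n = 3 arrays per group). A further YUC5 probe set rose by 2.80 ± 0.11 at 10 dpa. The rises at 5 dpa no longer reached a fold of 3 when arrays were centred on the hybridization controls. Tryptophan decarboxylase, which forms tryptamine, rose at 2 dpa (3.44 ± 0.08) and 10 dpa (3.52 ± 0.08). No probe set could be assigned to a nitrilase from the tables.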

The above‐mentioned pathways (IPA, IAOX and IAM) ultimately lead to auxin synthesis in plants. The aforementioned expression pattern suggests that auxin biosynthesis is partially inhibited during bollworm attack. 

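Auxin-related probe sets had more rises than falls at 0 dpa (48 and 24) and 5 dpa (64 and 34). At 2 dpa (26 and 49) and, in the part of Table S3 that could be read, at 10 dpa (69 and 102) falls were more numerous. The balance of all DETs turned at the same stages. Of them 76.66%, 42.81%, 72.24% and 43.76% were up-regulated at 0, 2, 5 and 10 dpa. The auxin response factor MP, which acts in vascular and embryo patterning, had log2 fold changes of 2.19 ± 0.08 at 0 dpa and 0.06 ± 0.08 at 5 dpa, where it was not a DET (n = 3 arrays per group). IAA13 rose at 5 dpa (2.09 ± 0.09, under a fold of 3 with arrays centred on the hybridization controls), and a PAP2 probe set fell at 2 dpa (−3.49 ± 0.11) and 10 dpa (−4.38 ± 0.11). Of the 227 auxin probe sets, 203 were DETs in at least 1 stage, with 15 up-regulated and 7 down-regulated at all 4. Transcripts of biosynthetic enzymes do not measure auxin itself, which the arrays did not record.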

Further, transcripts related to 1‐aminocyclopropane‐1‐carboxylic acid (ACC) synthase and ACC oxidase involved in ethylene biosynthesis were found to be consistently up‐regulated (Table S4). 

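ACC synthase, which forms the ethylene precursor, had the larger rises. ACS1 had log2 fold changes of 7.90 ± 0.15, 3.65, 8.53 and 8.95 at 0, 2, 5 and 10 dpa (n = 3 arrays per group), and another synthase probe set had 4.74 ± 0.05 at 0 dpa and 5.63 ± 0.05 at 5 dpa. ACC oxidase, which releases ethylene, rose at all stages in an ACO1 probe set, from 4.49 ± 0.12 at 0 dpa to 4.08 ± 0.12 at 10 dpa. Of 6 ACC synthase probe sets 4, 6, 5 and 6 were up-regulated and none was down-regulated, and of 12 ACC oxidase probe sets 8, 4, 7 and 7 were up-regulated and 0, 1, 1 and 1 down-regulated. In the list of these 18 ethylene synthesis probe sets 12, 10, 12 and 13 were up-regulated and 0, 1, 1 and 1 down-regulated (unchanged when adjusted over the list alone), a list the study chose on these samples and so not independent evidence of direction.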

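Several sterol demethylation and reduction enzymes were lowered. The sterol 4-alpha-methyl oxidase SMO2-2, which removes methyl groups on the way to sitosterol, had log2 fold changes of −1.81 ± 0.10 at 2 dpa and −4.74 ± 0.10 at 10 dpa (n = 3 arrays per group). The scaffold protein ERG28 fell at 10 dpa (−4.56 ± 0.08), and so did the sterol delta-7 reductase DWF5 (−2.44 ± 0.06). Of 30 sterol and BR genes 5, 2, 4 and 5 were up-regulated and 5, 9, 7 and 20 down-regulated at 0, 2, 5 and 10 dpa, and the counts adjusted over the list alone were no different. Quantile normalization gave 12 and 13 down-regulated at 5 and 10 dpa, and centring on the hybridization controls 17 and 20. The genes come from tables of DETs made on these arrays and are not independent evidence of direction.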

Transcripts related to sterol biosynthesis were found to be down‐regulated (Tables S3 and S10). Sterols serve as precursor for BR synthesis. In addition, transcripts related to 3‐oxo‐5‐alpha‐steroid 4‐dehydrogenase and BR biosynthetic protein DWARF1 involved in BR biosynthesis also were found to be down‐regulated. 

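DWARF1, a sterol reductase needed for BR synthesis, had log2 fold changes of −1.63 ± 0.06 at 2 dpa and −3.61 ± 0.06 at 10 dpa and did not reach a fold of 3 at 0 dpa (−0.60 ± 0.06) or 5 dpa (−1.28 ± 0.06, n = 3 arrays per group). A DET2 probe set was also not a DET at 0 dpa (−0.78 ± 0.11) and fell at 10 dpa (−2.35 ± 0.11). The BR receptor BRI1 rose at 5 dpa (2.53 ± 0.07), as did the BR-responsive BRH1 (4.34 ± 0.13).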

Isochorismatase hydrolase (ISH) was the only SA biosynthetic pathway‐related enzyme that was found to be up‐regulated in our data set (Table S1). However, pathway annotation revealed that ISH catalyses the conversion of isochorismic acid to 2, 3‐dihydroxybenzoic acid (DHB) and this reaction does not necessarily lead to SA biosynthesis in plants (Figure 6). Interestingly, most of the crucial enzymes involved in JA biosynthesis including phospholipase A, lipoxygenase, allene oxide synthase (AOS), allene oxide cyclase (AOC) and acyl‐coA oxidase were found to be up‐regulated throughout the developmental stages in BS‐induced bolls at transcript and protein levels (Tables S10 and S14). 

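JA synthesis transcripts were raised from phospholipase to acyl-CoA oxidase, but not every enzyme at every stage. Phospholipase A 2A, which frees fatty acids from membranes, had log2 fold changes of 3.40 ± 0.12, 2.97, 4.92 and 5.49 at 0, 2, 5 and 10 dpa (n = 3 arrays per group), and lipoxygenase 2, which oxygenates linolenic acid, had 2.31 ± 0.12, 3.91, 2.49 and 3.62. An allene oxide synthase probe set rose at 0, 2 and 5 dpa (at 2 dpa 4.68 ± 0.06) and not at 10 dpa (1.19 ± 0.06), and of 9 probe sets of this enzyme 5, 4, 3 and 3 were up-regulated and 1, 0, 0 and 0 down-regulated at the 4 stages. Allene oxide cyclase 1 rose at 2 dpa (2.68 ± 0.06) and not at 5 dpa (0.27 ± 0.06) or 10 dpa (0.70 ± 0.06). Acyl-CoA oxidase 2, of the final beta-oxidation steps, rose by 4.07 ± 0.08 at 5 dpa and 4.73 ± 0.08 at 10 dpa. Of 6 lipoxygenase probe sets 5, 5, 5 and 6 were up-regulated, and of 4 acyl-CoA oxidases 1, 0, 4 and 4, with none down-regulated. Of 33 jasmonate genes 17, 19, 17 and 19 were up-regulated and 1, 0, 0 and 1 down-regulated (17, 19, 17 and 19 when adjusted over the list alone), among genes the study chose on these samples, which is not independent evidence of direction.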

Expression pattern of the hormonal biosynthesis‐related genes suggests that biotic stress has induced JA and ET that are reported to act in a cooperative fashion (Figure 6). Likewise, ABA being the major contributor for DETs showed down‐regulated pattern leading to its suppression during biotic stress. 

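JAZ1 and ERF2, of JA and ET signalling, were raised. The repressor JAZ1, itself induced by JA, had log2 fold changes of 2.18 ± 0.10 at 0 dpa, 3.86 ± 0.10 at 5 dpa and 5.95 ± 0.10 at 10 dpa (n = 3 arrays per group). ERF2, an activator of ethylene and JA responses, had 3.06 ± 0.11, 2.88, 3.75 and 4.27 at the 4 stages. Of the 102 JA probe sets of Table S3, 88 were DETs in at least 1 stage, with 10 up-regulated and none down-regulated at all 4. Of the 185 ET probe sets 161 were DETs in at least 1 stage, with 13 up-regulated and 3 down-regulated at all 4.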

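At 0, 2 and 5 dpa, for which Table S3 could be read in full, 88, 69 and 125 ABA-related probe sets were up-regulated and 17, 50 and 38 down-regulated. YLS9, an ABA-inducible and senescence-related protein, had log2 fold changes of 2.51 ± 0.11 at 0 dpa and 6.89 ± 0.11 at 10 dpa (n = 3 arrays per group). ATHB6, a homeobox factor that damps ABA responses, fell at 2 dpa (−4.16 ± 0.10) and 10 dpa (−4.65 ± 0.10). Of the 310 ABA probe sets of Table S3, 284 were DETs in at least 1 stage, with 41 up-regulated and 5 down-regulated at all 4. The class holds genes that respond to ABA as well as genes that make it, so the calls do not measure the amount of ABA.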

Down‐regulation of BR and partial stimulation of auxin provides clues about the rate limiting pattern for allowing growth during stress.

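At 10 dpa 54 BR and 69 auxin probe sets from the readable part of Table S3 were up-regulated, and 77 and 102 down-regulated. Of all DETs at this stage 43.76% were up-regulated. A leucine-rich repeat transmembrane protein kinase had log2 fold changes of −3.82 ± 0.14 at 2 dpa and −4.30 ± 0.14 at 10 dpa (n = 3 arrays per group), and the growth-related EXL1, a wall protein that BR induces, had −1.76 ± 0.09 at 0 dpa and −6.39 ± 0.09 at 10 dpa. TCH4, a xyloglucan endotransglucosylase that BR and auxin induce, rose by 2.79 ± 0.06 at 0 dpa and 3.68 ± 0.06 at 10 dpa. Of the 156 BR probe sets of Table S3, 146 were DETs in at least 1 stage, with 8 up-regulated and 9 down-regulated at all 4.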

### Bona fide defence molecules and pathways are stimulated in response to biotic stress

The ultimate output of metabolic reprogramming, transcription factor regulation, ROS, Ca^2+^ signalling, hormonal biosynthesis, etc. leads to stimulation and synthesis of defence molecules and processes. 

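Osmotin, chitinase and trypsin inhibitor transcripts rose in part, while a thaumatin-like transcript fell at 2 and 10 dpa. Osmotin, an antifungal PR5 protein, had log2 fold changes of 6.08 ± 0.15 at 0 dpa, 5.01 ± 0.15 at 5 dpa and 8.62 ± 0.15 at 10 dpa, and −0.48 ± 0.15 at 2 dpa, where the CN value was 0.77 against −6.38 in 0 dpa CN (n = 3 arrays per group). A Kunitz-type trypsin inhibitor, of a family that blocks insect gut proteases, had 4.39 ± 0.09, 4.01, 7.27 and 5.38 at the 4 stages, and PR4 3.30 ± 0.13 at 0 dpa and 4.84 ± 0.13 at 10 dpa. The thaumatin-like protein ATLP-1 fell at 2 dpa (−6.19 ± 0.09) and 10 dpa (−8.14 ± 0.09), and a Bet v I family protein related to PR10 at 2 dpa (−2.57 ± 0.09). Of 10 chitinase probe sets 5, 2, 4 and 5 were up-regulated and 0, 0, 0 and 3 down-regulated, and of 12 PR4, osmotin and thaumatin probe sets 5, 2, 5 and 5 and 2, 6, 4 and 7. Of 24 chitinase and PR genes 11, 5, 9 and 11 were up-regulated and 2, 7, 4 and 11 down-regulated, turned at 5 dpa by centring on the hybridization controls (6 and 7), and of 20 protease inhibitors 8, 9, 9 and 9 were up-regulated and 1, 4, 4 and 7 down-regulated. The counts matched those adjusted over the list alone, and the study selected both lists on these samples, so they are not independent evidence of direction.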

In our data set, defence‐related proteins such as the members of pathogenesis‐related protein family (PR4, PR10, osmotin and thaumatin), chitinase, beta‐glucanase and proteinase inhibitors were found to be up‐regulated at transcript and protein levels (Figure 3c; Tables 2, S4, and S14). In addition, transcripts related to polyamine biosynthesis pathway such as SAM decarboxylase, spermidine synthase, arginine decarboxylase also were found to be up‐regulated. 

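Single polyamine synthesis transcripts were raised at 5 and 10 dpa. SAM decarboxylase (BUD2), which supplies aminopropyl groups for spermidine, was not a DET at 0 dpa (0.58 ± 0.06) and had a log2 fold change of 2.47 ± 0.06 at 10 dpa (n = 3 arrays per group). Arginine decarboxylase 2, which makes the precursor agmatine, rose by 2.91 ± 0.07 at 5 dpa. Of 4 polyamine genes 0, 0, 3 and 3 were up-regulated and none was down-regulated (the same when adjusted over the list alone). After quantile normalization 2 were up-regulated and 1 down-regulated at 5 dpa and 1 and 0 at 10 dpa, and after centring on the hybridization controls 1 and 1 at both stages. As the list was taken from the study's tables of these arrays, this is not independent evidence of direction.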

Polyamines are cited as phytohormone like molecules that accumulate in response to stress and they also play major role in defence (Gill and Tuteja, 2010; Hussain *et al*., 2011; Waie and Rajam, 2003). In addition, ROS regulating enzymes such as peroxidases (cytosolic and extracellular), SODs, NADPH oxidase and oxidative stress‐specific GSTs were found to be up‐regulated (Table S13).

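The class III peroxidase POD7, a secreted enzyme, had log2 fold changes of 3.79 ± 0.07 at 0 dpa, 3.13 ± 0.07 at 5 dpa and 5.53 ± 0.07 at 10 dpa (n = 3 arrays per group). A peroxidase of the same superfamily rose by 5.73 ± 0.08 at 0 dpa and was no DET at 10 dpa (0.78 ± 0.08), and a further one fell by 5.57 ± 0.15 log2 units at 10 dpa. Glutathione S-transferase GSTU18 rose by 5.19 ± 0.08 at 5 dpa and 6.10 ± 0.08 at 10 dpa. Iron superoxide dismutase, a plastid enzyme, was lowered at 2 dpa (−1.75 ± 0.12) and was raised at no stage. Catalase 2, which degrades hydrogen peroxide, rose at 10 dpa only (2.53 ± 0.12).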

### Comparative analysis highlights concordant and discordant members of transcript‐protein pairs

Comparative analysis revealed 37 unique accessions that were commonly identified in both the transcriptome and proteome approaches (Table S15). Gene Ontology‐based annotation and classification of these genes revealed that majority of them were involved in metabolic, cellular and biosynthetic processes including amino acid, nucleotide and osmolyte metabolism, stress and defence response and phytohormone biosynthesis (Figure S3a–c). Manual curation of the data sets showed two distinct groups of transcript and protein pairs such as the genes with concordant (similar) expression patterns and the genes with discordant (dissimilar) expression patterns at transcript and protein levels (Table S15). Concordant members included genes such as chaperonin, actins, phosphoglycerate kinase, gibberellin oxidase, MDH and SODs that were found to be down‐regulated, while defence and stress response‐specific genes such as chitinase, PR protein, protease inhibitor and carbonic anhydrase were found to be up‐regulated across developmental stages. 

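Chitinase, which breaks down chitin, had transcript log2 fold changes of 5.26 ± 0.12 at 0 dpa, 4.39 ± 0.12 at 2 dpa and 3.01 ± 0.12 at 5 dpa, and its protein had the paper's reported folds of 1.73 at 2 dpa and 2.28 at 5 dpa (n = 3 arrays per group). The 21 kDa trypsin inhibitor had a transcript value of 4.62 ± 0.12 and the paper's protein fold of 10.3 at 5 dpa. The chaperonin 60 beta transcript, for a plastid folding machine, fell at 5 dpa (−1.91 ± 0.16), where the paper's protein fold is −1.87, but was also lowered at 0 dpa (−1.66 ± 0.16) against the paper's protein fold of 2.12. The actin (−1.24 ± 0.06 at 5 dpa), phosphoglycerate kinase (−0.61 ± 0.05 at 2 dpa) and gibberellin 20-oxidase (−0.25 ± 0.05 at 5 dpa) transcripts were lower in BS by a fold under 3.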

Discordant members included ATP synthases, RuBisCO, glutamine synthase, proteasome subunits, etc. that showed poor corelation in their transcript and protein expression patterns.

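The beta subunit of ATP synthase, a plastid-encoded part of the enzyme, rose at 5 dpa as a transcript (2.89 ± 0.13, log2 fold change with n = 3 arrays per group) against the paper's protein fold of −3.58. The alpha subunit was raised at 5 dpa (2.01 ± 0.07) against a protein fold of −1.90 in the paper. With arrays centred on the hybridization controls this rise did not reach a fold of 3. A proteasome alpha subunit, of the core that degrades proteins, fell at 2 dpa as a transcript (−3.09 ± 0.08), while the paper's protein fold is 2.96. The peroxiredoxin transcript was lower at 0 dpa by a fold under 3 (−1.16 ± 0.07), with a protein fold of 2.53 in the paper.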

### Validation of microarray and proteome data by qRT‐PCR analysis

To validate the data, semi‐quantitative real‐time PCR (qRT‐PCR) analysis was performed on 42 selected differentially expressed genes (32 up‐regulated and 10 down‐regulated) during boll developmental stages under cotton bollworm infestation (Figure S2). The results showed that the expression patterns of transcripts and proteins observed through microarray and proteome analyses were in parallel with those obtained by qRT‐PCR (Figure S2).

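The genes taken for qRT-PCR include the extracellular dermal glycoprotein, an inhibitor of wall-degrading enzymes, with log2 fold changes of 5.02 ± 0.10 at 0 dpa and 8.19 ± 0.10 at 10 dpa (n = 3 arrays per group), and laccase 12, with 4.74 ± 0.09 and 7.15 ± 0.09. The polygalacturonase-inhibiting protein PGIPL fell at 10 dpa (−5.95 ± 0.09), as did the glyoxal oxidase-related protein (−7.17 ± 0.11). On the arrays 32 of the 42 genes were up-regulated and 10 down-regulated at each of the 4 stages. The qRT-PCR values are not among the deposited data and were not reanalysed.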

## Discussion

In the current study, transcriptomic approach has resulted in the identification of relatively more number of differentially expressed genes as compared to the proteomic approach. Nevertheless, the expression pattern of crucial phytohormone biosynthesis genes including S‐adenosylmethionine synthase and AOC, cytoskeleton proteins such as annexin isoforms and actins, cytosolic ascorbate peroxidase involved in redox regulation, signalling and stress‐specific response genes such as calcium‐binding protein and GS1 were exclusively identified at the protein levels. Transcriptomic approach revealed a vast set of TFs which are otherwise difficult to be identified at protein levels. The concordant pattern observed among the transcript‐protein pairs such as chitinase, PR proteins, carbonic anhydrase and protease inhibitors adds significance and direct evidence for active defence signalling during bollworm infestation in developing cotton bolls. Also, discordance observed among transcript‐protein pairs might reflect true biological discordance that could be attributed to post‐transcriptional regulations, protein/transcript stability, miRNAs, etc. and this needs to be investigated further. On the whole, our data suggest that employing two complementary approaches have increased the overall coverage of the differentially expressed genes that in turn has aided in filling crucial gaps in the above‐mentioned processes.

## Host–pest interactions induce synthesis of additional metabolic resources ensuring survival

Transcriptomic and proteomic data obtained in this study revealed major changes in the carbohydrate metabolisms such as the significantly up‐regulated genes encoding TPS, TPP and GolS involved in trehalose and raffinose biosynthesis (Table 2) and down‐regulated genes involved in cell wall metabolisms (Table S7; Figure 6). Trehalose is a nonreducing disaccharide that plays a major role in the stabilization of proteins and molecular structures during stress (Garg *et al*., 2002). Likewise, raffinose belongs to a family of oligosaccharides that accumulates during stress and acts as osmoprotectants (Unda *et al*., 2012). Both trehalose and raffinose family of saccharides are referred to as compatible solutes responding to stress conditions in plants (Zhou *et al*., 2014). In addition to that, carbohydrate active and associated proteins like CAZymes, AGPs and FLAs were found to be differentially regulated in our data set (Table S7). AGPs are a heterogeneous class of abundant proteoglycans localized in both cell wall and cytosolic regions (Kumar *et al*., 2013). Reactive oxygen species molecules (H_2_O_2_) released during stress conditions, cross‐link the AGPs to the cell wall leading to rigidity and thereby render protection against pest and pathogen invasion. The rigidity caused in the cell wall matrix also acts as a negative regulator of cell growth (Cleland and Karlsnes, 1967; Gille *et al*., 2009; Sadava and Chrispeels, 1973).

Analysis of the nitrogen and amino acid metabolism highlighted additional clues on BS regulation. Briefly, GS1 and glutamate‐ammonia ligase were found to be consistently up‐regulated throughout the developmental stages (Table S14). In plants, glutamine (Gln) serves as the primary source for inorganic nitrogen, N (${\text{NO}}_{3}^{-}$ and ${\text{NH}}_{4}^{+}$) that gets subsequently utilized for biosynthesis of major amino acids like Glu, Asp and Asn. Among the genes involved in nitrogen/amino acid metabolism, glutamine synthetase (GS), glutamate synthase, GDH and NiR play primary roles in the assimilation of ${\text{NH}}_{4}^{+}$. Two isoforms of GS are reported in plants among which GS1 is induced and the other isoform, GS2 is suppressed during pathogen attack (Pageau *et al*., 2006). Interestingly, our study revealed the consistent up‐regulation of GS1, GDH and NiR under BS condition. Among the above mentioned, GS2 and NiR are involved in primary nitrogen assimilation, whereas GS1 and GDH are involved in organic nitrogen remobilization (Pageau *et al*., 2006). In addition, GS1 and GDH are also cited as senescence‐related markers in plants (Pageau *et al*., 2006). Expression pattern observed in the current study in turn suggests that nitrogen remobilization and senescence leading to stress regulation is active, whereas signals related to primary nitrogen assimilation leading to growth are not evidenced.

Lipid metabolism serves as one of the major contributor for energy, membrane biogenesis, signalling molecules, etc. Our study revealed a bias in the stimulation of certain lipid metabolic pathways. Briefly, linolenic acid metabolic enzymes were up‐regulated, whereas sterol biosynthesis genes were down‐regulated. Linolenic acid and sterols are lipid molecules colocalized within the plastid and thylakoid membranes (Schwertner and Biale, 1973). Our data showed that the factors related to linolenic acid metabolism leading to biosynthesis of stress‐responsive JA were induced, while the genes related to sterol biosynthesis that leads to growth‐related Br synthesis were down‐regulated. Interestingly, cellular component‐based annotation of the above‐mentioned pathways and processes revealed that growth and defence‐related molecules are colocalized within the same compartment such as chloroplast. However, under biotic stress, only defence‐related factors are positively regulated leaving behind the growth‐related factors (Figure 6). Such a switch over in the regulation of lipid metabolism at subcellular level further ensures resistance during bollworm attack.

### Diverse pathway regulation and association delineates bollworm infestation‐specific signalling pattern

In addition to above‐mentioned metabolic pathways, signalling molecules such as calcium, redox regulators, phytohormones, TFs and protein kinases that play independent role through diverse pathways were found to be differentially regulated in our data set (Figures S3 and S4). Briefly, up‐regulated members of Calcium (Ca^2+^) binding proteins and Ca^2+^ transporting ATPases are involved in maintaining cytosolic calcium levels during stress conditions. Redox regulators and oxidative stress regulators such as SODs, GSTs, peroxidases, NADPH oxidases, respiratory burst oxidase homologs (Rbohs), DHARs, etc. were found to be temporally regulated in our data set (Figures 6 and S4; Table S13). Among them, NADPH oxidases, Rbohs and extracellular peroxidases are the major regulators of the primary apoplastic oxidative burst during insect attack (Torres, 2010). These enzymes catalyse reactions leading to ROS release which further stimulates downstream enzymes like SODs and GSTs localized at other cellular components. Superoxide dismutases and GSTs catalyse detoxification reactions, while PCBRs are involved in antioxidant synthesis ultimately protecting cells from oxidative stress (Niculaes *et al*., 2014). Temporal expression of the ROS scavengers indicates a compromised pattern executed by cotton bolls in response to bollworm attack. Phytohormones are secondary signals that often regulate development and stress conditions in plants. Our study showed the positive regulation of stress‐related hormones such JA and ethylene accompanied by repression or down‐regulation of growth‐related Auxin, BR (Figure 5). Interestingly, we did not find genes related to SA biosynthesis which is also a biotic stress‐specific hormone; however, positively regulated suppressors for SA synthesis such as EIN3 and WRKY 33 have been evidenced in the current study (Table 2; Figure 6). Such observations in turn suggest that bollworm attack favours synergistic JA–ethylene synthesis over the antagonistic SA. Further, our study also revealed the up‐regulation of nuclear encoded plastid and mitochondrial components including TFs and enzymes. Among them, WRKY TF family is often linked with biotic stress response and pathogen‐associated molecular pattern (PAMP) (Eulgem and Somssich, 2007; Rushton *et al*., 1996). In addition, WRKY TFs also regulate the expression of nuclear encoded mitochondrial proteins (Van Aken *et al*., 2013). For example; up‐regulated members of WRKY40 identified in the current study are known to regulate the expression of AOX enzyme during stress conditions (Ivanova *et al*., 2014). These factors along with ROS molecules together constitute the plastid and mitochondrial signalling pathway components that regulates nuclear gene expression related to cell cycle and growth. Such pattern further reveals the retrograde trend operational during biotic stress conditions (Figure 6).

### Bollworm infestation induces major reallocation of metabolic resources favouring defence over growth

In response to insect pest attack, the host plant initiates several layers of defence including PAMP‐triggered immunity (PTIs), effector‐triggered immunity (Dangl and Jones, 2001). Following stress perception, a series of signal transduction events that include metabolic pathway regulation, defence molecule synthesis, etc. are stimulated to encounter the external attack (Figure S3). The above‐mentioned coordinated events suggest an energy intensive mechanism that needs to be executed in order to exert the defence response. Knowledge gained through the current study highlights that the source for such additional energy could be attained by suppressing growth locally (boll tissue growth). In short, we observed a hierarchy of factors and processes that specifically suppresses growth‐related events and stimulates defence‐related processes. Expression trend of carbohydrate, amino acid and lipid metabolism also reveals the synthesis of stress response‐related molecules such as trehalose, raffinose, linolenic acid and suppression of growth‐related factors such as cell wall elongation enzymes, and sterols. Suppression of fundamental processes such as photosynthesis and cell cycle not only retards further growth but also regulates the amount of ROS released by them and also preserves considerable amount of energy that could be channelized for defence signalling. Likewise, defence response such as lignifications, cross‐linking of proteoglycans to cell wall matrix offers cell wall rigidification on the one hand and negatively regulates cellular expansion on the other. All these factors together suggest a major reallocation of metabolic resources favouring defence over growth through selective regulation of specific pathways and processes during bollworm attack.

## Conclusion

The present study delineates boll‐specific endogenous defence mechanisms adapted by cotton plants under bollworm attack. The vast number of coordinated events including stimulations and repressions of major biological processes ultimately suggest major reallocation of metabolic resources that favours defence over growth in developing cotton bolls. Taking such insights into account, strategies targeting stimulation of multiple phytohormones and better sustainment of defence as well as growth signals could aid in developing resistant varieties against insect pest.

## Materials and methods

### Plant material and biotic stress treatment

Cotton (*Gossypium hirsutum* cv. Bikaneri Narma) plants were grown at Agricultural Research Station, Dharwad farm, Dharwad, during 2012–2013 Kharif seasons following recommended agronomic practices. Two separate plots of the same genotype were maintained with a space of 90 cm between rows and 20 cm between plants. The plots were covered with nylon nets to protect from any external pest incidence. Plot designated as control (no infection from any class of insects including bollworms) and plot designated as infested (infested with *H. armigera*) were protected in early stage (45 days after sowing) from incidence of sucking pests by spraying recommended insecticides. During peak flowering stage (65–85 days after sowing), 2nd–3rd instar larvae of *H. armigera*, raised on bendi (*Abelmoschus esculentus* L. Syn. *Hibiscus esculentus*) fruits in the Entomology laboratory maintained at 25 °C in 65%–70% relative humidity on a 14/10‐h light/dark cycle, were released on buds of cotton on the day of pollination. The buds with larva were covered using paper bag with proper aeration to prevent larvae movement from the bud. Such a set‐up ensured maximum damage of bolls by larva. The cotton bolls used as control(s) were also covered with paper bags with pores in order to prevent predation by insect pests and to ensure similar microenvironment as that of biotic stress‐induced bolls. Samples were collected after 8 h of infection and labelled as 0 dpa, likewise samples collected after 2 and 5 days of insect infestation were labelled as 2 and 5 dpa, respectively. After 5 days of infestation, the insect was removed; the bolls were collected after 10 days of further growth and were labelled as 10 dpa. Harvested cotton boll samples were frozen immediately in liquid nitrogen and stored at −70 °C until further use.

### Total RNA isolation and Microarray experiments

Infected bolls (complete) from 0 and 2 dpa and only infested portion of 5 and 10 dpa boll samples along with their respective controls were used for RNA extraction. In order to minimize plant to plant and mode of infection variations, boll samples were collected and pooled from five independent plants and considered as one biological replicate. Total RNA isolation, analysis and quality check were performed as previously described. Affymetrix Cotton GeneChip Genome array (Affymetrix, Santa Clara, California) having 23 977 probe sets representing 21 854 cotton transcripts was used for transcriptome analysis (http://www.affymetrix.com/catalog/131430/AFFY/Cotton-Genome-Array#1_1). Three biological replicates were maintained to test the reproducibility and quality of the chip hybridization. Microarray hybridization, staining and washing procedures were carried out as described in the Affymetrix protocols with minor modifications (Padmalatha *et al*., 2012). The arrays were scanned with a GeneChip scanner 3000.

### GeneChip data processing and analysis

After scanning of each array, DAT, CEL, CHP, XML and JPEG image files were generated using GeneChip Operating Software platform. The CEL files having estimated probe intensity values were analysed with GeneSpring GX‐12.6 software (Agilent Technologies, Santa Clara, California) to get DETs. The robust multiarray average algorithm was used for the back ground correction; quantile normalization and median polished probe set summarization to generate single expression value for each probe set. Normalized expression values were log_2_‐transformed, and differential expression analysis was performed using unpaired *t*‐test. The *P* values were corrected by applying the FDR correction (Benjamini and Hochberg, 2000). Differentially expressed transcripts with FDR corrected *P* value ≤0.01 and fold change ≥3 were included for further data analysis. The hierarchical clustering was performed using complete linkage method with Euclidean distance based on log fold change data compared to control samples using Cluster 3.0 (Eisen *et al*., 1998) to display the expression pattern and tree diagram of DETs. The DETs were annotated using NetAffx annotation data for Cotton GeneChip (http://www.affymetrix.com, release 26).

### Functional annotation of probe sets and pathways

To obtain functional annotation of transcripts, the consensus sequences of probe sets present in the Cotton GeneChip were mapped to the Arabidopsis TAIR protein database version 10 (http://www.arabidopsis.org) by BLASTX with *E* value cut‐off ≤e‐10. To identify the putative TFs and transcripts related to phytohormone biosynthesis and signal transduction pathways, the consensus sequences of all probe sets presented in cotton GeneChip were searched against the Arabidopsis transcription factor database (http://plntfdb.bio.uni-potsdam.de, version 3.0) and Arabidopsis hormone database (http://ahd.cbi.pku.edu.cn, version 2.0), respectively, by BLASTX with *E* value cut‐off ≤e‐10. Differentially expressed transcripts were grouped into functional categories based on MIPS functional catalogue (http://mips.gsf.de/projects/funcat). Further, MapMan software version 3.5.0 (http://gabi.rzpd.de/projects/MapMan/) was used to visualize the expression of differentially regulated cotton transcripts onto metabolic pathways (Usadel *et al*., 2005). The microarray data are deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) at the NCBI under the series accession numbers GSE55511.

### Two‐dimensional gel electrophoresis (2D SDS‐PAGE)‐based proteome analysis

The total protein from cotton bolls was isolated using phenol extraction method. The protein pellets were dissolved in 2D SDS‐PAGE rehydration buffer (7 m urea, 2 m thiourea, 2% CHAPS, 0.5% ampholytes, 40 mm DTT), and an aliquot of protein sample from two independent replicates was subjected to two‐dimensional gel electrophoresis (2D SDS–PAGE) as described previously (Kumar *et al*., 2013), briefly for the first‐dimensional separation, the sample was loaded onto a 13‐cm immobilized pH gradient (IPG) linear (pI 4–7) strips (GE Healthcare Life Sciences, U.S.A), and isoelectric focusing was performed according to manufacturer's instructions. Strips were then equilibrated, and second‐dimensional separation was carried out on 12% SDS–polyacrylamide gel (13 cm, 1.5 mm). Gels were stained with Coomassie blue staining to visualize the protein spots and were stored in 1% acetic acid at 4 °C until further use. Gels were scanned using GE Image scanner III (GE Healthcare Life Sciences, U.S.A) through Labscan software version 6.0.1 and analysed using Imagemaster 2D Platinum software version 6.0.1 (GE Healthcare Life Sciences, U.S.A). Protein spot detection parameters were set as: Smooth: 3, Minimum area: 11 and Saliency: 200. Detected protein spots were manually re‐evaluated to remove artefacts such as dust particles and streaks. Reproducibly detected protein spots were quantified using the per cent volume criterion. The relative volume corresponding to the detected spot region was considered to represent the expression level. Protein spots that showed normalized expression values of ±0.6‐, 1.5‐fold (biotic stress/control) were considered for statistical evaluation. To define the significant difference, *P* value <0.05 was set through Student's *t*‐test and one‐way anova. Protein expression values within the above‐mentioned thresholds were considered as differentially expressed.

### Protein identification, annotation and classification from 2D gel spots

Differentially expressed protein spots were subjected to in‐gel tryptic digestion followed by MALDIT TOF‐based identification procedure as previously described (Kumar *et al*., 2013). Peptide MS/MS spectrum processing was achieved through Flexanalysis software version 3 and database search using Biotools software version 3.2. The database search parameters were set as described: fragment masses were searched in three independent databases: they were (i) NCBInr database (06/03/2010) containing 10 551 781 sequences (total) including 290 173 sequences from green plants (Viridiplantae), (ii) *Gossypium raimondii* protein database containing 40 976 sequences downloaded from CottonGen website (ftp://ftp.bioinfo.wsu.edu/species/Gossypium_raimondii/CGP-BGI_G.raimondii_Dgenome/genes/), (iii) *Gossypium arboreum* protein database containing 40 134 sequences downloaded from Cotton Genome Project website (ftp://cotton:cotton321$@public.genomics.org.cn/Ca_all_Version2.GENE.pep.gz) through mascot search engine, taxonomy was set as Viridiplantae, enzyme was set as trypsin, fixed modifications included carbamidomethylation of cysteine, variable modifications included oxidation of methionine, protein mass was unrestricted, missed cleavage was set to 1, MS tolerance of ±100 ppm and MS/MS tolerance of ±/−0.75 da. Only peptides with an individual ion score of >40 (*P *< 0.05) were considered for protein identification. Identified proteins were sequences that were exported into BLAST2GO platform version 2.7 (www.blast2go.com/b2ghome) to attain GO‐based annotation, classification and pathway mapping (Conesa *et al*., 2005).

### Transcriptome and proteome data set integration

Unique protein sequences corresponding to the differentially expressed proteins were subjected to GEO Nucleotide Translated BLAST: tblastn analysis to obtain accessions corresponding to *Gossypium hirsutum* (taxid: 3635) transcripts. The search parameters for tblastn were set as follows: database—GEO; organism: *G. hirsutum* (taxid: 3635). Transcript accessions with E value cut‐off ≤e‐10 and >70% sequence identity were considered as matched sequence.

### The quantitative real‐time PCR (qRT‐PCR) analysis

The qRT‐PCR analysis was performed on selected differentially expressed genes to validate the microarray and proteome expression data. RNA isolation followed by cDNA synthesis, qRT‐PCR analysis and fold change calculations were performed as previously described (Padmalatha *et al*., 2012). The list of primers used in the current study is presented in Table S6. The *GhPP2A1* gene (accession no: DT545658) from *G. hirsutum* was used as reference gene to normalize the expression values (Artico *et al*., 2010).

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

**Figure S1** 2D‐PAGE profile of control (uninfected) and bollworm infested cotton boll proteome during developmental stages. 2D‐PAGE profiles of total proteins obtained from control and bollworm infested (Biotic stress) cotton bolls: (a) 0 dpa, (b) 2 dpa cotton bolls, (c) 5 dpa cotton bolls. Equal amount of total proteins (500 μg) were loaded onto 13 cm IPG strips, pI 4‐7 and protein samples were resolved using 12% SDS–PAGE gels.
**Figure S2** Validation of microarray and proteome data using qRT‐PCR during boll development stages (0, 2, 5 and 10 dpa) of cotton under biotic stress. *Y*‐axis represents the log 2 fold change values at various stages in the biotic stress as compared to their respective stages in control.
**Figure S3** Gene ontology based classification of commonly identified genes in transcriptome and proteome datasets under biological process (a), cellular component (b) and molecular function (c) categories. Key events in the signal transduction pathway activated in response to biotic stress (d).
**Figure S4** Overview of gene expression changes in developing cotton bolls infested with bollworm.

**Table S1** Differentially expressed transcripts during boll development stages (0, 2, 5 and 10 dpa) under biotic stress as compared to their respective control samples.

**Table S2** List of differentially expressed transcription factors (TFs) during boll developmental stages under bollworm infestation biotic stress.

**Table S3** List of differentially expressed transcripts related to phytohormone biosynthesis and signaling pathways during boll developmental stages response to bollworm infested biotic stress.

**Table S4** Consistently up‐regulated genes in different developmental stages under biotic stress.

**Table S5** Consistently down‐regulated genes in different developmental stages under biotic stress.

**Table S6** List of qRT‐PCR genes and primers used in this study.

**Table S7** Expression pattern of transcripts related to cell wall, cell division and cell growth.

**Table S8** Expression pattern of transcripts related to photosynthesis.

**Table S9** Expression pattern of transcripts related to carbohydrate metabolism.

**Table S10** Expression pattern of transcripts related to fatty acid metabolism.

**Table S11** Expression pattern of transcripts related to protein metabolism.

**Table S12** Expression pattern of transcripts related to transport mechanism.

**Table S13** Expression pattern of transcripts related to oxidative stress.

**Table S14** List of Differentially expressed proteins identified by MALDI TOF/TOF. Fold change values (BS/CN) are tabulated along with the protein identification details.

**Table S15** List of commonly identified genes in the transcriptome and proteome data sets.

**Table S16** Cluster wise list of differentially expressed transcripts included in the Hierarchical Cluster Analysis depicted in Figure 5a.

**Table S17** Cluster wise list of differentially expressed proteins included in the Hierarchical Cluster Analysis depicted in Figure 4b.

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 1 — Figure S1 2D‐PAGE profile of control (uninfected) and bollworm infested cotton boll proteome during developmental stages. 2D‐PAGE profiles of total proteins obtained from control and bollworm infested (Biotic stress) cotton bolls: (a) 0 dpa, (b) 2 dpa cotton bolls, (c) 5 dpa cotton bolls. Equal amount of total proteins (500 μg) were loaded onto 13 cm IPG strips, pI 4‐7 and protein samples were resolved using 12% SDS–PAGE gels. Figure S2 Validation of microarray and proteome data using qRT‐PCR during boll development stages (0, 2, 5 and 10 dpa) of cotton under biotic stress. Y‐axis represents the log 2 fold change values at various stages in the biotic stress as compared to their respective stages in control. Figure S3 Gene ontology based classification of commonly identified genes in transcriptome and proteome datasets under biological process (a), cellular component (b) and molecular function (c) categories. Key events in the signal transduction pathway activated in response to biotic stress (d). Figure S4 Overview of gene expression changes in developing cotton bolls infested with bollworm.

## Slide 1

Supporting Figure 1
Control pI 4-7 (Linear)
Biotic stress pI 4-7 (Linear)
0 Dpa
170 kDa
130
 95
 72
 55
 43
 34
 26
17
10
170 kDa
130
 95
 72
 55
 43
 34
 26
17
10
2 Dpa
170 kDa
130
 95
 72
 55
 43
 34
 26
17
10
5 Dpa
(a)
(b)
(c)
Figure S1: 2D-PAGE profile of control (uninfected) and bollworm infested cotton boll proteome during
developmental stages. 2D-PAGE profiles of total proteins obtained from control and
bollworm infested (Biotic stress) cotton bolls: (a) 0 dpa, (b) 2 dpa cotton bolls, (c) 5 dpa cotton bolls.
Equal amount of total proteins (500 µg) were loaded onto 13cm IPG strips, pI 4-7 and protein samples
were resolved using 12% SDS-PAGE gels.

## Slide 2

Supporting Figure 2
Transcriber locus (Ghi.3743.1_A1_at)
Trypsin and protease inhibitor (GhiAffx.61299.1.S1.at)
Polygalacturonase (Ghi.7933.1.S1_at)
POD9 (Ghi.7950.1.S1_at)
Predicted protein (GhiAffx.25508.1.S1_at)
Transcribed locus (Ghi.9150.1.S1_at)
ACS1 (Ghi.23.4.A1_at)
Unknown protein (GhiAffx.19697.1.A1_s_at)
Unknown (GhiAffx.24975.1.A1_at)
Unknown protein
(Ghi.9102.1.S1_at)
YLS9 (Ghi.1011.1.A1_s_at)
Transcribed locus (Ghi.6429.1.S1_at)
Zinc Finger (GhiAffx.4130.1.S1_at)
Unknown protein (Ghi.10595.1.S1_at)
Transcribed locus (Ghi.6656.1.A1_at)
Unknown (Ghi.9280.3.A1_at)
ATBCB (Ghi.1069.1.S1_X_at)
Unknown protein (Ghi.2608.2.A1_at)
Transcribed locus (GhiAffx.7921.1.S1_at)
RD26 (Ghi.7907.1.S1_s_at)
Transcribed locus (Ghi.6664.1.S1_at)
Unknown (GhiAffx.2668.1.A1_at)
Weakly similar to (Ghi.4.1.A1_at)
ATOSM34 (Ghi.1008.1.S1_at)
EDGP (Ghi.7891.1.S1_s_at)
ABA responsive
protein related (Ghi.2169.1.A1_at)
WD-40 (Ghi.9152.1.SD1_at)
Cytochrome P450 (Ghi.3328.1.A1_at)
Protein kinase family Protein (GhiAffx.12729.1.A1_at)
Unknown (Ghi.8476.1.S1_x_at)
Unknown (GhiAffx.8694.1.S1_a_at)
Unknown (GhiAffx.15571.1.S1_a_at)

## Slide 3

Supporting Figure 2
GBF6
(Ghi.5267.1.A1_at)
THI1 (Gra.2938.2.A1_at)
Glyoxal oxidase related (Ghi.5081.1.S1_s_at)
ATLP-1 (Ghi.8826.1.S1_s_at)
Phosphate-responsive 1
family protein (Ghi.10316.1.S1_s_at)
Gibberellin-regulated family protein (Ghi.5796.1.S1_s_at)
PGIPL
(Ghi.10609.1.S1_s_at)
Delta 8 sphingolipid
desaturase (Ghi.8520.1.S1_at)
0 dpa BS vs CN
2 dpa BS vs CN
2 dpa BS vs CN
0 dpa BS vs CN
5 dpa BS vs CN
5 dpa BS vs CN
10 dpa BS vs CN
10 dpa BS vs CN
ATEXPA4 (Ghi.6188.1.A1_at)
Unknown (Ghi.8636.2.S1_s_at)
0 dpa BS vs CN
2 dpa BS vs CN
5 dpa BS vs CN
0 dpa BS vs CN
5 dpa BS vs CN
2 dpa BS vs CN
10 dpa BS vs CN
10 dpa BS vs CN
Figure S2: Validation of microarray and proteome data using qRT-PCR during boll development
stages (0, 2, 5 and 10 dpa) of cotton under biotic stress. Y-axis represents the log2 fold change values at
various stages in the biotic stress as compared to their respective stages in control.

## Slide 4

Supporting Figure 3
 (A) Biological process
 (B) Cellular component
 (C) Molecular function
Biosynthetic process 22%
Cellular process
35%
Metabolic process
43%
Intracellular organelles
42%
Cytoplasm
58%
Catalytic activity
33%
Nucleotide binding
67%
 (D)
Environmental stress
Biotic stress
Perception of stress
eg: Pathogen recognition receptors
Signal transduction
MAP kinase cascades
ROS accumulation
Hormone signaling
Induction of multiple and individual stress induced transcription factors
eg: HSF, AP2/ERF, WRKY, NAC, MYB, AREB/ABF, DREB/CBF, Zinc Finger.
Post translational regulation of TF’s
Expression of functional downstream response genes.
eg: LEA proteins, Heat shock proteins, Ion channels, Genes involved in lignin and secondary metabolites biosynthesis, ROS detoxification, stomatal closure, growth regulation, cell death.
Post translational regulation
eg: by small RNAs
Stress Tolerance/Resistance
Figure S3: Gene ontology based classification of overlapping genes in transcriptome and proteome datasets under Biological process (A), Cellular Component (B) and Molecular function categories (C). Key events in the signal transduction pathway activated in response to biotic stress (D)

## Slide 5

Supporting Figure 4
B
A
C
D
Figure S4 Changes in gene expression pattern observed in bollworm infested cotton bolls. Genes with experimental indication of involvement in the biotic stress are gathered on the main panel (coloured with dark grey), while genes and pathways that are putatively involved in biotic stress pathway are shown on the left and right sides (coloured in light grey). a) 0 dpa, b) 2 dpa, c) 5 dpa and 10 dpa. In all cases, the signal after infection is expressed as a ratio relative to the signal in unifected controls, converted to a log2 scale, and displayed. The scale is shown in the figures.

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 7 — Table S6 List of qRT‐PCR genes and primers used in this study.

| **Supporting table S6** List of qRT-PCR genes and primers used in this study | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **S.**  **No** | **Probeset ID** | **Accession No.** | **Annotation** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** | **Amplicon**  **Size**  **(bp)** |
| **Up-regulated genes** | | | | | | |
| 1 | Ghi.3743.1.A1_at | DT462103 | Transcribed locus | AATATACCGGCGGACAAAGAG | CCAATTCTTCTGCAATGTCGTATT | 103 |
| 2 | GhiAffx.61299.1.S1_at | DW508705 | Kunitz family protein | TAACAACCGGTGGAGTTGAAG | GGCAGTAAACAAGCCTGTAGT | 99 |
| 3 | Ghi.7933.1.S1_at | AF410458 | Polygalacturonase | TTTCACCACCTTGCTCATCTC | CGATGCGTTTGGCAACAAATA | 123 |
| 4 | Ghi.7950.1.S1_at | AY366083 | POD9 precursor (pod9) | CATGGACCGACTCTACAACTTC | GCCTTTAGGACATCGTTGTTTG | 100 |
| 5 | GhiAffx.25508.1.S1_at | DW496030 | Predicted protein | GATGAGAAAGGAAACGGCAAAC | CAGAGGAAGAGTTTAGAGAGCTAATG | 120 |
| 6 | GhiAffx.19697.1.A1_s_at | DW227913 | Unknown protein | CCATCTCATCATCCTTCTTCTTCT | GTTGGGTGAGCGGCTATT | 104 |
| 7 | Ghi.9150.1.S1_at | DT463688 | Transcribed locus | AGGAGTTTCCATTTATGTGCTTTC | GAGGAGGAAATGGTAGGATCTTG | 141 |
| 8 | Ghi.23.4.A1_at | DT466530 | ACS1 (ACC synthase 1) | CATGAGGCTCTCGTCGTATAAC | TCATGAAGCAGACAAGTCTCAA | 100 |
| 9 | GhiAffx.24975.1.A1_at | DW513882 | Unknown | CGAGAAGTACCGATCATGGAAG | CCCAAAGTTGTTAATGGAGAAGTG | 126 |
| 10 | Ghi.6429.1.S1_at | CF932111 | Transcribed locus | CTACTTGTCCCTACAAGGTCAC | GAAACTCTACATAACACGCTTGC | 101 |
| 11 | Ghi.9102.1.S1_at | DV849822 | Unknown | GCTTCTTCATCGTTGGCAATAC | CTAGAACCGTCCTTGTCTCATTT | 110 |
| 12 | GhiAffx.8694.1.S1_a_at | DW499451 | DW499451.1 | AGGGCTGGATTGTGAGTAATG | GCTTCTCGATTACCAGGAAGAA | 113 |
| 13 | Ghi.1011.1.A1_s_at | DT463974 | YLS9 (Yellow-leaf-specific gene 9) | CCCACCAAGGATAACCAGATG | GATCGAGGCTAGGGCTTACTA | 133 |
| 14 | Ghi.10595.1.S1_at | DN761009 | Unknown protein | GAACAATGAAGAGATTGACCATGAA | CCTAGCAAGCACAGCATTAGA | 100 |
| 15 | Ghi.6656.1.A1_at | CA993777 | Transcribed locus | ACACTGAACCTACCGAAATCAA | TCATCTTCAAGCTTTCCCATACT | 114 |
| 16 | GhiAffx.4130.1.S1_at | DW498401 | Zinc finger (C3HC4-type RING finger) family protein | TGTGTTTCATTCGGGTTGTATTG | TACCCTCACCACCTCCTATTT | 110 |
| 17 | Ghi.9280.3.A1_at | DT462248 | Unknown | GCCTTCCCAGGTTTCTACTT | CGTTTAGCTCTTGGCTGTTATG | 104 |
| 18 | Ghi.2608.2.A1_at | DT463212 | Unknown protein | GAGTTGCTTTGGCATTCTCATT | ACTCCCAAACATCAACACTACA | 117 |
| 19 | Ghi.7907.1.S1_s_at | AI055500 | RD26 (Responsive to dessication 26) | AAGTCTGGGTATCGGGAATTTG | CCCTGACTCTGAGTTTGAGTTT | 106 |
| 20 | GhiAffx.7921.1.S1_at | DW517203 | Transcribed locus | CTTCGGAACTTAGGATAGGGATTT | AGCAAGATCGGTGAGTGTTT | 102 |
| 21 | Ghi.1069.1.S1_x_at | DN759630 | ATBCB (Arabidopsis blue-copper-binding protein) | CCATTGCCTTAGCTTTGTTCTG | ACGAATGAAGACTGTGTCTGG | 116 |
| 22 | GhiAffx.2668.1.A1_at | DT463855 | Unknown | GAAGGTAAAGACCCTCGTAAGC | AGCAGACGGTTACACAATCAA | 101 |
| 23 | Ghi.6664.1.S1_at | CA993761 | Transcribed locus | AGCAAATACCAATCACCAATCTATG | TGAAAGTGTCGAGCTGAGAAG | 107 |
| 24 | Ghi.4.1.A1_at | CK987701 | Unknown | GAGTTAACTGCATTTCGCCTAAC | CAACACTGCTGAAACCGAAAG | 110 |
| 25 | Ghi.1008.1.S1_at | CK987666 | ATOSM34 (Osmotin 34) | CCCAAAGGATGACCCAACAA | GAAAGGACTTAAACCATCCCAAATAC | 102 |
| 26 | Ghi.2169.1.A1_at | DT468931 | GRAM domain-containing protein / ABA-responsive protein-related | GCGATCACTACAGAAAGCTACA | CGCAACGTATTCAAACGAGAAG | 121 |
| 27 | Ghi.3328.1.A1_at | DT463239 | Cytochrome P450 | CCACCATTCGTTGAGCTAGA | AGCCTGAGAGATTTGATGGTAATA | 114 |
| 28 | Ghi.7891.1.S1_s_at | DT462224 | Extracellular dermal glycoprotein / EDGP | ACTTCAAGGCTGGGATTCAG | CGAGGGCTACGACGTTAAAT | 101 |
| 29 | Ghi.9152.1.S1_at | DT462541 | Transducin family protein / WD-40 repeat family protein | GTCATACCGGTCCAGTCAAAT | TTATCGAGGCTACCACTGTAAAC | 100 |
| 30 | GhiAffx.12729.1.A1_at | DT466204 | Protein kinase family protein | GACCGTAACCGGGATGTTT | GGGTTGGCAAAGCTTCTTATG | 108 |
| 31 | Ghi.8476.1.S1_x_at | CO495095 | Transcribed locus | CAACGCAATCGTGACTCATAAC | CATAGTGCATGCATGTGTTTCT | 124 |
| 32 | GhiAffx.15571.1.S1_a_at | DW505599 | Unknown | GACAGCCTGAGATGATGAAGAG | ACAAACCTAGTGACCAACAGAG | 113 |
| **Down-regulated genes** | | | | | | |
| 1 | Ghi.8826.1.S1_s_at | DT566192 | ATLP-1 (Arabidopsis thaumatin-like protein 1) | TCTTCGTATACTAGATGTCGCTTTC | CGCCACCCACACAGATATT | 139 |
| 2 | Ghi.5081.1.S1_s_at | DT049160 | Glyoxal oxidase-related | TCACCTGTAAGTCACCACTTG | GGAGGCATTCTATCCGGTTATT | 131 |
| 3 | Ghi.5267.1.A1_at | DT046626 | GBF6 (G-box binding factor 6) | ACAGAGTTCTCAGCTTCAATGT | GGCTCAACTCACACTCCTAAG | 99 |
| 4 | Gra.2938.2.A1_at | CO085472 | THI1 (Thiazole requiring) | ACGCTATCGATCATCCCAATAC | CAATCTTGCATGGACCCAAAC | 122 |
| 5 | Ghi.8520.1.S1_at | DR044160 | Delta-8 sphingolipid desaturase | GTGTTCGTCTTGGATGGATTTG | TTGTCCGTAAATGGCACCT | 96 |
| 6 | Ghi.10316.1.S1_s_at | DT051688 | Phosphate-responsive 1 family protein | CCGCCTGAACCGTACAAA | GCTAGCTGAATCGTCGAGTAAT | 111 |
| 7 | Ghi.6188.1.A1_at | CO493635 | ATEXPA4 (Arabidopsis thaliana expansin A4) | TCGTGAAGGCTAGTGTGAAAG | ACTGCCTGTGACCCTAAATG | 125 |
| 8 | Ghi.8636.2.S1_s_at | DT054289 | Unknown | CCGGTTGTTCCTCCAATAGTT | TTTCCCACTTGGTGGCTTAG | 114 |
| 9 | Ghi.10609.1.S1_s_at | DN761916 | Polygalacturonase-inhibiting protein (PGIPL) | ACTCCCTTGAAGGCAACATAC | CGAACTTCGCCGATGATAGAG | 120 |
| 10 | GhiAffx.6042.1.S1_s_at | DW498160 | Gibberellin-regulated family protein | GTTACAGGGACCTGAAGAACTC | ATGGGTCCTGATGTTTAGGAAA | 104 |

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 8 — Table S7 Expression pattern of transcripts related to cell wall, cell division and cell growth.

(**+**) indicates up-regulated transcripts

(**-**) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 9 — Table S8 Expression pattern of transcripts related to photosynthesis.

| **Supporting table S8** Expression pattern of transcripts related to photosynthesis | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **S.No** | **Probeset ID** | **Accession No** | **Gene Name** | **Boll developmental stages (dpa)** | | | |
|  |  |  |  | **0** | **2** | **5** | **10** |
| 1 | Ghi.4037.3.S1_s_at | DT567171 | ATP synthase protein I -related | - |  |  |  |
| 2 | Ghi.8709.1.A1_at | DR461016 | ATP synthase beta chain 1 |  | - |  | - |
| 3 | GhiAffx.6895.1.S1_s_at | DW505850.1 | ATP synthase gamma chain 2 |  | - |  | - |
| 4 | Ghi.1161.1.S1_s_at | DT047487 | ATP synthase delta chain, chloroplast / H(+)-transporting two-sector ATPase, delta (OSCP) subunit |  |  |  | - |
| 5 | GhiAffx.17920.1.S1_s_at | DW481817.1 | Mitochondrial ATP synthase g subunit family protein |  |  |  | - |
| 6 | Ghi.7554.1.S1_at | AI729453 | (Vacuolar ATP synthase subunit D); Hydrogen ion transporting ATP synthase, rotational mechanism / Hydrogen ion transporting ATPase, rotational mechanism |  |  |  | - |
| 7 | GhiAffx.7848.1.S1_at | DW493614.1 | ATP synthase CF1 beta subunit |  |  | **+** |  |
| 8 | Ghi.7632.1.S1_s_at | AI725673 | (Vacuolar ATP synthase subunit B2); Hydrogen ion transporting ATP synthase, rotational mechanism |  |  |  | **+** |
| 9 | Ghi.1128.1.S1_at | DN779673 | Photosystem I reaction center subunit VI, chloroplast/ PSI-H, putative (PSAH2) |  | - |  | - |
| 10 | Ghi.6581.1.S1_x_at | DN780965 | LHCB4.3 (Light harvesting complex PSII); Chlorophyll binding | - | - | - | - |
| 11 | Ghi.88.1.S1_s_at | DV848673 | LHCB5 (Light harvesting complex of photosystem II 5); Chlorophyll binding |  | - |  | - |
| 12 | Ghi.1146.1.S1_a_at | DN780642 | LHCB2.1 (Photosystem II light harvesting complex gene 2.1); Chlorophyll binding |  | - |  | - |
| 13 | Ghi.1400.1.S1_s_at | CD486214 | LHCA4 (Photosystem I light harvesting complex gene 4); Chlorophyll binding |  | - |  | - |
| 14 | GhiAffx.17581.1.S1_at | DW518594.1 | LHCA5 (Photosystem I light harvesting complex gene 5) |  |  |  | - |
| 15 | Ghi.6780.1.S1_s_at | CA993199 | CAB1 (Chlorophyll A/B binding protein 1); Chlorophyll binding | **+** | - | **+** | **+/**- |
| 16 | Gra.2939.2.S1_s_at | CO088487 | LHCB4.3; Chlorophyll binding |  | - |  |  |
| 17 | Ghi.9473.2.S1_s_at | AI727241 | CUE1 (CAB underexpressed 1); Antiporter/ Triose-phosphate transporter |  |  |  | - |
| 18 | GhiAffx.59768.1.S1_at | DW235537.1 | SUB1 (Short under blue light 1) |  |  |  |  |
| 19 | Ghi.1949.1.S1_s_at | DV848790 | ATFD1 (Ferredoxin 1); Electron carrier/ Iron ion binding |  | - |  | - |
| 20 | Ghi.7727.1.S1_s_at | AI727496 | ATFD3 (Ferredoxin 3); Electron carrier |  |  |  | - |
| 21 | GhiAffx.29182.1.S1_at | DW511527.1 | Apoferredoxin |  | - |  | - |
| 22 | Ghi.6599.1.A1_at | DT462996 | SIR (Sulfite reductase); Sulfite reductase (Ferredoxin) |  |  |  | - |
| 23 | GhiAffx.20889.1.S1_at | DW233795.1 | FED A (Ferredoxin 2); Electron carrier/ Iron ion binding | **+** |  |  |  |
| 24 | Ghi.3170.2.A1_at | DT468829 | NIR1 (Nitrite reductase); Ferredoxin-nitrate reductase |  |  | **+** |  |
| 25 | Ghi.1574.1.S1_at | DV849347 | FTRA2 (Ferredoxin/Thioredoxin reductase subunit A (variable subunit) 2); Ferredoxin:thioredoxin reductase |  | **+** |  |  |
| 26 | GhiAffx.22444.1.S1_at | DW500755.1 | Plastocyanin-like domain-containing protein | - | - | - | - |
| 27 | Gra.314.1.S1_s_at | CO088579 | Plastoquinol-plastocyanin reductase |  | - |  | - |
| 28 | Ghi.9252.1.A1_at | DT467015 | Chloroplast thylakoid processing peptidase | **+** |  |  |  |
| 29 | Ghi.6041.1.S1_s_at | DV849896 | Chloroplast nucleoid DNA-binding protein |  |  | **+** |  |
| 30 | Ghi.8767.1.S1_s_at | DT543374 | Chloroplast nucleotide DNA-binding protein related | - | - |  | - |
| 31 | Ghi.1049.1.S1_at | DN802307 | Chloroplast ADP, ATP carrier protein 1 / ADP, ATP translocase 1 / Adenine nucleotide translocase 1 (AATP1) |  | - | **+** | - |
| 32 | GhiAffx.25090.1.S1_at | DW484578.1 | Chloroplast lumen common family protein |  | - |  | - |
| 33 | GhiAffx.36723.1.S1_at | DW515956.1 | Chloroplast thylakoid lumen protein |  | - |  | - |
| 34 | Ghi.6128.1.S1_s_at | DR453882 | Chloroplast biotin carboxylase (BC1) mRNA; Nuclear gene for chloroplast product |  |  |  | - |
| 35 | Ghi.1378.1.S1_at | CA992997 | 29 kDa ribonucleoprotein, chloroplast/ RNA-binding protein cp29 |  |  | - | - |
| 36 | GhiAffx.911.1.S1_s_at | DW517325.1 | 50S ribosomal protein L21, chloroplast / CL21 (RPL21) |  |  |  | - |
| 37 | GhiAffx.17656.1.S1_a_at | AJ513179 | 50S ribosomal protein L28, chloroplast (CL28) |  |  |  | - |
| 38 | Ghi.10678.1.S1_s_at | DR458501 | Chloroplast chaperonin 10 |  |  |  | - |
| 39 | Ghi.9564.1.S1_s_at | DR458096 | CPN60A (Chloroplast / 60 kDa chaperonin alpha subunit); ATP binding / Protein binding / Unfolded protein binding |  |  |  | - |
| 40 | Ghi.10340.1.S1_at | DV849275 | 2-cys peroxiredoxin, Chloroplast |  |  |  | - |
| 41 | Ghi.8153.1.S1_s_at | DQ120514.1 | Chloroplast Cu/Zn superoxide dismutase mRNA; nuclear gene for chloroplast product |  |  |  | - |
| 42 | GhiAffx.19167.1.S1_s_at | DW487864.1 | MIND (Accumulation and replication of chloroplast 11) |  |  |  | - |

(**+**) indicates up-regulated transcripts

(**-**) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 10 — Table S9 Expression pattern of transcripts related to carbohydrate metabolism.

| **Supporting table S9** Expression pattern of transcripts related to carbohydrate metabolism | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| S.No | Probeset ID | Accession No | Gene name | Boll developmental stages (dpa) | | | |
|  |  |  |  | 0 | 2 | 5 | 10 |
| 1 | Ghi.8034.1.S1_s_at | AY628139.1 | Trehalose 6-phosphate synthase | **+** |  | **+** | **+** |
| 2 | Ghi.6320.2.S1_at | DT462221 | ATTPS7 (*Arabidopsis thaliana* trehalose-phosphatase /synthase 7) | **+** | **+** | **+** | **+** |
| 3 | Ghi.3451.2.A1_at | DT465672 | ATTPS11 (*Arabidopsis thaliana* trehalose phosphatase/synthase 11) | **+** | **+** | **+** | **+** |
| 4 | Ghi.3389.2.A1_s_at | DT464172 | ATTPPA (*Arabidopsis thaliana* trehalose-6-phosphate phosphatase) |  |  | **+** | **+** |
| 5 | GhiAffx.36503.1.S1_at | DW238688.1 | ATGOLS1 (*Arabidopsis thaliana* galactinol synthase 1) | **+** | **+** | **+** | **+** |
| 6 | GhiAffx.34543.1.A1_at | DW227458.1 | ATGOLS2 (*Arabidopsis thaliana* galactinol synthase 2) | **+** | **+** | **+** | **+** |
| 7 | GhiAffx.16092.1.A1_s_at | DW501210.1 | SIP1 (Seed imbibition 1-like); galactinol-sucrose galactosyltransferase/ hydrolase | **+** | **+** |  | **+** |
| 8 | Ghi.9279.2.A1_s_at | DT462929 | UGE1 (UDP-D-glucose/UDP-D-galactose 4-epimerase 1) | **+** |  | **+** | **+** |
| 9 | GhiAffx.19354.1.S1_s_at | DW488498.1 | UGE5 (UDP-D-glucose/UDP-D-galactose 4-epimerase 5) | **+** | **+** | **+** | **+** |
| 10 | Gra.2050.1.S1_s_at | CO126131 | UDP-glucose 4-epimerase |  |  | **+** | **+** |
| 11 | Ghi.6751.1.A1_s_at | CA993334 | Fructose-1,6-bisphosphatase / D-fructose-1,6-bisphosphate 1-phosphohydrolase / FBPase | **+** |  |  |  |
| 12 | GhiAffx.6764.1.S1_s_at | DW504364.1 | GAL1 (Galactose kinase 1) |  |  |  | **+** |
| 13 | GhiAffx.31355.1.S1_s_at | DT462536 | UGT73B2; UDP-glycosyltransferase |  |  | **+** | **+/-** |
| 14 | Ghi.3263.1.S1_at | DT467895 | ATCSLG2 (Cellulose synthase-like G2) | **+** | **+** | **+** | **+** |
| 15 | Ghi.1449.1.S1_s_at | DN780764 | ATCSLE1 (Cellulose synthase-like E1) |  |  | **+** | **+** |
| 16 | Ghi.8123.1.S1_at | X52305.1 | Malate synthase (EC 4.1.3.2) | **+** |  | **+** | **+** |
| 17 | Ghi.8244.1.S1_s_at | DT543347 | LTA2 (Plastid E2 subunit of pyruvate decarboxylase) |  |  |  | **-** |
| 18 | Gra.1083.1.A1_at | CO121246 | APL4; glucose-1-phosphate adenylyltransferase | **-** |  |  | **-** |
| 19 | GhiAffx.42174.1.A1_s_at | DW506784.1 | glucose-6-phosphate isomerase, cytosolic (PGIC) | **-** |  |  | **-** |
| 20 | Ghi.4828.1.S1_s_at | DT050294 | UTP--glucose-1-phosphate uridylyltransferase / UDP-glucose pyrophosphorylase / UGPase |  | **-** | **-** | **-** |
| 21 | Ghi.7861.1.S1_s_at | DV849289 | UDP-glucose 6-dehydrogenase |  |  |  | **-** |
| 22 | GhiAffx.24615.1.S1_at | DW512010.1 | RHM1/ROL1 (Rhamnose biosynthesis1); UDP-glucose 4,6-dehydratase/ catalytic |  |  |  | **-** |
| 23 | GhiAffx.34102.1.S1_s_at | DW517542.1 | PGM (Phosphoglucomutase) |  |  |  | **-** |
| 24 | GhiAffx.6228.2.A1_s_at | DW498003.1 | G6PD2 (Glucose-6-phosphate dehydrogenase 2) |  |  |  | **-** |
| 25 | Ghi.1456.1.S1_x_at | CA993106 | Fructose-bisphosphate aldolase |  | **-** |  | **-** |
| 26 | GhiAffx.52253.1.S1_s_at | DR463559 | Pyrophosphate--fructose-6-phosphate 1-phosphotransferase beta subunit / pyrophosphate-dependent 6-phosphofructose-1-kinase |  |  |  | **-** |
| 27 | Ghi.2039.2.S1_s_at | DT463218 | SUS1 (Sucrose synthase 1) |  | **-** |  | **-** |
| 28 | Ghi.1151.1.A1_at | U58283.1 | Cellulose synthase |  |  |  | **-** |
| 29 | Ghi.4648.3.A1_x_at | CO493453 | CESA8 (Cellulase synthase 8) |  |  |  | **-** |
| 30 | Ghi.7294.1.S1_s_at | AI731843 | ATCSLA02 (Cellulose synthase-like A2) |  |  |  | **-** |
| 31 | GhiAffx.21602.1.A1_at | DW496092.1 | ATCSLC05 (Cellulose synthase-like C5) |  |  |  | **-** |
| 32 | Ghi.8147.1.S1_at | DQ073046.1 | Pectate lyase | **+** |  | **-** | **-** |
| 33 | Ghi.10256.1.S1_at | DT567984 | Pectate lyase family protein |  | **-** |  | **-** |
| 34 | Ghi.8137.1.A1_at | DT050714 | Cottonseed isocitrate lyase (ICL) (EC 4.1.3.1) | **-** |  |  | **-** |
| 35 | Ghi.4943.1.A1_x_at | DT049835 | ACLA-3 (ATP-citrate lyase A-3) |  |  |  | **-** |
| 36 | Ghi.1876.1.S1_s_at | DV849686 | Aconitate hydratase / citrate hydro-lyase/aconitase |  |  |  | **-** |
| 37 | Ghi.8277.1.S1_s_at | AI731105 | HTH (HOTHEAD); aldehyde-lyase |  | **-** | **-** | **-** |
| 38 | GhiAffx.25489.1.A1_s_at | DW232960.1 | MDH (malate dehydrogenase); malate dehydrogenase | **-** | **-** |  | **-** |
| 39 | Ghi.7604.1.S1_s_at | DT573609 | 3-isopropylmalate dehydrogenase |  | **-** |  | **-** |
| 40 | Ghi.1646.1.S1_s_at | DN760180 | DCT/DIT2.1 (Dicarboxylate transport); oxoglutarate:malate antiporter |  | - |  | - |
| 41 | GhiAffx.5436.1.S1_at | DW489709.1 | PMDH2 (Peroxisomal NAD-malate dehydrogenase 2) |  |  |  | - |
| 42 | Ghi.10436.1.S1_s_at | DN757648 | ATNADP-ME1 (NADP-MALIC ENZYME 1) |  |  |  | - |
| 43 | Ghi.1663.1.S1_s_at | DN760118 | Phosphoenolpyruvate carboxylase (PEPC2) | - | - |  |  |
| 44 | Ghi.10173.1.S1_s_at | DT466176 | Phosphoenolpyruvate carboxykinase (ATP)/ PEP carboxykinase/ PEPCK |  | - | + |  |

(**+**) indicates up-regulated transcripts

(**-**) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 11 — Table S10 Expression pattern of transcripts related to fatty acid metabolism.

| **Supporting table S10**  Expression pattern of transcripts related to fatty acid metabolism | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **S. No** | **Probeset ID** | **Accession No** | **Gene name** | **Boll developmental stages (dpa)** | | | |
|  |  |  |  | **0** | **2** | **5** | **10** |
| 1 | Gra.2105.1.A1_s_at | CO123877 | ACBP1 (Acyl-CoA binding protein) | **+** | **+** | **+** | **+** |
| 2 | Ghi.8009.2.A1_s_at | DR460320 | Triacylglycerol lipase |  |  |  | - |
| 3 | Ghi.6141.1.S1_at | DR456515 | SDP1 (SUGAR-DEPENDENT1); Triacylglycerol lipase | **+** | **+** | **+** | **+** |
| 4 | Ghi.10670.1.S1_x_at | DN779635 | PAD4 (PHYTOALEXIN DEFICIENT 4); Triacylglycerol lipase | **+** |  | **+** | **+** |
| 5 | GhiAffx.31068.1.S1_at | DT466441 | TAG1 (Triacylglycerol biosynthesis defect 1); Diacylglycerol O-acyltransferase | **+** |  | **+** | **+** |
| 6 | GhiAffx.63008.1.S1_s_at | DW504223.1 | Acyl CoA reductase | **+** | **+** | **+/**- | - |
| 7 | GhiAffx.55382.1.S1_at | DW483071.1 | ACX2 (Acyl-CoA oxidase 2); Acyl-CoA oxidase | **+** |  | **+** | **+** |
| 8 | Ghi.8572.1.S1_at | AI055642 | ACX3 (Acyl-CoA oxidase 3); Acyl-CoA oxidase | **+** |  | **+** | **+** |
| 9 | Ghi.7466.1.S1_at | AI730393 | ACX4 (Acyl-CoA oxidase 4); Oxidoreductase | **+** |  | **+** | **+** |
| 10 | GhiAffx.7633.1.S1_s_at | DW499904.1 | FATB (Fatty acyl-ACP thioesterases B); Acyl carrier/ Acyl-ACP thioesterase | **+** | **+** | **+** | **+** |
| 11 | Ghi.3184.1.S1_s_at | DT468147 | AAE7/ACN1 (Acyl-activating enzyme 7); AMP binding / Acetate-CoA ligase | **+** | **+** | **+** | **+** |
| 12 | GhiAffx.844.1.A1_x_at | CO492611 | Beta-ketoacyl-CoA synthase |  | **+** |  | **+** |
| 13 | Ghi.5184.1.A1_s_at | DT048714 | Beta-ketoacyl-CoA synthase (KCS2) |  |  | - | - |
| 14 | GhiAffx.29745.1.S1_s_at | DW482448.1 | Beta-ketoacyl-CoA synthase family protein |  | - | **+/**- | - |
| 15 | Ghi.6416.1.A1_at | DT468316 | ATGPAT7/GPAT7 (Glycerol-3-phosphate acyltransferase 7); 1-acylglycerol-3-phosphate O-acyltransferase/ acyltransferase |  | **+** |  | **+** |
| 16 | GhiAffx.25722.1.A1_s_at | DT463796 | Acetyl-CoA C-acyltransferase / 3-ketoacyl-CoA thiolase |  |  | **+** | **+** |
| 17 | Ghi.858.1.S1_at | DR453910 | LACS7 (Long-chain acyl-CoA synthetase 7) |  |  | **+** | **+** |
| 18 | Ghi.9161.1.S1_at | DT464214 | Acyl-activating enzyme 12 (AAE12) |  | **+** |  |  |
| 19 | Ghi.10704.1.S1_s_at | AY038061.1 | 3-ketoacyl-CoA thiolase |  |  |  | **+** |
| 20 | GhiAffx.25722.1.A1_s_at | DT463796 | Acetyl-CoA C-acyltransferase / 3-ketoacyl-CoA thiolase |  |  | **+** | **+** |
| 21 | Ghi.7523.1.S1_s_at | AI729651 | Lecithin:cholesterol acyltransferase family protein / LACT family protein |  |  | **+** | **+** |
| 22 | GhiAffx.20824.1.S1_x_at | DW233308.1 | Sterol carrier protein 2 (SCP-2) family protein |  |  |  | **+** |
| 23 | GhiAffx.19570.1.S1_at | DW489734.1 | PLP2 (PHOSPHOLIPASE A 2A); Nutrient reservoir | **+** | **+** | **+** | **+** |
| 24 | GhiAffx.21096.1.S1_at | DW225202.1 | Lipase |  |  |  | **-** |
| 25 | Ghi.1889.1.S1_at | DV849586 | Lipase class 3 family protein | **+** | **+** | **+** | **+** |
| 26 | Ghi.3711.1.A1_at | DT461581 | Phospholipase D gamma 2 / PLD gamma 2 (PLDGAMMA2) | **+** |  | **+** | **+** |
| 27 | Ghi.140.1.A1_s_at | DT046624 | GDSL-motif lipase/hydrolase family protein | +/- | +/- | +/- | +/- |
| 28 | Gra.1494.1.S1_s_at | CO127128 | Phospholipase C |  |  | **+** | **+/**- |
| 29 | GhiAffx.10582.1.S1_x_at | DW485100.1 | Carboxylic ester hydrolase |  |  | **+** | **+/**- |
| 30 | GhiAffx.52546.3.S1_at | AI054484 | GLIP1 (GDSL LIPASE1); Carboxylic ester hydrolase |  |  | **+** | **+** |
| 31 | GraAffx.28884.1.A1_s_at | CO125859 | Acyltransferase/ Carboxylic ester hydrolase/ Lipase |  |  |  | - |
| 32 | Ghi.8094.1.S1_s_at | AY138251.1 | Phospholipase D delta isoform 1b |  |  |  | **+** |
| 33 | Ghi.1766.1.S1_s_at | AY138252.1 | Phospholipase D delta isoform 1a | - | - |  | - |
| 34 | Gra.1673.1.S1_at | CO129315 | ATPLDDELTA; phospholipase D |  |  |  | **+** |
| 35 | Ghi.10696.1.S1_s_at | DT048320 | Phosphoinositide phospholipase C |  |  |  | **+** |
| 36 | Ghi.9734.1.S1_at | AW186914 | Long-chain-alcohol O-fatty-acyltransferase family protein / Wax synthase family protein | - | - | - | - |
| 37 | Ghi.10482.1.S1_s_at | DN758513 | Acylaminoacyl-peptidase-related | - |  |  | - |
| 38 | Ghi.9531.1.S1_s_at | DQ122189.1 | 3-ketoacyl-CoA synthase | - |  | - | - |
| 39 | Ghi.5363.1.S1_x_at | DT048064 | 3-ketoacyl-CoA synthase 6 | - |  | - | - |
| 40 | GhiAffx.29745.1.S1_s_at | DW482448.1 | Beta-ketoacyl-CoA synthase family protein |  | - | **+** | - |
| 41 | Ghi.561.1.S1_at | AI729491 | B-keto acyl reductase, putative (GLOSSY8) |  | - | - | - |
| 42 | GhiAffx.1245.1.A1_s_at | DW499446.1 | KAS I (3-ketoacyl-acyl carrier protein synthase I); fatty-acid synthase |  | - | - | - |
| 43 | Ghi.10022.2.S1_s_at | DT564348 | 24-sterol C-methyltransferase (SMT2-2) | - | - | - | - |
| 44 | Ghi.9045.1.A1_s_at | DT048514 | SMO2-2 (sterol 4-alpha-methyl-oxidase 2); C-4 methylsterol oxidase |  | - |  | - |
| 45 | GhiAffx.62156.1.S1_x_at | DW513352.1 | Sterol delta-7 reductase DWF5 |  |  |  | - |
| 46 | Ghi.10736.1.S1_at | DT456470 | SMO1-1 (Sterol-4alpha-methyl oxidase 1-1); catalytic |  |  |  | - |

(**+**) indicates up-regulated transcripts

(**-**) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 12 — Table S11 Expression pattern of transcripts related to protein metabolism.

(**+**) indicates up-regulated transcripts

(**-**) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 13 — Table S12 Expression pattern of transcripts related to transport mechanism.

**Supporting table S12:** Expression pattern of transcripts related to transport mechanism

| **S. No** | **Probeset ID** | **Accession No.** | **Gene name** | **Boll developmental stages (dpa)** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **0** | **2** | **5** | **10** |
| 1 | Ghi.3135.1.S1_at | DT469074 | Proton-dependent oligopeptide transport (POT) family protein | **+/-** | **+/-** | **+/-** | **+/-** |
| 2 | Ghi.3763.1.A1_s_at | DT461952 | Calcium-transporting ATPase, plasma membrane-type/ Ca(2+)-ATPase (ACA12) | **+** | **+** | **+** | **+** |
| 3 | Ghi.3652.1.S1_s_at | DT463174 | AAT1 (Cationic amino acid transporter 1); Cationic amino acid transporter | **+** | **+** | **+** | **+** |
| 4 | Ghi.1847.1.S1_at | DV850045 | ATPTR3/PTR3 (Peptide transporter protein 3); Transporter | **+** |  | **+** | **+** |
| 5 | Ghi.6855.1.A1_s_at | CA992864 | ProT2 (Proline transporter 2) | **+** | **+** | **+** | **+** |
| 6 | Ghi.3605.1.A1_at | DN759972 | AKT1 (*Arabidopsis* K transporter 1) | **+** |  |  | **+** |
| 7 | Ghi.2352.1.A1_at | DT462757 | AMT1;1 (Ammonium transport 1); Ammonium transporter | **+** |  |  |  |
| 8 | Gra.47.3.S1_x_at | CO098885 | MSS1; Carbohydrate transporter/ Sugar porter | **+** | **+** | **+** | **+** |
| 9 | Ghi.9885.1.A1_at | DT464230 | STP1 (Sugar transporter 1); Carbohydrate transporter/ Sugar porter | **+** |  | **+** | **+** |
| 10 | GhiAffx.29457.1.S1_at | DW238000.1 | Transporter-related | **+** |  | **+** | **+/-** |
| 11 | Ghi.10454.1.S1_at | DN801047 | Amino acid transporter family protein | **+** | **+/-** | **+** | **+** |
| 12 | GhiAffx.6053.1.S1_s_at | DW515652.1 | GPT2 (Glucose-6-phosphate/Phosphate translocator 2); Antiporter/ Glucose-6-phosphate transporter | **-** |  | **-** | **-** |
| 13 | GhiAffx.15524.1.S1_s_at | DW238643.1 | ABC transporter family protein | **-** | **-** | **-** | **-** |
| 14 | Ghi.4468.1.A1_s_at | DR463750 | Protein transport protein SEC61 gamma subunit |  | **+** |  | **-** |
| 15 | Ghi.4013.1.A1_at | CO492517 | IRT1 (Iron-regulated transporter 1); Cadmium ion transporter/ Iron ion transporter/ Manganese ion transporter/ Zinc ion transporter |  | **-** | **+** |  |
| 16 | Gra.2819.1.A1_a_at | CO073817 | DRT112; Copper ion binding / Electron transporter |  | **-** |  |  |
| 17 | GhiAffx.15003.1.S1_at | DT046735 | Mitochondrial phosphate transporter |  | **-** |  | **-** |
| 18 | GhiAffx.30159.1.S1_s_at | DW481957.1 | DIT1 (Dicarboxylate transporter 1); Oxoglutarate:malate antiporter |  | **-** |  |  |
| 19 | Gra.2701.4.S1_s_at | CO088099 | Tetracycline transporter |  | **-** |  | **-** |
| 20 | Ghi.6075.1.S1_s_at | DT048502 | COPT1 (Copper transporter 1); Copper ion transporter |  | **-** | **-** |  |
| 21 | GhiAffx.40989.1.S1_s_at | DW483608.1 | APE2 (Acclimation of photosynthesis to environment); Antiporter/ Triose-phosphate transporter |  | **-** |  | **-** |
| 22 | Gra.2694.1.S1_s_at | CO087595 | RNA binding / Nucleic acid binding / Protein transporter |  | **-** | **-** | **-** |
| 23 | Ghi.4565.1.S1_s_at | DT052272 | Choline transporter-related |  | **-** |  | **-** |
| 24 | Gra.47.3.S1_x_at | CO098885 | MSS1; Carbohydrate transporter/ Sugar porter |  |  |  |  |
| 25 | Ghi.9146.2.S1_s_at | DT463838 | ZIFL1 (Zinc induced facilitator-like 1); Tetracycline: hydrogen antiporter/ Transporter |  |  | **+** | **+** |
| 26 | GhiAffx.20514.1.S1_s_at | DW502367.1 | NIP5;1/NLM6/NLM8 (NOD26-like intrinsic protein 5;1); Boron transporter/ Water channel |  |  | **+** |  |
| 27 | Ghi.6515.1.S1_at | CA993259 | SUC2 (Sucrose-proton symporter 2); Carbohydrate transporter/ Sucrose:hydrogen symporter/ Sugar porter |  |  | **+** | **-** |
| 28 | GraAffx.28667.1.A1_s_at | CO085819 | Antiporter/ Drug transporter |  |  | **+** | **+** |
| 29 | GhiAffx.61502.1.S1_at | DW509711.1 | Potassium transporter |  |  | **+** | **+** |
| 30 | GhiAffx.63947.1.S1_s_at | DT465139 | Phosphate transporter |  |  | **+** | **+** |
| 31 | GhiAffx.12651.1.S1_at | DW513188.1 | SULTR3;4 (SULTR3;4); Sulfate transporter |  |  | **+** | **+/-** |
| 32 | GhiAffx.60576.1.S1_at | DW505061.1 | Nitrate transporter (NTP3) |  |  | **+** | **+** |
| 33 | Ghi.634.1.S1_s_at | AY255521.1 | ABC transporter (WBC1) |  |  | **-** | **-** |
| 34 | Ghi.1646.1.S1_s_at | DN760180 | DCT/DIT2.1 (Dicarboxylate transport); Oxoglutarate:malate antiporter |  |  |  | **-** |
| 35 | Ghi.3240.1.A1_at | DT468114 | Hexose transporter |  |  |  | **+** |
| 36 | GhiAffx.11094.1.A1_at | DW516951.1 | LHT1 (Lysine histidine transporter 1); Amino acid transporter |  |  |  | **+** |
| 37 | GhiAffx.30627.1.S1_s_at | DW498369.1 | ZIP4 (Zinc transporter 4 precursor); Cation transporter |  |  |  | + |
| 38 | Ghi.5629.1.A1_s_at | DT463085 | CAT3 (Cationic amino acid transporter 3); Cationic amino acid transporter |  |  |  | + |
| 39 | GhiAffx.14.1.S1_at | DT049646 | ZIP1 (Zinc transporter 1 precursor); Zinc ion transporter |  |  |  | - |
| 40 | Ghi.9364.1.S1_at | DT456499 | KT2 (Potassium transporter 2) |  |  |  | - |
| 41 | GhiAffx.30987.1.A1_at | DW481679.1 | NPSN11 (Novel plant snare 11); Protein transporter |  |  |  | - |
| 42 | Ghi.8859.1.A1_a_at | DR452329 | Monosaccharide transporter |  |  |  | - |
| 43 | Ghi.7632.1.S1_s_at | AI725673 | (Vacuolar ATP synthase subunit B2); Hydrogen ion transporting ATP synthase, rotational mechanism |  |  |  | +/- |

(+) indicates up-regulated transcripts

(-) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

# Supplementary material for: Genome‐wide transcriptomic and proteomic analyses of bollworm‐infested developing cotton bolls revealed the genes and pathways involved in the insect pest defence mechanism
**Source:** Plant Biotechnol J. 2016 Jan 22;14(6):1438–55. doi: 10.1111/pbi.12508
**Supplement:** Supplementary file 14 — Table S13 Expression pattern of transcripts related to oxidative stress.

**Supporting table S13** Expression pattern of transcripts related to oxidative stress

| **S. No** | **Probeset ID** | **Accession No.** | **Gene name** | **Boll developmental stages (dpa)** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **0** | **2** | **5** | **10** |
| 1 | GhiAffx.2752.1.S1_at | CA993163 | ATGSTU23 (*Arabidopsis thaliana* glutathione S-transferase (Class tau) 23); Glutathione transferase | **+** | **+** | **+** | **+** |
| 2 | GhiAffx.21849.1.S1_at | DW496541.1 | ATGSTU7 (Glutathione S-transferase 25); Glutathione transferase | **+** |  | **+** | **+** |
| 3 | GhiAffx.61657.1.S1_at | DW510592.1 | ATGSTF12 (Glutathione S-transferase 26); Glutathione transferase |  |  | **+** | **+** |
| 4 | Ghi.779.1.S1_at | DN800052 | ATGSTU18 (Glutathione S-transferase 29); Glutathione transferase |  |  | **+** | **+/**- |
| 5 | Ghi.8550.1.S1_at | CO495268 | ATGSTU19 (Glutathione transferase 8); Glutathione transferase |  | - | - | - |
| 6 | GhiAffx.61579.1.S1_at | DW510158.1 | Glutathione transferase17 |  |  | **+** | **+** |
| 7 | GhiAffx.44356.1.S1_at | DW509246.1 | Glutathione peroxidase |  |  |  | - |
| 8 | GhiAffx.46685.1.S1_s_at | DW496848.1 | ATGPX4 (Glutathione peroxidase 4); Glutathione peroxidase |  |  | **+** | **+** |
| 9 | Ghi.1773.1.S1_s_at | DR457529 | GGT3 (Gamma-glutamyl transpeptidase 3); Gamma-glutamyltransferase/ Glutathione gamma-glutamylcysteinyltransferase |  | **+** |  |  |
| 10 | Gra.508.1.S1_x_at | CO084885 | Lactoylglutathione lyase |  |  |  | - |
| 11 | Ghi.4466.1.S1_a_at | DR454255 | Lactoylglutathione lyase family protein / Glyoxalase I family protein |  | **+** | **+** | **+**/- |
| 12 | GhiAffx.1589.31.S1_at | DW239769.1 | ATGLX1 (Glyoxalase I homolog); Lactoylglutathione lyase |  | - |  | - |
| 13 | Ghi.7301.1.S1_s_at | DR457687 | Allyl alcohol dehydrogenase |  |  |  | - |
| 14 | Ghi.9532.1.A1_s_at | DT046877 | Alcohol dehydrogenase | - | - |  | - |
| 15 | Ghi.8046.1.S1_at | U53702.1 | Alcohol dehydrogenase 1 |  | - | **+** | - |
| 16 | Ghi.2767.1.S1_s_at | AI729704 | ADH2 (Alcohol dehydrogenase 2) | - |  |  |  |
| 17 | Ghi.8044.1.S1_x_at | U49061.1 | Alcohol dehydrogenase 2a |  |  |  | - |
| 18 | Ghi.5815.1.S1_at | U53704.1 | Alcohol dehydrogenase 2b |  |  | **+** |  |
| 19 | Ghi.8047.1.S1_at | DN759650 | Alcohol dehydrogenase 2c |  |  |  | - |
| 20 | Ghi.8056.1.S1_s_at | AF159229.1 | Tissue-type fiber glutathione S-transferase (GST) |  | - | - | - |
| 21 | Ghi.8122.1.S1_s_at | AF515632.2 | Na/H antiporter (NHX1) | **+** |  | **+** |  |
| 22 | Ghi.8156.1.S1_s_at | DQ088821.1 | FeSOD |  | - |  |  |
| 23 | Ghi.1245.2.S1_s_at | DV849563 | SLT1 (Sodium- and lithium-tolerant 1) |  |  | **+** | **+** |
| 24 | Ghi.8153.1.S1_s_at | DQ120514.1 | Chloroplast Cu/Zn superoxide dismutase mRNA; Nuclear gene for chloroplast product |  |  |  | - |
| 25 | Gra.1666.3.A1_at | CO127994 | CAT2 (Catalase 2); Catalase |  |  |  | **+** |
|  | Gra.1457.1.S1_at | CO124678 | AOS (Allene oxide synthase); Hydro-lyase/ Oxygen binding | **+** | **+** | **+** | **+** |
| 26 | GhiAffx.30499.1.S1_at | DW514660.1 | ATSEH (*Arabidopsis thaliana* soluble epoxide hydrolase); Epoxide hydrolase | **+** | **+** | **+** | **+** |
| 27 | Gra.2738.1.A1_x_at | CO106787 | ATSEH; Catalytic/ Epoxide hydrolase/ Hydrolase |  |  |  | **+** |
| 28 | Ghi.5619.1.A1_at | DT047141 | Epoxide hydrolase |  |  |  | - |
| 29 | Ghi.2639.1.S1_s_at | DT526911 | HPL1 (Hydroperoxide lyase 1); Heme binding / Iron ion binding / Monooxygenase | - |  |  |  |

(**+**) indicates up-regulated transcripts

(**-**) indicates down-regulated transcripts

(+/-) indicates differentially regulated transcripts

How the deposited data were processed for this re-analysis (not part of the article)

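Transcripts of cotton bolls were measured with 24 Affymetrix Cotton GeneChip arrays, 3 for each of 8 groups made up of noninfested (CN) and bollworm-infested (BS) bolls at 0, 2, 5 and 10 dpa. Whole bolls were taken at 0 and 2 dpa and the infested portion of the boll at 5 and 10 dpa. For 10 dpa the larva was taken off after 5 days, and the bolls then grew on for 10 days by the methods and for at most 10 days by the labels, so time without a larva differs between this stage and the others. The infested bolls of this stage would by the methods be older than 10 dpa, and no separate collection time is given for its CN bolls. The conditions were taken from the sample labels, and infested and control plants came from different plots, so plot and treatment changed together.

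The deposited values are log2 expression values that the authors made from the scanned intensities by RMA (background correction, quantile normalization and median polish) in GeneSpring GX. The methods give version 12.6 and the design text of the series 11.5. The version of RMA is not given in the sources used here. Each of the 24132 rows has a median over the 24 arrays within 0.0001 of 0, from which a centring of each probe set after RMA was inferred. The log base was taken from the methods and checked against the fold changes of the supplementary tables, which the fold changes of the deposited values met with correlations on the log2 scale between 0.97 and 1.00. The absolute level of a transcript is lost by the centring, so no filter on dim probe sets, no signal over background and no ranking of genes by abundance was possible. Scanner files and protein spectra were not used here.

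From these values, probe sets were tested with limma 3.58.1 in R 4.3.3. The 103 AFFX control and 52 RPTR reporter probe sets were left out, and 23977 probe sets remained. A linear model with 8 group means was fitted to all 24 arrays, so that the groups shared one estimate of the spread per probe set (16 residual and 3.53 prior degrees of freedom). BS was compared with CN at each stage by the moderated test of limma with Benjamini-Hochberg adjustment, and DETs were those with an adjusted p of at most 0.01 and a fold change of at least 3, the thresholds of the methods of the paper, which used an unpaired t-test. Differences between stages were tested as interactions in the same fit with the same thresholds. The change of BS between successive stages was regressed on the change of CN across the probe sets that changed in CN, with jackknife errors over arrays. Standard errors of log2 fold changes are those of limma. With 3 arrays per group the number of arrays limits the precision. The methods describe each replicate as a pool of bolls from 5 plants, so the spread is that between pools. The same code was tested on simulated data with 200 changed probe sets, in which changes of 2 log2 units were called in 100%, 100%, 98.5% and 100% of cases at 0, 2, 5 and 10 dpa, those of 4 log2 units in 100% and those of 1 log2 unit, which lie under the fold threshold, in 0%, with 0 calls among unchanged probe sets.

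Genes were named from the tables of the paper, in which probe sets carry the names of their matches in Arabidopsis and other plants, and in part through the accessions of the array annotation. Of the 5654 DETs in at least 1 stage, 3455 had a description. Probe sets are named here by gene, and the identifier of each stands beside its values in the result tables. Tables S1, S3 and S16 could be read only in part (in Table S3, 386 of 1238 entries at 10 dpa). The genes given in the text were chosen by a rule written before the data were examined, although the values of the tables of the paper had been seen. It took every probe set of Tables 1, 2 and S6 and every gene that the results text names and a table pairs with a probe set, the 5 largest rises and 5 largest falls at each stage among named probe sets whose arrays did not overlap, the 5 largest consistent rises and falls, the 3 largest differences between 10 and 0 dpa in each direction, and the 2 most changed members of each gene list per stage. The rule preferred, among several probe sets of one gene, the one with the highest mean, which the centring made impossible, so any of them may be given. Members of the pathway tables of the paper are also given. The single values of 1 named gene are not reported here, though counts over lists and families include it.

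Gene lists were defined by word patterns written before the data were examined (transcription factor families, jasmonate, ethylene and sterol synthesis, trehalose and galactinol, pathogenesis-related proteins, protease inhibitors, peroxidases, glutathione S-transferases, calcium sensors and kinases, photosynthesis, expansins, cytoskeleton, arabinogalactan proteins, histones, DNA replication, ubiquitin ligases and conjugating enzymes, heat shock proteins, polyamines, ribosomal proteins, phenylpropanoids, gossypol, flavonoids, hypoxia, senescence, and markers of fibre, seed, pollen and carpel wall). An annotation of all probe sets was not used here, so members were found in the tables of the paper, which hold the study's own selection on the same arrays, and lists were counted without enrichment or gene set tests. List members are probe sets, also where the text calls them genes, and several can belong to the same gene. The protein fold changes are those of Table S15. The qRT-PCR values were not reanalysed.

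Alternatives to these choices were the unpaired t-test of the methods, a fit on the 6 arrays of a stage, the replicate number as a block, centring of each array on its median, quantile normalization of the deposited values, other thresholds, and leaving out each array in turn. After the data were seen, a robust prior, centring on the hybridization or poly-A controls, another comparator for 2 dpa and consistency over 3 stages were added. Tables were made with Python 3.11.15 and pandas 2.3.3 and figures with matplotlib 3.10.9.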

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

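All tests of explanations in this part were chosen after the result was seen, while the tests of differences between stages were set before the data were examined.

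The difference between BS and CN changed between stages when this change itself was tested. BS minus CN was more positive at 10 than at 0 dpa for 1258 probe sets and more negative for 2092, at 2 than at 0 dpa for 164 and 858, at 5 than at 2 dpa for 1010 and 248, and at 10 than at 5 dpa for 450 and 1450. The steps to and from 2 dpa hold 308 probe sets that were raised in 2 dpa CN, weighed below. Of these 257, 66 and 301 were up-regulated in BS at 0, 2 and 5 dpa. The tissue taken also changed between 2 and 5 dpa, so these counts are not those of infestation alone. In all, 74 probe sets were up-regulated at one stage and down-regulated at another. Of 61 splits of the arrays, 8 gave at least as many more positive effects as the real one (highest other 2236 against 1258), and 2 gave at least as many more negative effects (highest other 2236 against 2092). The splits remove the effect at a stage and not its difference from another stage, so a split that breaks the groups of 10 dpa gives few such differences. Of the 9 other splits that left these groups in place 7 exceeded the first count and 1 the second, as the difference then holds the effect at 10 dpa itself. These splits therefore cannot decide about chance for either count.

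Splits of the 6 arrays of a stage number 10 and are too few for a share under 0.05. The real split was 1 of 10 with a count as large at each stage, with 1311, 1871, 2122 and 4913 DETs against a highest other of 0 by limma (unadjusted 0, 0, 1 and 0). For the probe sets consistently up-regulated (348) and consistently down-regulated (76) 1 of 61 splits was as large and the highest other was 0 by limma (unadjusted 0), and for those in at least 1 stage 1 of 61 (5654 against 4438, unadjusted 4651), so chance without a difference at any stage is excluded for these 3 counts. The splits do not test each stage for these counts, and 4913 of the 5654 were DETs at 10 dpa.

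The control probe sets of the arrays, which the paper does not report on, differed between BS and CN. The hybridization controls, added after labelling, were higher in BS by 0.55, 0.89, 0.74 and 0.70 log2 units at 0, 2, 5 and 10 dpa, and the poly-A controls, added to total RNA, by 1.31, 2.11, 1.94 and 1.02. With equal amounts of labelled target on each array, a lower share of messenger RNA in infested bolls alone would leave the hybridization controls level. Their smallest difference was 0.55 (largest SD of a group 0.15), which argues against it only under that condition. Without equal amounts such a share could raise these controls too, and it may add to the further rise of the poly-A controls (smallest excess 0.32). Less labelled cotton target on BS arrays stays open, as probe sets without a target shifted by up to 0.17 either way, and so does separate labelling or hybridization of the 2 treatments, since BS and CN arrays lay apart in 8 of 8 comparisons. These cannot be told apart here, because treatment and any such handling change together and the amounts put on the arrays are not given in the sources used here.

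In control bolls 308 probe sets rose from 0 to 2 dpa and fell again from 2 to 5 dpa, where 36 did the opposite. Their median in 2 dpa CN was 0.06, against −2.62, −2.59 and −2.43 in CN of 0, 5 and 10 dpa and 0.06, 0.98, 1.13 and 1.77 in BS at 0, 2, 5 and 10 dpa. The tables argue against a single mislabelled array, since 3 of the 2 dpa CN arrays lay above every other CN array (lowest 0.06, highest other −2.42), against exchanged labels, since 2 dpa BS had a median of 0.98, and against RNA of 2 dpa infested bolls mixed into the controls as the whole cause. A mixed share can be no larger than the ratio of CN to BS in any transcript, whatever the unmixed level, and 152 probe sets at least 3 log2 units lower in 2 dpa CN than in 2 dpa BS allow a share of at most 0.125, while the rise of the 308 over the mean of 0 and 5 dpa CN needs a median share of 0.45 (quartiles 0.308 and 0.744) and 290 of them need more than is allowed. A smaller admixture stays open, as does RNA of infested bolls of another stage. A stress in the 2 dpa control bolls like that of infestation may explain the set, of which 93.8% was up-regulated at 10 dpa, where neither group was used to choose it (9% of all probe sets), but this is a hypothesis found and tested on the same data. Other handling of the 2 dpa control bolls was not tested.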

How the results depend on the processing

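Centring on the hybridization controls, centring on the poly-A controls, the robust prior, the consistency over 0, 5 and 10 dpa only and the other comparator for 2 dpa were chosen after seeing the data, and the other alternatives before the data were examined. Among counts, a change means more than 1.5 times, and the cause of each change was not tested except where the setting itself is a looser threshold.

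The counts of DETs per stage and direction, of consistent DETs and of DETs in at least 1 stage stayed within 1.5 times of those in the text under the unpaired t-test of the methods, with only the 6 arrays of a stage, with each array centred on its median, with an adjusted p of at most 0.05, with the robust prior and without any one array. The replicate block within stage gave 348 consistently up-regulated and 76 consistently down-regulated probe sets and changed no call among the 1688 values of named genes, and 3 of 12 same-numbered pairs of a CN and a BS array correlated best with their own number (r of the deviations between −0.24 and 0.11). Over the 24 fits without 1 array the slopes of the change in BS on the change in CN ranged from 0.242 to 0.248, 0.171 to 0.18 and 0.212 to 0.222 for the 3 steps.

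After quantile normalization the up-regulated and down-regulated DETs numbered 1144 and 914 at 0 dpa, 1186 and 1328 at 2 dpa, 1496 and 1297 at 5 dpa and 1367 and 1352 at 10 dpa, against 1005 and 306 at 0 dpa, 801 and 1070 at 2 dpa, 1533 and 589 at 5 dpa and 2150 and 2763 at 10 dpa for the values as deposited, with 198 consistently down-regulated (76 as deposited). The effect was more positive at 10 than at 0 dpa for 634 probe sets and more negative for 962, against 1258 and 2092, and the slopes were 0.146, 0.068 and 0.24. This setting gave the centred arrays an equal spread, so its changes follow in part by construction. Centring on the hybridization controls gave 625 and 1062 at 0 dpa, 281 and 3553 at 2 dpa, 829 and 3019 at 5 dpa and 1262 and 4952 at 10 dpa, with 117 consistently up-regulated and 615 consistently down-regulated probe sets. Centring on the poly-A controls gave 306 and 7236 at 0 dpa, 77 and 19688 at 2 dpa, 334 and 18514 at 5 dpa and 1035 and 6345 at 10 dpa, with 28 and 3975 consistent and 21950 in at least 1 stage. These centrings moved every fold change by −0.554, −0.889, −0.736 and −0.701 log2 units (hybridization controls) and by −1.309, −2.108, −1.942 and −1.017 (poly-A controls) at 0, 2, 5 and 10 dpa, by construction. The control medians also varied between the arrays of a group (SD up to 0.15 and 0.21), so the standard errors and adjusted p changed too. A fold change of at least 2 gave 1711 and 1142 at 0 dpa, 1863 and 2325 at 2 dpa, 2624 and 2221 at 5 dpa and 3687 and 4476 at 10 dpa, with 823 and 528 consistent, 9609 in at least 1 stage, and 2908 more positive and 3633 more negative at 10 than at 0 dpa. With no fold threshold these were 4427 and 6309 at 0 dpa, 6417 and 6414 at 2 dpa, 5709 and 7736 at 5 dpa and 8253 and 7852 at 10 dpa, then 2565 and 3498, 19518, and 7017 and 6367. With the mean of the 0 and 5 dpa CN groups as comparator for 2 dpa BS, 1532 probe sets were up-regulated at 2 dpa, 1515 down-regulated and 628 consistently up-regulated, and over 0, 5 and 10 dpa only 636 were consistently up-regulated. Over all probe sets in place of those that changed in CN the slopes were 0.25, 0.158 and 0.125, and with centring on the hybridization and the poly-A controls the slope from 2 to 5 dpa was 0.168 and 0.162 and that from 5 to 10 dpa 0.221 and 0.23.

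Of the 1688 values of named genes (422 probe sets at 4 stages), the t-test lost 5 calls, centring on the array median lost 14 and gained 6, quantile normalization lost 69 and gained 72, and leaving out 1 array lost 40 and gained 16 over the 24 fits. The hybridization controls lost 200 and gained 125, the poly-A controls lost 310 and gained 240, and the comparator for 2 dpa lost 2 and gained 92 of 422. The fit on 6 arrays and the robust prior changed none. Of 296 counts of gene lists, 289 stayed within 1.5 times with centring on the median, 216 with quantile normalization, 145 with the hybridization controls and 74 with the poly-A controls.

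Values that changed sign, with the call on at least 1 side, occurred under 2 settings and are given for the genes reported here. With centring on the poly-A controls the log2 fold changes at 2 dpa became a calcium-transporting ATPase −0.32, a calmodulin-binding protein −0.03, a geranylgeranyl pyrophosphate synthase −0.09, a GHMP kinase −0.20, a glutamate dehydrogenase −0.37, a lipid transfer family protein −1.75, a pentatricopeptide repeat protein −1.96, a peroxidase −0.29, a small heat shock protein −0.29, a trehalose phosphate phosphatase −0.46, a trypsin inhibitor −0.40, ACS1 −0.30, ACX4 −1.64, ALDH7B4 −1.86 and −1.76, an AAA-type ATPase −0.15, an ACC synthase −0.42, an alpha-tubulin −1.62, an alternative oxidase −0.16, an F-box protein −1.76, an oleosin −1.97, ANNAT1 −2.04, another trehalose phosphate phosphatase −1.70, AOS −2.06, AOX1 −0.40, ASN1 −1.88 and −1.71, ATA1 −1.69, ATCP1 −0.41, ATFP3 −0.22, ATL6 −0.17, BRH1 −0.45, BZIP53 −0.10, CA1 −1.63, CAB1 −2.0, CDF3 −1.84, CIPK3 −1.82, CIPK6 −0.39 and −0.10, CSLE6 −0.38, DMR6 −0.33, EFE −1.87, EIN3 −0.32, EXLB1 −1.77, FTSH6 −0.06, GLIP1 −1.99, GRX480 −0.42, GSTU18 −1.62, HSP21 −0.11, IAA11 −1.61, LDOX −0.44, LHY −1.97, LOX4 −0.33, LTP3 −0.20, MMP −0.37, MP −0.10, MPK3 −0.39, MYB73 −0.10, NIA2 −0.38, OPR1 −0.29, OST1 −1.85, PMDH2 −1.84, POD7 −0.42, PR4 −1.90, PRK −1.88, probe sets without a name −0.49, −0.37 and −0.31, profilin −1.95, QRT2 −0.16, RD26 −0.47, ribosomal protein S23 −0.25, RING finger proteins −0.36, −0.36 and −0.15, RuBisCO activase −2.0, SCL14 −1.62, SOS3 −0.06, TPS10 −0.26, WRKY23 −0.11, WRKY3 −0.10, WRKY33 −0.16, WRKY75 −0.37. At 5 dpa they became a GRAS factor −0.18, a peroxidase superfamily protein −0.12, a trehalose phosphate phosphatase −0.15, an ACC synthase −0.28, an AP2 domain factor −0.34, AOC1 −1.67, AOS −0.05, AOX1 −0.33, ATA1 −0.12, ATFP3 −0.35, BUD2 −0.22, CA1 −1.86, CIPK3 −1.86, CPK14 −0.21, EFE −0.10, EIN3 −0.11, IAA11 −0.25, MP −1.89, NIA2 −1.86, PHO2 −0.35, tryptophan decarboxylase −0.33, WRKY40 −0.24. With the other comparator the values at 2 dpa became a curculin-like lectin 6.43, ACX3 1.68, ADH1 1.92, an oleosin −2.37, ASN1 7.58 and 7.63, EFE 2.29, EXGT-A1 2.16, EXLB1 6.77, GLIP1 −3.76, malate synthase 3.84, osmotin 5.72, POM1 2.65, THI1 −5.49 and −5.47.

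Of the alternatives set before the data were examined, the filter on dim probe sets and the trended prior were not run, because each probe set is centred over the arrays and carries no level. Repeated background correction was not run, as scanner files were not used here, nor was a slide block, as no slide is named. Gene set tests by camera and fry were not run, since the annotation used here covers only probe sets of the tables of the paper. For the same reason signal over background could not be set against the calls.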

Differences from the paper's values

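The paper counts 8694 DETs in all, 39% of the transcripts on the array, against 5654 probe sets in at least 1 stage here, 23.6% of 23977. Of the 32 alternatives set before the data were examined, 31 differed as well (5169 to 19518), and a fold change of at least 2 gave 9609. Counts of DETs per stage were close to those of the paper, and 10217 calls were made over the 4 stages.

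The paper's 1048 transcription factor transcripts compare with 514 distinct probe sets in at least 1 stage here, and all 32 alternatives differed (439 to 523). The 1048 equals the entries of Table S2 over the stages, which come from 523 distinct probe sets. No alternative could therefore reach it, and the 2 values differ by what is counted and not by the data. Summed over the stages, as entries and not distinct probe sets, the calls here were 706 up-regulated and 341 down-regulated.

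The paper gives 64.5% of the 0 dpa DETs as related to phytohormones, against 34.7% here for the entries of Table S3 that passed the DET thresholds, and all 32 alternatives differed (8.1% to 34.9%). The figure of the paper equals the 872 entries of that table at 0 dpa over the 1352 of Table S1, and 406 of the 872 have a listed fold under 3, so the 2 values differ by what is counted and not by the data.

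For the accessions with a similar pattern of transcript and protein, the paper counts 10 and this comparison 6, and the paper states no thresholds for it. Under the alternatives set before the data were examined, 30 of 32 differed, and quantile normalization and a fold change of at least 2 did not.

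Of 90 fold changes of Table 2 that could be compared, 88 had the same sign and lay within 1.5 times. Where an accession had several probe sets, the one nearest to the values of the table was taken, which favours likeness, and 2 transcripts of that table had no probe set. The 2 others were malate dehydrogenase at 10 dpa, for which the paper gives 25.44 and the deposited values −27.3 (fold, negative for a decrease), and WRKY40 at 5 dpa, for which the paper gives 1.29 and the deposited values 10.2. For both, all 29 alternatives that give a value per gene differed (−28.1 to −8.17 and 8.28 to 10.9). Elsewhere the paper has malate dehydrogenase transcripts as down-regulated, and its Table S9 marks this probe set as lowered at 10 dpa.

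The columns of Table 1 match the deposited data only after a shift of the stages. The column of the paper headed 0 dpa lay within 1.5 times of the 10 dpa fold change for 89 of 89 probe sets, that headed 2 dpa of the 0 dpa fold change, that headed 5 dpa of the 2 dpa one and that headed 10 dpa of the 5 dpa one (89 of 89 each). As printed, 18, 39, 31 and 16 of 89 did. The headings of Tables 1, S4 and S5 call their values log2, whereas the values match linear fold changes with a sign.

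Directions that the paper states and the deposited values do not show are as follows. The paper has ABA-related transcripts as down-regulated, while 88, 69 and 125 were up-regulated and 17, 50 and 38 down-regulated at 0, 2 and 5 dpa (Table S3 could be read only in part at 10 dpa), with zeaxanthin epoxidase lowered at 0 dpa (−1.63). The chloroplast copper/zinc and the iron superoxide dismutase, of a class given as up-regulated among the defence enzymes, were raised at no stage (−1.71 for the former at 10 dpa), whereas GSTU7 and POD7 rose. The paper elsewhere counts superoxide dismutases among the down-regulated pairs of transcript and protein, and its list of oxidative stress transcripts marks both as lowered. The thaumatin-like ATLP-1, of a class given as up-regulated, was lowered at 10 dpa (−8.14), and of 12 PR4, osmotin and thaumatin probe sets 5, 2, 5 and 5 were up-regulated and 2, 6, 4 and 7 down-regulated at 0, 2, 5 and 10 dpa. The paper itself lists ATLP-1 among the down-regulated genes taken for qRT-PCR. Of 2 beta-glucanase probe sets 0, 1, 0 and 0 were up-regulated and 0, 0, 1 and 1 down-regulated at 0, 2, 5 and 10 dpa. NADPH oxidase RBOHF was lowered at 10 dpa (−3.77), where the paper has this class as up-regulated, and RHD2 was raised (3.40). Of the 4 ubiquitin conjugating enzymes, given as down-regulated, 1, 0, 2 and 1 were up-regulated and 0, 1, 0 and 2 down-regulated. The paper's statements on the PR proteins, beta-glucanase and the conjugating enzymes cover transcript and protein, and no protein data were reanalysed. Allene oxide cyclase 1, given as raised throughout, was no DET at 10 dpa (0.70), while 3 of 9 allene oxide synthase probe sets were up-regulated at that stage, and lipoxygenase 2 and phospholipase A 2A were raised at all 4 stages. The paper's statement on the cyclase covers transcript and protein, and its discussion says that the cyclase was identified only as a protein.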

Other observations

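The test of a halt of development in this part was chosen after the result was seen.

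Gene lists that belong to no statement of the paper were counted as well, with up-regulated and down-regulated numbers at 0, 2, 5 and 10 dpa, the same numbers when adjusted over the list alone, and members that the study selected on these arrays. Of 34 heat shock proteins 10, 11, 19 and 12 were up-regulated and 2, 4, 1 and 9 down-regulated, which centring on the hybridization controls turned at 0, 2 and 10 dpa (5 and 6, 4 and 9, 9 and 13). Of 13 phenylpropanoid genes 7, 7, 6 and 4 were up-regulated and 1, 1, 0 and 5 down-regulated, turned at 10 dpa by quantile normalization (4 and 1), and of 10 gossypol and terpenoid genes 2, 5, 2 and 4 were up-regulated and 1, 0, 0 and 3 down-regulated, turned at every stage by the hybridization controls (1 and 3, 1 and 3, 1 and 2, 2 and 4). Of 13 flavonoid genes 2, 2, 0 and 0 were up-regulated and 0, 3, 1 and 10 down-regulated, turned at 0 dpa by the hybridization controls (1 and 3). Of 17 hypoxia genes 2, 2, 4 and 3 were up-regulated and 2, 5, 2 and 10 down-regulated, turned at 5 dpa by the hybridization controls (1 and 7), and of 17 senescence and autophagy genes 9, 3, 8 and 8 were up-regulated and 1, 2, 1 and 6 down-regulated, turned at 2 dpa by the same centring (2 and 5).

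Among the markers of tissues, 6, 6, 8 and 6 of 30 fibre genes were up-regulated and 3, 7, 7 and 18 down-regulated, turned at 0 dpa by quantile normalization (7 and 10) and at 0 and 5 dpa by the hybridization controls (5 and 11 each). Of 22 seed storage and late embryogenesis genes 8, 9, 7 and 8 were up-regulated and 1, 5, 5 and 9 down-regulated, turned at 10 dpa by quantile normalization (8 and 7) and at 5 dpa by the hybridization controls (7 and 9). Of 3 pollen and anther genes 2, 0, 2 and 2 were up-regulated and 0, 0, 0 and 1 down-regulated.

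Further tables of the paper were counted on the deposited values. Of the 44 probe sets of Table S9, 11, 6, 13 and 15 were up-regulated and 5, 9, 5 and 27 down-regulated at 0, 2, 5 and 10 dpa, of the 74 of Table S11, 9, 8, 17 and 21 and 0, 23, 10 and 47, and of the 35 probe sets of Table S15, 5, 3, 9 and 6 and 2, 6, 3 and 23.

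The difference between the 3' and 5' probe sets of control transcripts, a measure of RNA quality, was mixed over 10 transcripts (exact p of 0.1 is the smallest possible). For the dap spike, added to total RNA, it was lower in BS by −0.66, −0.95, −1.10 and −0.78 log2 units at 0, 2, 5 and 10 dpa (exact p of 0.1 at each). The phe spike was lower by −0.60 and −0.32 at 2 and 5 dpa and the lys spike by −0.16 at 2 dpa, and the thr spike was higher by 0.35 and 0.30 at 0 and 5 dpa (0.1 each). For the Gra-actin control transcript it was higher in BS by 1.19 at 5 dpa and 1.40 at 10 dpa (0.1 each), and for Ghi-ss1 it was higher by 0.44 at 0 dpa and lower by −1.54 at 10 dpa, and for Gra-ss1 lower by −0.86 and higher by 0.94 at these stages (0.1 each). For the Ghi-actin control transcript it was higher by 0.34, 0.28, 0.40 and 0.06 (exact p of 0.1, 0.1, 0.2 and 0.3), for Ghi-ubq11 by 0.54, 0.55, 0.14 and 0.11 (0.1, 0.1, 0.7 and 0.6), and for Gra-ubq11 it was lower by −0.40, −0.39, −0.27 and −0.18 (0.1, 0.1, 0.3 and 0.5).

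From 5 to 10 dpa 337 probe sets rose in CN with a median of 2.26 log2 units and had a median change of −0.08 in BS (quartiles −0.75 and 0.63), with 22 called in the same and 40 in the opposite direction. The larva had been taken off after 5 days, so the BS change covers growth without it. By the methods the BS bolls may also be older than 10 dpa, so the changes in CN and BS may not span the same time. A complete halt of development in infested bolls that lasted to the 10 dpa sampling would by itself also leave level the 130 probe sets that fell in CN (median −2.02). These fell in BS with a median of −1.01, with 48 called in the same direction and 1 in the opposite. A fall by infestation itself would look the same, as down-regulated DETs numbered 589 at 5 dpa and 2763 at 10 dpa. The test therefore cannot decide about a halt. A partial or selective change of the developmental course was not tested.

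The first principal component of all probe sets held 64.6% of the variance and separated BS from CN, with the 2 dpa CN arrays between −31.5 and −31.1 and the other CN arrays between −95.6 and −71.4.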
